# Metabolic dependencies of metastasis-initiating cells in female breast cancer

**DOI:** 10.1038/s41467-023-42748-8

**Published:** 2023-11-04

**Authors:** C. Megan Young, Laurent Beziaud, Pierre Dessen, Angela Madurga Alonso, Albert Santamaria-Martínez, Joerg Huelsken

**Keywords:** Metastasis, Cancer metabolism

## Abstract

Understanding the mechanisms that enable cancer cells to metastasize is essential in preventing cancer progression. Here we examine the metabolic adaptations of metastasis-initiating cells (MICs) in female breast cancer and how those shape their metastatic phenotype. We find that endogenous MICs depend on the oxidative tricarboxylic acid cycle and fatty acid usage. Sorting tumor cells based upon solely mitochondrial membrane potential or lipid storage is sufficient at identifying MICs. We further identify that mitochondrially-generated citrate is exported to the cytoplasm to yield acetyl-CoA, and this is crucial to maintaining heightened levels of H3K27ac in MICs. Blocking acetyl-CoA generating pathways or H3K27ac-specific epigenetic writers and readers reduces expression of epithelial-to-mesenchymal related genes, MIC frequency, and metastatic potential. Exogenous supplementation of a short chain carboxylic acid, acetate, increases MIC frequency and metastasis. In patient cohorts, we observe that higher expression of oxidative phosphorylation related genes is associated with reduced distant relapse-free survival. These data demonstrate that MICs specifically and precisely alter their metabolism to efficiently colonize distant organs.

## Abstract (web summary)

Understanding the mechanisms associated with cancer metastasis may help control cancer progression. Here the authors investigate the metabolism of metastasis initiating cells in breast cancer and show that their metastatic ability relies on fatty acid oxidation and the oxidative tricarboxylic acid cycle, which in turn regulates acetyl-CoA generation and the acetylation of histones on EMT related genes.

## Introduction

Cancer cells exhibit altered biosynthetic and energy requirements which result in heightened and biased fuel uptake and utilization. Blocking required metabolic alterations such as increased glucose and/or amino acid utilization can effectively blunt transformation by inhibiting proliferation and causing cell death^1–3^. Metabolism not only has supportive and enabling functions, but it can also directly influence cellular phenotypes. For example, hypoxia can induce cancer invasion^4^ and the availability of certain amino acids can alter drug response^5,6^. This demonstrates that changes in metabolism are essential in both supporting and driving cancer progression.

Metastatic disease causes the majority of cancer deaths and there are still very few therapeutic options for patients that are diagnosed at this late stage. Thus, understanding mechanisms for metastatic dissemination and progression can uncover actionable vulnerabilities and potentially improve therapy. In many tumor types, metastasis is caused by a rare population of stem-like cells in the heterogenous tumor mass that are highly plastic. During metastasis formation, these metastasis-initiating cells (MICs) are required to undergo sequential, partially opposing phenotypic changes that enable them to invade into the surrounding tissue, enter and survive in the bloodstream, and generate a new tumor at a distant site^7^. MICs have been identified in a variety of solid tumors, such as breast cancer^8,9^, pancreas cancer^10^, colorectal cancer^11^, and oral squamous cell carcinoma^12^, and their frequency has been shown to be correlated with poor prognosis.

In addition, comparisons of genome sequences between MICs and their non-MIC counterparts show a high degree of concordance^13,14^, suggesting that the ability to metastasize to distant organs is not likely due to the accumulation of metastasis-specific driver mutations, but rather due to epigenetic modifications that enable reversible transitions in cell phenotype during the course of metastasis. In line with this, alterations in certain histone marks have recently been shown to be necessary and sufficient for cell state changes such as the epithelial-to-mesenchymal transition (EMT)^15,16^. Some non-MICs are even able to dedifferentiate into MICs by maintaining key genes in a poised chromatin state^17^, demonstrating that epigenetic modifications endow cells with the plasticity to adapt to various requirements during the metastatic cascade^18^.

Metabolic alterations have been linked to each step of metastasis. For example, reductive glutamine metabolism is required to generate antioxidants for combatting reactive oxygen species under low attachment conditions, such as when traveling through the bloodstream^19^, and pyruvate is essential for generating sufficient levels of alpha-ketoglutarate for collagen stabilization at the metastatic site for efficient tissue colonization^20^. This raises the possibility that the metabolic phenotype of MICs is constituent for its metastatic potential.

Metabolism and epigenetics are inextricably linked. In contrast to kinases whose activity is controlled by upstream signaling pathways and not the abundance of its substrate, ATP, the activity of various epigenetic enzymes is influenced by the concentrations of certain metabolites which can be cofactors, substrates, or allosteric regulators for these enzymes^21^. Reduced availability of s-adenosyl methionine for example, has been shown to reduce histone methylation and increase subsequent transcription of genes in oncogenic signaling pathways^22,23^.

Here we aim to investigate the metabolic differences between MICs and non-MICs and whether that may influence the transcription of gene programs in MICs that enable them to generate metastatic lesions. To do this, we utilize tumors deriving from the autochthonous breast cancer model, MMTV-Polyoma Middle T (PyMT), since this is where we had previously identified endogenous MICs that are exclusively capable of generating metastasis^8^. We also validate and extend these findings in a second mouse model using the highly metastatic triple negative breast cancer (TNBC) cell line 4T1. We uncover that MICs rely on fatty acid oxidation (FAO) and the oxidative tricarboxylic acid (TCA) cycle, and that these contribute to acetyl-CoA generation and the acetylation of histones on EMT-related genes. Blocking either the metabolic pathways that generate acetyl-CoA or acetylation reactions can reduce MIC frequency and metastatic potential in vivo.

## Results

### Metastasis-initiating cells show increased mitochondrial activity

Considering the conflicting evidence in the literature for the role of mitochondrial activity during metastasis^24,25^, we sorted 4T1 breast cancer cells for varying levels of mitochondrial activity based on a fluorescent stain that preferentially accumulates in mitochondria with high mitochondrial membrane potential (MMP). High MMP cells have increased intracellular ATP compared to their low MMP counterparts^26^ (Supplementary Fig. 1a). Tail vein injections (TVIs) revealed that the cells with high MMP generate 10x and 5x more metastatic nodules in the lungs compared to their low and medium counterparts, respectively (Fig. 1a), despite having similar proliferation rates (Supplementary Fig. 1b). We observed a similar MMP phenotype in 4T1 MICs that are ALDH^bright^ compared to ALDH^dim^ non-MICs^27^ (Fig. 1b and Supplementary Fig. 1c). To confirm this phenotype in another model, we utilized the PyMT breast cancer model where we had previously identified metastasis-initiating cells (MICs) as Lin^−^CD24^+^CD90^+^^8^. Using the same mitochondrial stain, we observed that PyMT MICs have an almost 2-fold increase of MMP compared to their non-MIC counterparts (Lin^−^CD24^+^CD90^−^; Fig. 1c and Supplementary Fig. 1d), even when normalizing for mitochondrial mass (Supplementary Fig. 1e). RNA-sequencing of sorted PyMT MICs and non-MICs revealed increased expression of gene sets related to oxidative phosphorylation (OXPHOS) and mitochondrial metabolism (Fig. 1d), in addition to the expected increased expression of gene sets related to EMT and partial EMT^28^ (Supplementary Fig. 1f). These data suggest that in metastatic cells, fuels may be preferentially utilized in mitochondria. 

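For this experiment, primary PyMT tumor cells were plated overnight and sorted by flow cytometry into MICs and non-MICs, and 3 libraries of each population were sequenced, numbered 1 to 3 in both. The authors aligned the reads to the mouse transcriptome, counted them per gene and scaled the counts to the total of each library, so that the deposited values sum to between 34999999 and 35000001 in each library. The smallest values of a library are whole multiples of what 1 read is worth in it, and between 99.97% and 100.0% of a library's values came out as whole reads when divided by that step. The recovered reads summed to 32458499, 31467281 and 51759769 in MIC replicates 1, 2 and 3, with a median of 32458499, and to 33069114, 33126717 and 49904738 in non-MIC replicates 1, 2 and 3, with a median of 33126717. Replicate 3 was therefore the deepest library in both populations. The table lists 22310 genes by their Ensembl identifiers, 22161 of which have a symbol in the GENCODE vM21 annotation of GRCm38, and each listed gene has a value above 0 in at least 3 of the 6 libraries. Single genes were compared with limma on log2(value + 1), a scale that understates the change of genes with low values, and p-values were adjusted by the Benjamini-Hochberg method over all 22310 genes.
No gene had an adjusted p-value under 0.05 in this comparison, the smallest being 0.816 for Thy1, and 322 genes had an unadjusted p-value under 0.05, of which 158 were higher and 164 lower in MICs. Libraries with the same number departed from their group means together. The correlation of these departures was computed across genes with a mean at or above the median, and genes are not independent replicates. It averaged 0.843 between the MIC and non-MIC libraries of the same number and -0.414 between those of different numbers. The departures of a group sum to 0 for each gene, so the negative average largely follows from the positive one. With the replicate number as a block, 29 genes had an adjusted p-value under 0.05 in limma, 27 higher and 2 lower in MICs, and 2501 had an unadjusted p-value under 0.05. The edgeR quasi-likelihood test on the recovered reads, chosen after seeing the data, called 0 genes without the block, with 295 at an unadjusted p-value under 0.05, and 315 genes with it, 232 higher and 83 lower in MICs. The 315 included the 29 genes called by limma.
Gene set enrichment followed the methods of the paper. Genes were ranked by Signal2Noise on the deposited values, a weighted running sum was computed for each gene list, and its normalized enrichment score (NES) and p-value came from 1000 random gene sets of the same size, with adjustment over 19 lists. The Hallmark and Gene Ontology collections were not used here. Hand-compiled lists approximating the sets stood in for them, and their members were fixed in advance. A p-value from random gene sets treats the genes of a list as independent of each other and does not measure the spread between replicates. For this reason the mean of log2(value + 1) over the genes of a list was also computed in each library and compared by an exact two-sided permutation test, in which 3 libraries against 3 cannot give a p-value below 0.1. The permutation test does not use the pairing of same-numbered libraries, so the spread it faces includes differences between replicate numbers.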

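The OXPHOS list held 199 genes, 198 of which were in the table. Its enrichment score in MICs was 0.531 and its NES was 2.53 (adjusted p = 0.0059, from a permutation p of 0.00216, the smallest its random gene sets can give), with 83 genes, or 41.9% of the list, in the leading edge. With the replicate number as a block, the NES was 2.96 (adjusted permutation p = 0.00474). The alternative that moved this score most was an unweighted running sum, with an NES of 4.38 (adjusted permutation p = 0.00429). The lowest NES was 1.52, with Signal2Noise on log2(value + 1) (adjusted permutation p = 0.0125). When each library was left out in turn, without the block, the lowest was 1.615, without MIC replicate 1 (adjusted permutation p = 0.0135). When the correlation between genes was allowed for by limma's camera test, the list was not significantly higher in MICs, with a p-value of 0.24 without the block and 0.434 with it.
The mean of the OXPHOS list was 11.26 ± 0.25 (SD, n = 3) in MICs and 11.10 ± 0.07 (SD, n = 3) in non-MICs on the log2 scale, a difference of 0.16 that was smaller than the spread between MIC replicates (exact permutation test, p = 0.4). Within same-numbered pairs, MICs were higher by 0.30 in pair 1 and 0.23 in pair 2, and the mean fell by 0.05 in pair 3. Of the 198 genes, 140 had a log2 fold change above 0, against 10229 of the 22310 genes of the table. In 51 of the 198 genes MICs were higher in all 3 pairs, and in 21 they were lower in all 3, against 2791 and 4192 genes of the whole table. Adjusted over the list alone, 0 of its genes passed an adjusted p-value of 0.05 in limma with or without the block, and 38 with the block and 2 without it, Ndufs4 and Sdhd, had an unadjusted p-value under 0.05.
The 5 genes of the list with the highest Signal2Noise were Ndufs4, Mtrf1, Sdhd, Cox7a2 and Uqcrb. Ndufs4, which encodes a subunit of complex I, had a mean log2 value of 11.91 ± 0.26 (SD, n = 3) in MICs and 11.24 ± 0.38 (SD, n = 3) in non-MICs. Its log2 fold change was 0.67 (standard error 0.26), with an adjusted p-value of 1 in limma and of 0.417 with the block, and its differences in the 3 pairs were 0.69, 1.29 and 0.02. The log2 fold changes of the other 4 were 0.70 for Mtrf1, 0.55 for Sdhd, 0.57 for Cox7a2 and 0.47 for Uqcrb, and none of them passed the adjusted threshold in either fit.

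**Figure D1:**
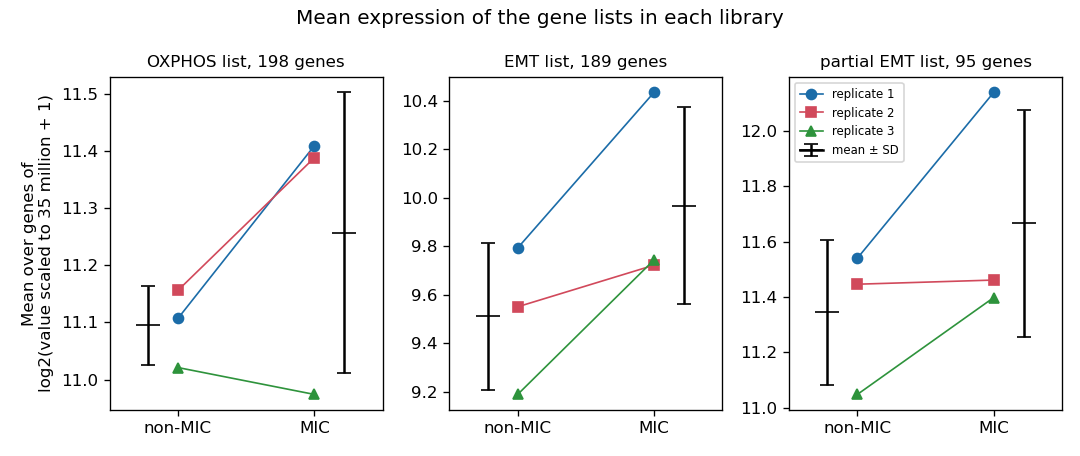
Mean of log2(value + 1) over the genes of the OXPHOS, EMT and partial EMT lists in each of the 6 libraries, with a line joining the non-MIC and MIC libraries of the same replicate number and bars for the mean and SD of 3 libraries; the vertical axes differ between panels and do not start at 0. The OXPHOS mean rises in replicates 1 and 2 and falls in replicate 3, and the EMT mean rises in all 3.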

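The EMT list held 195 genes, 189 of which were in the table, and had an enrichment score of 0.486 and an NES of 2.31 in MICs (adjusted permutation p = 0.0059), with 114 genes, or 60.3% of the list, in the leading edge. Thy1, the gene for the sorting marker CD90, is a member of this list, and without it the NES was 2.27 (adjusted permutation p = 0.00543). The partial EMT list, compiled after the program that the paper cites, had 95 genes in the table, an enrichment score of 0.457 and an NES of 1.97 (adjusted permutation p = 0.0059). Its 61 genes that are not in the EMT list had an NES of 1.65 (adjusted permutation p = 0.00963). With the replicate block the NES was 3.33 for EMT and 2.87 for partial EMT (adjusted permutation p = 0.00474 for both). Without MIC replicate 1 and without the block, neither list passed, with an NES of 1.12 for EMT (adjusted permutation p = 0.347) and of 0.555 for partial EMT (adjusted permutation p = 1), and partial EMT did not pass without non-MIC replicate 3 (NES 0.983, adjusted permutation p = 0.565). With the block and both libraries of pair 1 left out, both lists passed. The NES was then 2.83 for EMT and 2.29 for partial EMT (adjusted permutation p = 0.00362 for both). Partial EMT also passed with the block and pair 3 left out (NES 2.22, adjusted permutation p = 0.00422). By camera, the p-values were 0.0874 for EMT and 0.221 for partial EMT, and 0.15 and 0.316 with the block.
The mean log2 value of the EMT list was 9.97 ± 0.41 (SD, n = 3) in MICs and 9.51 ± 0.30 (SD, n = 3) in non-MICs, a difference of 0.46 (exact permutation test, p = 0.3). The difference was 0.64, 0.17 and 0.56 in pairs 1, 2 and 3. For partial EMT, the means were 11.67 ± 0.41 (SD, n = 3) and 11.35 ± 0.26 (SD, n = 3), a difference of 0.32 that did not exceed the spread between MIC replicates (exact permutation test, p = 0.5). It was 0.60 in pair 1, 0.015 in pair 2 and 0.35 in pair 3. MICs were higher in all 3 pairs for 67 of the 189 EMT genes and lower in all 3 for 12. Adjusted over the EMT list alone, 1 gene, Thy1, passed an adjusted p-value of 0.05 in limma without the block and 37 with it, and adjusted over all genes of the table the numbers were 0 and 10. Among these 10 are Thy1 and the myoepithelial markers Tagln, Acta2, Myl9 and Mylk, which could also come from myoepithelial cells in the gate. Without fibroblast and myoepithelial markers, the EMT list had an NES of 3.10 with the block (adjusted permutation p = 0.00453). For the partial EMT list, 0 genes passed over the list without the block, with 2 at an unadjusted p-value under 0.05, and 16 with it.
The EMT genes with the highest Signal2Noise were Spock1, Thy1, Cd59a, Col12a1 and Lox. Lox, which encodes an enzyme that cross-links collagen, lies on chromosome 18 of GRCm38 and had a mean log2 value of 9.69 ± 0.96 (SD, n = 3) in MICs and 8.09 ± 0.71 (SD, n = 3) in non-MICs. Its log2 fold change was 1.59, with a standard error of 0.55 and an adjusted p-value of 1 in limma, and a standard error of 0.25 and an adjusted p-value of 0.0299 with the block. Cd59a rose by 1.20 and Col12a1 by 0.61, and adjusted over all genes neither passed in either fit. Spock1 had at most 3 reads in any library, 2, 3 and 3 in MICs and 1, 1 and 2 in non-MICs, so its place in the ranking is within counting error. Prss23, Sec13, Igfbp3 and Plau were among the partial EMT genes with the highest Signal2Noise, with log2 fold changes of 1.03, 0.39, 2.21 and 0.50, and of these Igfbp3 passed with the block (limma, adjusted p = 0.0462).
From these gene sets, together with its measurements of MMP and of metastasis by cells sorted for it, the paper proposes that metastatic cells may preferentially use their fuels in mitochondria.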

To test this hypothesis, we measured oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) in a Seahorse mitochondrial stress test. It was not possible to use sorted populations for this since we observed poor metabolic health and up to three-fold reduction of OCR in sorted cells (Supplementary Fig. 1g). Instead, we used tumorsphere- and monolayer-grown cells, since tumorspheres are known to be enriched for highly tumorigenic stem-like cells^29^. When only glucose was provided as a fuel source, we observed that tumorspheres have a higher maximal respiratory capacity (Fig. 1e) and conversely lower glycolytic capacity (Fig. 1f), confirming our hypothesis. We also observed that tumorsphere-derived cells have a higher MMP compared to their monolayer counterparts (Supplementary Fig. 1h). Driving monolayer grown cells to undergo OXPHOS by replacing glucose in the cell culture media with galactose, which does not yield ATP through glycolysis and thereby shifts to the use of OXPHOS, increased MIC frequency in PyMT cells (Fig. 1g) and metastatic capacity in 4T1 cells (Fig. 1h). The increase of MICs we observed is not due to preferential death of non-MICs under nutrient stress as measured by Annexin V and propidium iodide staining (Supplementary Fig. 1i), or preferential increase in proliferative capacity of MICs as measured by reduction of CellTrace Violet staining (Supplementary Fig. 1j), but rather due to the maintenance of the MIC phenotype and/or the conversion of non-MICs to MICs (Supplementary Fig. 1k). Collectively, these data show that metastatic cells exhibit higher mitochondrial activity which directly affects their ability to colonize distant organs.

**Fig. 1:**
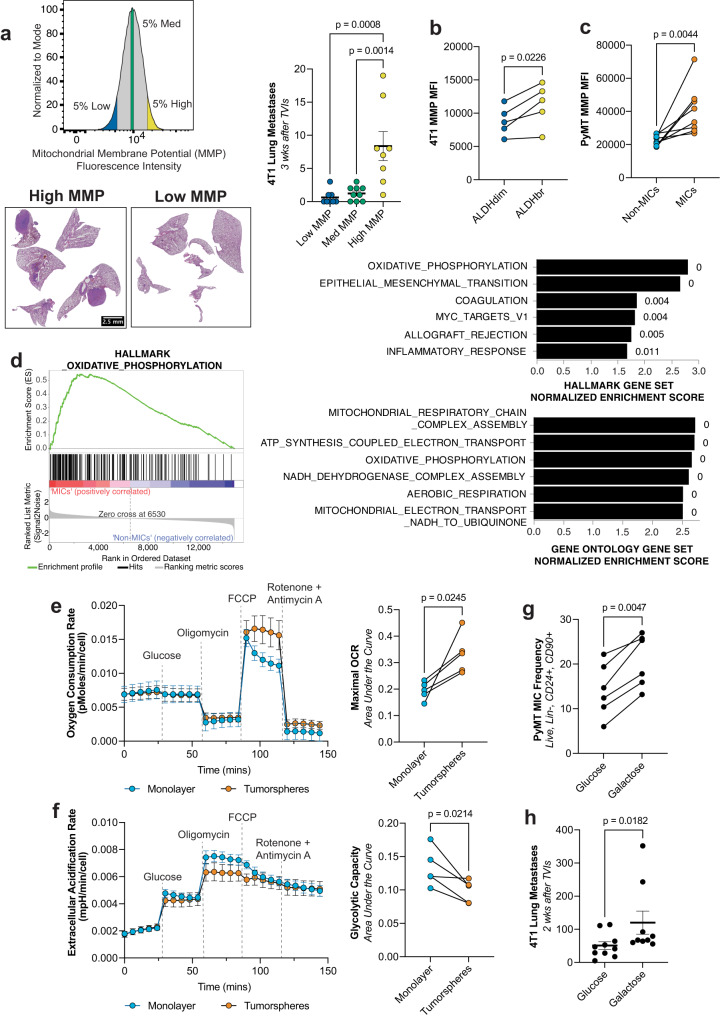
Heightened mitochondrial activity is a key feature of MICs. **a** Lung metastases in recipient wildtype (wt) Balb/c after TVI of 4T1 cells sorted for low, med, and high MMP. Left top: gating strategy for sorting cells. Left bottom: representative images of hematoxylin and eosin paraffin sections of lungs of recipient mice. Right: quantification. (*n* = 8, ordinary one-way ANOVA followed by Tukey’s test). **b** MMP MFI in ALDH^dim^ vs. ALDH^bright^ 4T1 cells. (*n* = 5ª, paired *t*-test). **c** MMP MFI in ex vivo PyMT non-MICs vs. MICs. (*n* = 8ª, paired *t*-test). **d** Upregulated gene sets when comparing ex vivo PyMT MICs vs. non-MICs. Left: gene set enrichment plot for the HALLMARK_OXIDATIVE_PHOSPHORYLATION signature from the Molecular Signature Database (MsigDB). Right: top upregulated gene sets from the hallmark (top) and gene ontology (bottom) collections. Numbers beside bar plots indicate false discovery rate (FDR). (*n* = 3ª). **e** OCR over time in tumorsphere- vs. monolayer-grown PyMT cells (normalized to number of cells). Right: OCR area under the curve (AUC) for matched monolayer and tumorsphere-grown PyMT cells. (*n* = 5ª, paired *t*-test). **f** Extracellular acidification rate over time during the mito stress test in tumorsphere- vs. monolayer-grown PyMT cells (normalized to number of cells). Right: glycolytic capacity AUC for matched monolayer- and tumorsphere-grown PyMT cells. (*n* ≥ 3ª, paired *t*-test). **g** PyMT MIC frequency after culture in either glucose or galactose containing media. (*n* = 6ª, paired *t*-test). **h** Number of lung metastases in recipient wt Balb/c mice after TVI with 4T1 cells cultured in either glucose- or galactose-containing media. (*n* = 10 for glucose, *n* = 9 for galactose, Mann–Whitney test). MFI mean fluorescence intensity. Paired *t*-tests were two-tailed and by ratio. Values shown correspond to means ± SEM. Source data are provided in the source data file. ª signifies number of independent experiments or tumors.

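Respiratory chain genes were examined with a pair of lists that stand for the mitochondrial Gene Ontology sets of Fig. 1d. The first list held 86 nuclear genes with the symbols of subunits of complexes I to V, all of them in the table. Of these, 82 are annotated as protein-coding, and among protein-coding genes alone the NES was 2.95 (adjusted permutation p = 0.00646). The full list had an enrichment score of 0.667 and an NES of 2.86 in MICs (adjusted permutation p = 0.0059), with 61 genes in the leading edge. The NES was 3.12 with the replicate block (adjusted permutation p = 0.00474). By camera the p-value was 0.232, and 0.32 with the block. The mean log2 value was 10.70 ± 0.47 (SD, n = 3) in MICs and 10.42 ± 0.18 (SD, n = 3) in non-MICs, and the difference of 0.28 was smaller than the SD of the MIC replicates (exact permutation test, p = 0.4). Within pairs, MICs were higher by 0.40 in pair 1 and 0.49 in pair 2, and the mean fell by 0.05 in pair 3. The log2 fold change was above 0 in 71 of the 86 genes, and 27 were higher and 0 lower in MICs in all 3 pairs. None passed an adjusted p-value of 0.05 over the list, with the same 2 genes, Ndufs4 and Sdhd, at an unadjusted p-value under 0.05 in limma without the block and 26 with it.
The second list held 60 assembly factors of the respiratory chain, 58 of which were in the table, and had an enrichment score of 0.503 and an NES of 1.99 in MICs (adjusted permutation p = 0.0059). With the block the NES was 2.12 (adjusted permutation p = 0.00474). When Signal2Noise was computed on log2(value + 1) in place of linear values, the NES was 1.40 and no longer passed (adjusted permutation p = 0.105). By camera the p-value was 0.211, and 0.418 with the block. The mean differences in pairs 1, 2 and 3 were 0.25, 0.38 and -0.07.
The lists for other metabolic pathways moved less or in other directions. Tricarboxylic acid cycle genes had an NES of 1.01 (22 genes, adjusted permutation p = 0.505), fatty acid oxidation genes an NES of 1.55 (25 genes, adjusted permutation p = 0.061) and glycolysis genes an NES of -1.32 (19 genes, adjusted permutation p = 0.229). With the block, the NES was 0.885 for the cycle (adjusted permutation p = 0.692), 1.66 for fatty acid oxidation (adjusted permutation p = 0.0308) and -1.45 for glycolysis (adjusted permutation p = 0.0969). The 7 transcripts of mitochondrial DNA in the table had an NES of -1.19 (adjusted permutation p = 0.323), and -1.37 with the block (adjusted permutation p = 0.146). Their pairs differed in direction, at -1.21, 0.84 and -0.44. With the block and a correction for transcript length and GC content, they were lower in MICs (NES -1.96, adjusted permutation p = 0.00378). With the block and pair 1 left out, the sign was reversed (NES 1.48, adjusted permutation p = 0.0859). The genes for cytosolic ribosomal proteins, which have no part in respiration, had an NES of 2.97 and those for mitochondrial ribosomal proteins an NES of 2.42 (adjusted permutation p = 0.0059 for both), and with the block 3.10 and 2.62 (adjusted permutation p = 0.00474 for both). Both ribosomal lists were higher in MICs in pairs 1 and 2 and lower in pair 3, as the respiratory chain lists were.

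**Figure D2:**
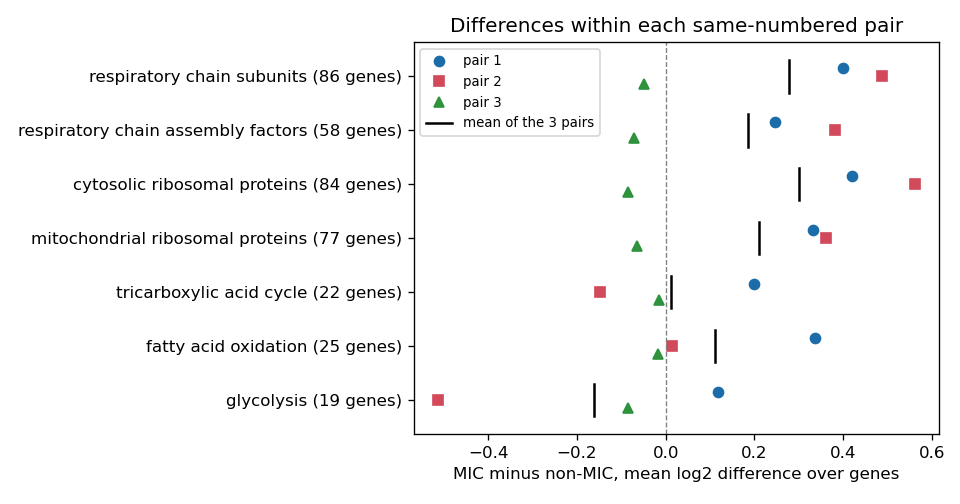
Mean log2 difference between the MIC and non-MIC libraries of the same replicate number for 7 gene lists (horizontal axis), with a symbol for each of the 3 pairs and a bar for their mean. The respiratory chain and ribosomal lists lie above 0 in pairs 1 and 2, between 0.25 and 0.56, and below 0 in pair 3.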

### Metastasis initiating cells are dependent on enhanced fatty acid flux and usage

We then investigated if MICs have a preferential fuel source by performing a Seahorse-based fuel dependency test, which compares the change in OCR when first blocking the entry of one of the three main fuel sources into the mitochondria (pyruvate, glutamine, or long chain fatty acids (LCFAs)), then subsequently blocking the remaining two. We observed that in comparison to monolayer grown cells, tumorspheres do not differ in their dependency on either pyruvate or glutamine (Supplementary Fig. 2a), however, tumorspheres have an almost 2-fold increased dependency for LCFA oxidation (Fig. 2a). We then confirmed that this dependency is not due to a reduced capacity for LCFA oxidation in the monolayer cells because if we force the cells to oxidize LCFAs by first simultaneously blocking entry of pyruvate and glutamine into the mitochondria, we do not observe differences between the monolayer cells in comparison to the tumorspheres (Supplementary Fig. 2b).

**Fig. 2:**
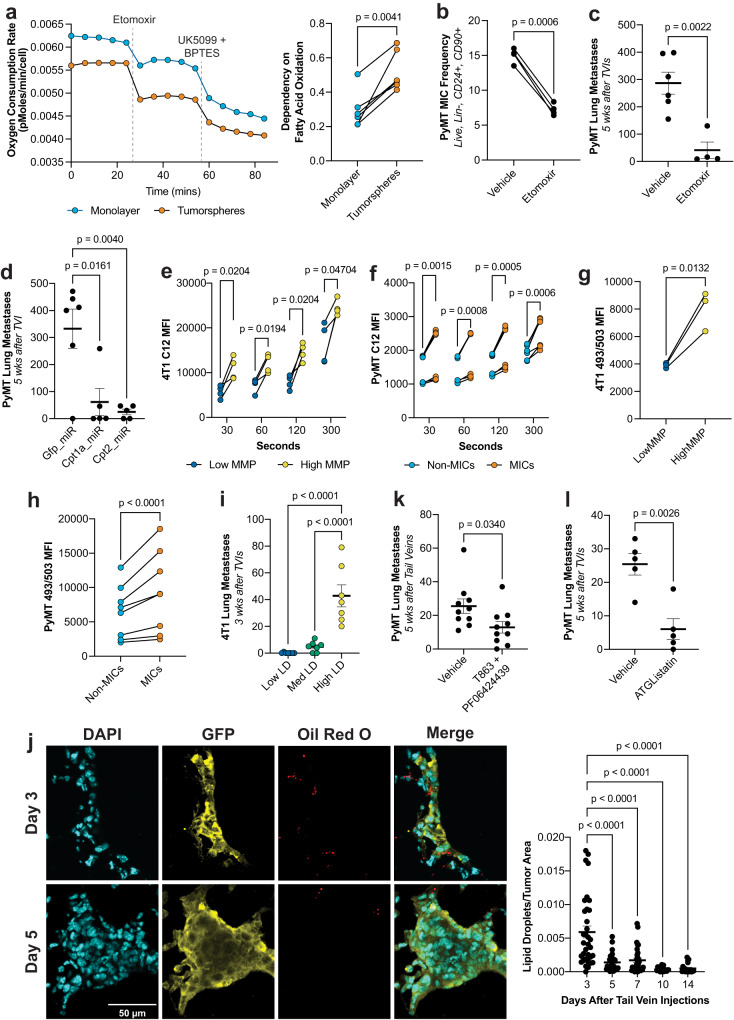
MICs rely on fatty acid turnover and usage. **a** Left: normalized OCR over time in tumorsphere- vs. monolayer-grown cells. Right: dependence on LCFA oxidation calculated as described in the methods (*n* ≥ 3ª, paired *t*-test). **b** PyMT MIC frequency after treatment with etomoxir. (*n* = 4ª, paired *t*-test). **c** Number of lung metastases in recipient wildtype (wt) FVB/N mice after TVI of PyMT cells treated with etomoxir. (*n* = 5, unpaired *t*-test). **d** Number of lung metastases in recipient mice after TVI of PyMT cells containing miR-mediated KDs of *Gfp*, *Cpt1a*, and *Cpt2*. 84% KD efficiency for *Cpt1a* and *Cpt2*. (*n* ≥ 5, unpaired *t*-test). **e** LCFA uptake measured by MFI of 4T1 cells sorted for low and high MMP after BODIPY FL C12 staining for specified durations. (*n* = 4ª, paired *t*-test). **f** LCFA uptake measured by MFI of ex vivo PyMT non-MICs vs. MICs after BODIPY FL C12 staining for specified durations. (*n* = 7ª, paired *t*-test). **g** Lipid stores measured by MFI of 4T1 cells sorted for low and high MMP after BODIPY 493/503 staining. (*n* = 3ª, paired *t*-test). **h** Lipid stores measured by MFI of ex vivo PyMT non-MICs vs. MICs after BODIPY 493/503 staining. (*n* = 3ª, paired *t*-test). **i** Number of lung metastases in recipient wt Balb/c mice after TVI of 4T1 cells sorted for low, med, and high levels of lipid droplets. (*n* = 7, ordinary one-way ANOVA followed by Tukey’s test). **j** Number of lipid droplets measured by oil red O, normalized to tumor area for the specified timepoints after TVI of GFP + 4T1 cells into recipient DEREG mice. Left: representative images from each timepoint. Right: quantification (*n* ≥ 18, one-way ANOVA followed by Dunnett’s test). **k** Number of lung macrometastases in recipient mice after TVI of PyMT cells treated with T863 and PF-06424439. (*n* = 10, unpaired *t*-test). **l** Number of lung macrometastases in recipient mice after TVI of PyMT cells treated with ATGListatin (*n* = 5, unpaired *t*-test). MFI mean fluorescence intensity. Paired *t*-test were two-tailed and by ratio. Unpaired *t*-test were parametric and two-tailed. Values shown correspond to means ± SEM. Source data are provided in the source data file. ª signifies number of independent experiments or tumors.

We confirmed the dependency on LCFA oxidation by performing experimental metastasis assays via TVI with PyMT cells that had been pre-treated for 72 h with etomoxir, an inhibitor of the rate limiting enzyme in FAO, CPT1. Despite not significantly altering proliferative potential (Supplementary Fig. 2c), etomoxir reduced both MIC frequency (Fig. 2b) and metastatic capacity (Fig. 2c), and these results were confirmed using miR-mediated knockdowns (KDs) of *Cpt1a* and *Cpt2* (Fig. 2d and Supplementary Fig. 2d). This was further validated by performing spontaneous metastasis assays where orthotopically implanted tumors that express miR-mediated KDs of either *Gfp* or *Cpt1a* were resected just before reaching 1000 mm^3^. Since the tumors were growing at different rates, we chose to perform tumorectomies at a fixed size, rather than a fixed time to give slower growing tumors more time to metastasize (Supplementary Fig. 2e). We then analyzed the lungs 30 days after their respective tumor removal to examine the number of spontaneous metastatic nodules formed. We again observed a significant reduction of lung metastasis upon *Cpt1a* KD (Supplementary Fig. 2f). In order to confirm that this dependency was specific to lipids, TVI of cells that were pre-treated with UK5099, an inhibitor of the mitochondrial pyruvate carrier, did not change metastatic capacity (Supplementary Fig. 2g).

Using fluorescently tagged lipid probes ex vivo, we observed that MICs from both orthotopically implanted 4T1 tumors and spontaneous PyMT tumors have a 2-fold and over 30% increase in LCFA uptake (Fig. 2e, f) and a 3-fold and 30% increase of lipid stores, respectively (Fig. 2g, h). By sorting 4T1 cells that have high, medium, and low levels of lipid stores, we confirmed that cells that have the highest levels of lipid stores also have the highest propensity to generate metastatic nodules (Fig. 2i), despite similar proliferation rates (Supplementary Fig. 3a). Likewise, in the early stage of metastasis formation (3 days after TVI), there was an over 4-fold enrichment of cells with elevated lipid stores observed by oil red O staining, compared to subsequent stages of metastasis formation (5 days after TVI and onwards; Fig. 2j and Supplementary Fig. 3b). In PyMT cells under starved conditions, lipid droplets are used up more rapidly in MICs than non-MICs (Supplementary Fig. 3c). This becomes more evident if lipid droplet generation is further blocked using T863 & PF-06424439 to inhibit the lipogenic enzymes DGAT1 & DGAT2, respectively, in starved conditions compared to complete media conditions (Supplementary Fig. 3d). TVIs indicate that blocking the generation of these lipid stores even under nutrient replete conditions prevents metastasis (Fig. 2k) without compromising proliferative potential (Supplementary Fig. 3f). On the other hand, if breakdown of lipid stores is inhibited using the ATGL inhibitor, ATGListatin, in complete media conditions, there is an accumulation of lipid stores (Supplementary Fig. 3e), but metastatic activity is inhibited (Fig. 2l) without altering proliferation (Supplementary Fig. 3f). In summary, our results reveal enhanced and dynamic flux of lipids (uptake, storage, and oxidation) in MICs compared to non-MICs which is crucial for metastasis generation.

### Modulating acetyl-CoA generation and availability alters metastatic capacity

The data thus far showed that MICs preferentially utilize OXPHOS in contrast to glycolysis with enhanced dependency on FAO. Davis and collaborators had suggested that ATP generation may limit metastasis^30^. However, when PyMT and 4T1 cells were pre-treated with oligomycin to block mitochondrial ATP generation, metastasis formation was not reduced (Supplementary Fig. 4a, b). Further, when comparing oxygen consumption rates (OCR) as a proxy for ATP generation between tumorspheres and monolayer grown cells, we also observed no differences (Supplementary Fig. 4c). When inhibiting aconitase 2 (ACO2) which converts citrate to isocitrate in the mitochondrial TCA cycle (Fig. 3a) using fluoroacetate as pre-treatment, this increased both MIC frequency and metastatic capacity in both PyMT (Fig. 3b, c) and 4T1 cells (Supplementary Fig. 4d). Fluoroacetate causes accumulation of citrate^31^ (Supplementary Fig. 4e) which can be exported from mitochondria and converted to acetyl-CoA by ACLY. Using an inhibitor against ACLY (SB204990) as pre-treatment, this resulted in a significant reduction of MIC frequency (Fig. 3d) and metastasis in the PyMT model (Fig. 3e), and reduced metastasis when combined with etomoxir in the 4T1 model (Fig. 3f). These results were confirmed using miR-mediated KDs in both models (Fig. 3g, h). This reduction in metastasis and MIC frequency by ACLY inhibition was rescued by the combined treatment with fluoroacetate (Fig. 3i, j and Supplementary Fig. 4f). Due to the reduction of metastasis we observed by blocking ACLY, we then hypothesized that the generation of acetyl-CoA may be limiting for metastatic colonization. To test this, we increased the availability of acetyl-CoA by adding acetate, which gets converted into acetyl-CoA by ACSS1 and ACSS2, to the cell culture media (Fig. 3a). Acetylcarnitine, which has also been shown to support histone acetylation by serving as another acetyl-CoA precursor^32^, was confirmed to increase upon acetate treatment (Supplementary Fig. 4g). Cells that had been pre-treated with acetate prior to TVI, showed an increase of MIC frequency and metastasis, both in the PyMT (Fig. 3k, l) and the 4T1 models (Supplementary Fig. 4h). Further, TVI of cells with KDs of *Acss1* and *Acss2* resulted in reduced metastasis formation (Supplementary Fig. 4i, j). In all the cases described, we did not observe significant alterations in proliferation upon treatment or KD (Supplementary Fig. 4k–n). Overall, these data indicated that enhanced mitochondrial activity in MICs may reflect an increased requirement for acetyl-CoA derived from citrate released from mitochondria into the cytoplasm.

**Fig. 3:**
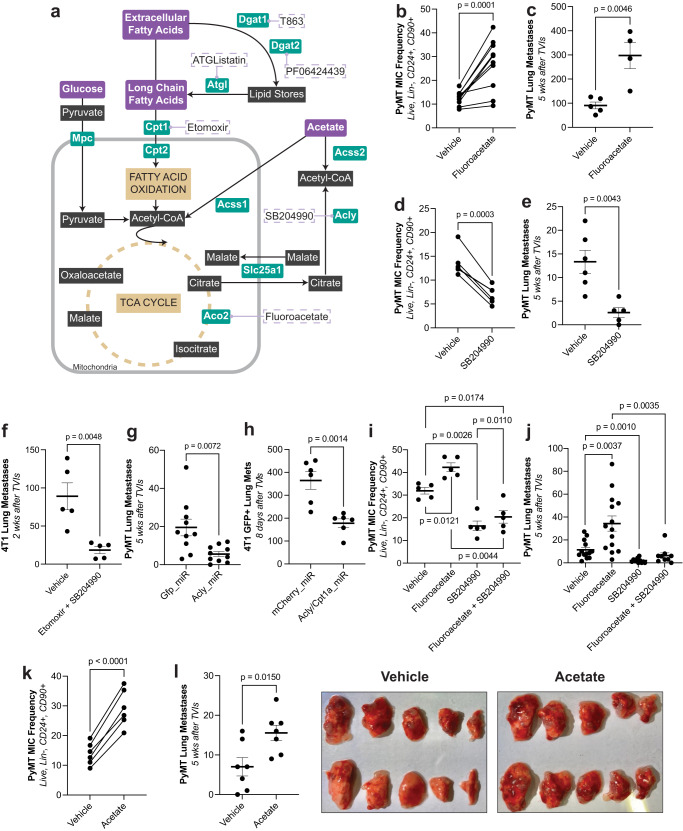
MICs rely on pathways that generate acetyl-CoA. **a** Diagram of the relevant metabolic pathways and their respective inhibitors. **b** PyMT MIC frequency after treatment with fluoroacetate. (*n* = 10ª, paired *t*-test). **c** Lung metastases in recipient wildtype (wt) FVB/N mice after TVI of PyMT cells treated with vehicle or fluoroacetate. (*n* = 5, *n* = 4, respectively, unpaired *t*-test). **d** PyMT MIC frequency after treatment with vehicle or SB204990. (*n* = 6ª, paired *t*-test). **e** Lung metastases in recipient wt FVB/N mice after TVI of PyMT cells treated with vehicle or SB204990. (*n* = 6, *n* = 5, respectively, unpaired *t*-test). **f** Lung metastases in recipient wt Balb/c mice after TVI of 4T1 cells treated with vehicle or etomoxir and SB204990. (*n* = 5, unpaired *t*-test). **g** Lung metastases in recipient wt FVB/N mice after TVI of PyMT cells containing miR-mediated KDs of *Gfp* or *Acly*. 77% KD efficiency for *Acly*. (*n* = 10, unpaired *t*-test). **h** GFP+ lung metastases in recipient Rag2^−/−^γc^−/−^ mice after TVI of GFP + 4T1 cells containing miR-mediated KDs of *mCherry* or *Acly* and *Cpt1a*. 84% KD efficiency for *Acly* and 71% KD efficiency for *Cpt1a*. (*n* = 6, unpaired *t*-test). **i** PyMT MIC frequency after treatment with vehicle or fluoroacetate ± SB204990. (*n* = 5ª, paired *t*-test). **j** Lung metastases in recipient wt FVB/N mice after TVI of PyMT cells treated with vehicle or fluoroacetate ± SB204990. (*n* ≥ 9, unpaired *t*-test). **k** PyMT MIC frequency after treatment with acetate. (*n* = 6ª, paired *t*-test). **l** Lung metastases in recipient wt FVB/N mice after TVI of PyMT cells treated with vehicle or acetate. Left: quantification. Right: representative images of lung metastases of recipient mice. (*n* = 7, unpaired *t*-test). Paired *t*-test were two-tailed and by ratio. Unpaired *t*-test were parametric and two-tailed. Values shown correspond to means ± SEM. Source data are provided in the source data file. ª signifies number of independent experiments or tumors.

### MICs show enhanced requirement for acetyl-CoA supply to control histone acetylation

Since acetyl-CoA is a cofactor for histone acetylation, we sought to examine if the reliance of MICs on acetyl-CoA may be due to global alterations in epigenetic modifications between MICs and non-MICs. We observed a significant increase of the activating mark of promoters and enhancers, H3K27ac, in endogenous PyMT MICs vs. non-MICs (Fig. 4a). In the 4T1 model, we also observed that the cells that have the highest MMP and metastatic potential are also those that have the highest H3K27ac levels (Fig. 4b). Further, if we pre-treat cells with inhibitors that block writers and readers of H3K27ac (C646 for p300 and JQ1 for BET family members, respectively) and again perform TVI, we can significantly reduce the MIC frequency and number of metastases formed (Fig. 4c–e) without significantly impacting proliferative potential (Supplementary Fig. 5a).

**Fig. 4:**
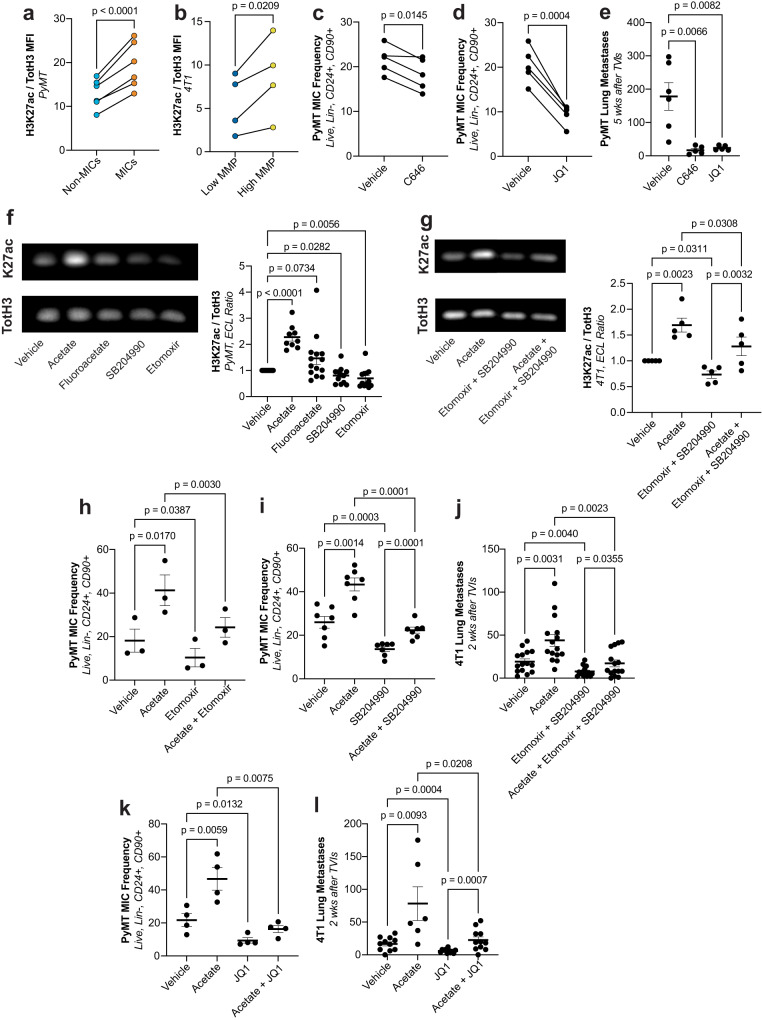
Metabolism supports histone acetylation to facilitate metastatic capacity in MICs. **a** H3K27ac levels normalized to total histone 3 (TotH3) measured by flow cytometry in ex vivo PyMT non-MICs vs. MICs. (*n* = 6ª, paired *t*-test). **b** H3K27ac levels normalized to total histone 3 (TotH3) measured by flow cytometry in 4T1 cells sorted for high vs. low MMP. (*n* = 4ª, paired *t*-test). **c** MIC frequency in PyMT cells after treatment with vehicle or C646. (*n* = 5ª, paired *t*-test). **d** MIC frequency in PyMT cells after treatment with vehicle or JQ1. (*n* = 5ª, paired *t*-test). **e** Lung metastases in recipient wt FVB/N mice after TVI of PyMT cells treated with JQ1 or C646. (*n* ≥ 5, unpaired *t*-test). **f** Left: representative Western blot from PyMT cells treated with vehicle, acetate, fluoroacetate, SB204990, or etomoxir. Right: quantification of ratio of H3K27ac (K27ac) signal vs. total histone 3 (TotH3) signal, expressed as the fold change over vehicle treated cells. (*n* ≥ 9ª, paired *t*-test). **g** Left: representative Western blot from 4T1 cells treated with vehicle, acetate, etomoxir + SB204990, or acetate + etomoxir + SB204990. Right: quantification of ratio of H3K27ac (K27ac) signal vs. total histone 3 (TotH3) signal, expressed as the fold change over vehicle treated cells. (*n* = 5ª, paired *t*-test). **h** MIC frequency in PyMT cells after treatment with vehicle or acetate ± etomoxir. (*n* = 3ª, paired *t*-test). **i** MIC frequency in PyMT cells after treatment with vehicle or acetate ± SB204990. (*n* = 7ª, paired *t*-test). **j** Lung metastases in recipient wt Balb/c mice after TVI of 4T1 cells after treatment with vehicle, acetate, etomoxir + SB204990, or acetate + etomoxir + SB204990. (*n* = 15, unpaired *t*-test). **k** MIC frequency in PyMT cells after treatment with vehicle or acetate ± JQ1. (*n* = 4ª, paired *t*-test). **l** Lung metastases in recipient wt Balb/c mice after TVI of 4T1 cells after treatment with vehicle or acetate ± JQ1. (*n* ≥ 6, paired *t*-test). Paired *t*-test were two-tailed and by ratio. Unpaired *t*-test were parametric and two-tailed. Values shown correspond to means ± SEM. Source data are provided in the source data file. ª signifies number of independent experiments or tumors.

We therefore extended these measurements of H3K27ac to treatments that we had identified to reduce metastatic capacity and are involved in acetyl-CoA generation. In the PyMT model, we observed a significantly reduced level of H3K27ac upon *Acly* and *Cpt1a* inhibition either by pharmacological inhibitors (Fig. 4f) or miR-mediated KDs (Supplementary Fig. 5b). In contrast, acetate treatment, which increases metastasis, also increased H3K27ac (Fig. 4f). Similarly, in the 4T1 model, H3K27ac increased upon acetate treatment, reduced upon combined etomoxir and SB204990 treatment, and the combination of all three rescued the acetylation levels back to vehicle-treated controls (Fig. 4g). In addition, we can prevent the acetate-induced increase of MIC frequency in the PyMT model (Fig. 4h, i, k) and acetate-induced metastatic capacity in the 4T1 model with the addition of etomoxir, SB204990, or JQ1 (Fig. 4j, l and Supplementary Fig. 5c, d) without severely impacting proliferative potential (Supplementary Fig. 5e). These data suggest that in MICs, the supply of acetyl-CoA may be rate-limiting in controlling epigenetic events which drive the metastatic cascade. Since there are many sources of acetyl-CoA in cells (lipid catabolism, citrate export from mitochondria to the cytoplasm, uptake of short chain fatty acids, recycling of acetyl groups after histone deacetylation, etc.) with often limited metabolic capacity, the contributions deriving from individual sources are likely additive and may partially compensate for each other. As we show now, increased mitochondrial activity aids metastasis, at least in part, by adding to the acetyl-CoA pool to allow for histone acetylation.

### Increased acetylation on H3K27 induces expression of genes for epithelial-to-mesenchymal transition

To determine how increased acetyl-CoA generation boosts metastasis formation, we performed RNA-sequencing on acetate- vs. vehicle-treated 4T1 cells. Gene-set enrichment analysis revealed that in acetate-treated cells the highest scoring Hallmark gene set is EMT (Fig. 5a), and several of the highest scoring Gene Ontology gene sets are related to extracellular matrix remodeling (Supplementary Fig. 6a). We also observed the upregulation of the Hallmark EMT gene set in high MMP cells compared to low MMP cells (Supplementary Fig. 6b). We validated the acetate-induced phenotype by performing qPCR of known EMT markers such as collagens, matrix metalloproteases, and integrins. Not only did we see the expected increase of EMT markers in the acetate treatment, but when in combination with either etomoxir, SB204990, etomoxir + SB204990, or JQ1, the expression of these EMT markers returned to baseline levels (Fig. 5b and Supplementary Fig. 6c).

**Fig. 5:**
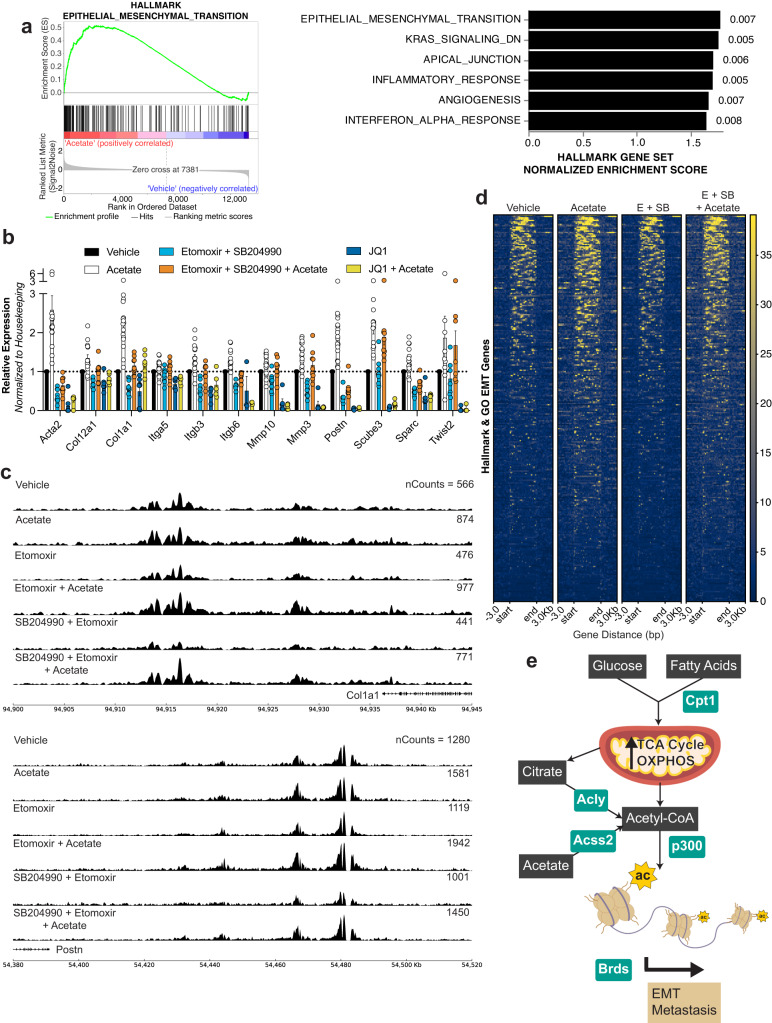
Metabolism-induced histone acetylation enables expression of EMT-related genes. **a** Left: gene set enrichment plot for the HALLMARK_EPITHELIAL_MESENCHYMAL_TRANSITION signature in acetate- vs. vehicle-treated 4T1. Right: top upregulated gene sets from the Hallmark Collection in the molecular signatures database (mSigDB) in acetate- vs. vehicle-treated 4T1 cells. Numbers beside the bars are the false discovery rates. (*n* = 4ª). **b** Relative expression of EMT-related genes in 4T1 cells in response to the indicated treatments normalized to housekeeping genes and plotted as a fold change against vehicle-treated. (*n* ≥ 3ª). **c** H3K27ac ChIP-Seq tracks for *Col1a1* (top) and *Postn* (bottom) from 4T1 cells in response to the indicated treatments. Numbers on the right-hand side of the tracks indicate the associated scaled counts per gene. **d** Heatmap of identified H3K27ac chip-seq signals on the regions associated with the EMT genes found in union of the HALLMARK_EPITHELIAL_MESENCHYMAL_TRANSITION and GOBP_EPITHELIAL_TO_MESENCHYMAL_TRANSITION gene sets upon treatment of 4T1 cells with vehicle, acetate, etomoxir (E) + SB204990 (SB), and acetate + E + SB. **e** Schematic of the working model proposed. Fuels such as glucose and fatty acids are preferentially utilized in the mitochondria of MICs to generate citrate and acetyl-CoA. Other pathways such as acetate to acetyl-CoA conversion contribute to this pool. Dependence on acetyl-CoA generating pathways is crucial to facilitate the acetylation of histones, particularly on H3K27, for the expression of EMT-related genes and subsequent metastatic capacity. Values shown correspond to means ± SEM. Source data are provided in the source data file. ª signifies number of independent experiments or tumors.

To confirm that these gene expression changes are due to increased H3K27ac acetylation, we performed an H3K27ac ChIP-Seq on 4T1 cells that had been treated with acetate, etomoxir, etomoxir + acetate, etomoxir + SB204990, and etomoxir + SB204990 + acetate. We observed increases in the acetylation peaks of several EMT genes of interest such as *Postn, Col1a1, Sparc, and Itga5* in the acetate-treated cells compared to vehicle-treated cells, and reductions in the same genes upon treatment with etomoxir or etomoxir + SB204990 (Fig. 5c and Supplementary Fig. 6d). Additionally, the reduced peaks that were identified to be associated with EMT genes increased upon combination with acetate (Fig. 5d and Supplementary Data 1).

We therefore propose a model wherein MICs upregulate OXPHOS and FAO that contribute to citrate and acetyl-CoA generation for heightened H3K27ac. This then enables MICs to increase transcription of EMT-related genes and facilitates metastasis (Fig. 5e).

### Human breast cancer cell lines exhibit a similar dependence on mitochondrial activity and acetyl-CoA for metastasis

To determine if we can observe similar phenotypes in human breast cancer, we first sorted human TNBC cells, MDA-MB-231 and BT549, for those with high and low MMP. Just as we observed in the mouse models, the cells with high MMP also had higher levels of lipid uptake (Fig. 6a, b) and storage (Fig. 6c) in comparison to those with low MMP.

**Fig. 6:**
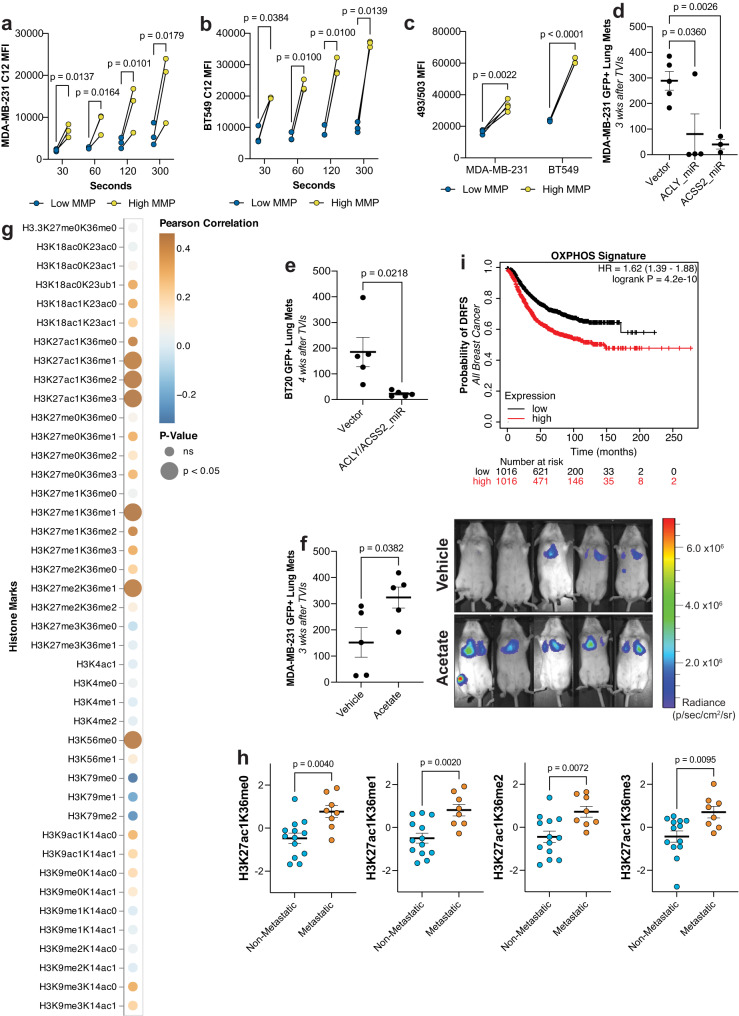
Metabolic dependencies for mitochondrial activity and acetyl-CoA define metastatic activity in human breast cancer cell lines. **a** LCFA uptake measured by MFI of MDA-MB-231 cells sorted for low and high MMP after exposure to BODIPY FL C12 for specified durations. (*n* = 3ª, paired *t*-test). **b** LCFA uptake measured by MFI of BT549 cells sorted for low and high MMP after exposure to BODIPY FL C12 for specified durations. (*n* = 3ª, paired *t*-test). **c** Lipid stores measured by MFI of MDA-MB-231 and BT549 cells sorted for low and high MMP after staining with BODIPY 493/503. (*n* = 4ª, *n* = 3ª, respectively, paired *t*-test). **d** Number of GFP+ metastases in recipient Rag2^−/−^γc^−/−^ mice after TVI of MDA-MB-231 cells expressing a vector control or miR-mediated KDs of *ACLY* or *ACSS2*. 80% and 75% KD efficiency, respectively. (*n* = 5, *n* = 4, *n* = 3, respectively, unpaired *t*-test). **e** Number of GFP+ metastases in recipient Rag2^−/−^γc^−/−^ mice after TVI of BT20 cells expressing a vector control or miR-mediated KDs of *ACLY* and *ACSS2*. 78% and 73% KD efficiency, respectively. (*n* = 5, unpaired *t*-test). **f** Number of GFP+ lung metastases in recipient Rag2^−/−^γc^−/−^ mice after TVI of MDA-MB-231 cells treated with vehicle or acetate. Right: bioluminescence images of mice at day 21 after TVI. (*n* = 5, unpaired *t*-test). **g** Heatmap of Pearson scores and two-tailed *p* values calculated by correlating the metastatic potential of 21 TNBC cell lines derived from the MetMap study to their corresponding histone profile generated by the CCLE. **h** Scaled quantification of selected histone marks from (**g**) between metastatic and non-metastatic TNBC cell lines. (*n* = 8, *n* = 13, respectively, unpaired *t*-test). **i** Kaplan–Meier plots depicting distant relapse-free survival (DRFS) of breast cancer patients deriving from the microarray cohort of KM plotter that have been stratified by the mean expression of OXPHOS-related genes and segregated based on the median cut-off. MFI mean fluorescence intensity. Paired *t*-test were two-tailed and by ratio. Unpaired *t*-test were parametric and two-tailed. Values shown correspond to means ± SEM. Source data are provided in the source data file. ª signifies number of independent experiments or tumors.

We were also able to reduce the ability of human TNBC cell lines to metastasize by knocking down enzymes that generate acetyl-CoA. We utilized miR-mediated KDs against *ACLY* and *ACSS2* in MDA-MB-231 and observed a significant reduction of metastasis (Fig. 6d) without severely compromising proliferative potential (Supplementary Fig. 7a). In HCC1806 cells, however, we observed no change in metastatic capacity upon KD of ACLY (Supplementary Fig. 7b). Considering we had observed a two-fold increase of *ACSS2* expression when knocking down *ACLY* in both HCC1806 and BT20 cells (Supplementary Fig. 7c), we surmised that *ACSS2* was acting to compensate for the loss of *ACLY*. *ACSS2* converts acetate to acetyl-CoA in the cytoplasm and nucleus and has been shown to be upregulated when *ACLY* is deficient to maintain intracellular levels of acetyl-CoA^33^. We therefore performed TVI with BT20 and HCC1806 cells containing miR-mediated KDs of both *ACLY* and *ACSS2* to avoid this compensation. In this case, we observed that metastasis numbers were reduced (Fig. 6e and Supplementary Fig. 7d), again, without affecting proliferation (Supplementary Fig. 7e, f). Finally, upon TVI of acetate-treated MDA-MB-231 and BT20 cells, we observed significantly increased numbers of metastatic nodules in the lungs (Fig. 6f and Supplementary Fig. 7g).

We then focused on analyzing previously published datasets by the Cancer Cell Line Encyclopedia (CCLE), which had characterized 42 combinations of histone marks in about 900 cell lines^34^ and measured the metastatic potential of over 500 cancer cell lines (MetMap)^35^. We focused on the MetMap breast cancer cohort where 21 barcoded TNBC cell lines were examined for their metastatic potential. Upon comparing these epigenetic patterns to their respective metastatic potential, we observed that only histone marks containing H3K27ac were repeatedly significantly correlated with metastatic potential (Fig. 6g, h and Supplementary Table 1).

Next, we looked at breast cancer patient cohorts to determine if the OXPHOS signature identified in our PyMT MICs vs. non-MICs is predictive of distant relapse-free survival. We therefore stratified a patient cohort comprising of 50 individual microarray datasets based on their expression of just under 100 OXPHOS signature genes (Supplementary Data 2). Consistent with our hypothesis, patients that had higher expression of this signature were more likely to develop distant relapse (Fig. 6i). This is also evident when performing the analysis only in patients with basal breast cancer as classified by PAM50 (Supplementary Fig. 7h). For patients who have not yet received systemic treatment, those who express higher levels of ACLY mRNA are also more likely to develop distant relapse (Supplementary Fig. 7i). Moreover, in both the microarray cohort and the TCGA cohort, patients who have higher expression of CPT1A have a reduced probability of overall survival (Supplementary Fig. 7j, k). These data reveal a correlation between mitochondrial activity, lipid usage, acetyl-CoA generation, and disease progression in breast cancer that is not only evident in our experimental mouse settings, but also in patients.

## Discussion

Dissecting the mechanisms that endow MICs with the ability to metastasize is essential to preventing cancer progression and potentially improving available therapies. In this study, we identified a metabolic program unique to MICs which contributes to their metastatic phenotype. We found that endogenous MICs in breast cancer depend on high mitochondrial activity in part fueled by FAO and export of citrate from mitochondria to generate acetyl-CoA. Acetyl-CoA is required for histone acetylation which is globally elevated in MICs and drives expression of EMT-related genes. Blocking either metabolic pathways or epigenetic modifiers that interrupt this process reduces the metastatic capacity of MICs, while supplementing with an exogenous source of acetyl-CoA enhances metastatic capacity.

High mitochondrial activity is constituent to the MIC phenotype. We show for the first time that by sorting cells for just one parameter, high MMP, we can identify the cells that are solely responsible for generating metastatic lesions. Further by forcing cells to undergo OXPHOS, we can convert non-MICs to MICs and increase metastasis. Our results extend previous work that demonstrates that cells devoid of mitochondria need to reacquire them from their host tissue for tumor initiation and metastasis^36,37^. It has been postulated by other groups that mitochondrial metabolism is important for metastasis due to the heightened ATP requirement^30,38^, but we show here that pre-treatment of cells with oligomycin, which blocks mitochondrial ATP generation, does not reduce the ability of MICs to metastasize. Instead, we observe that the high mitochondrial activity is correlated with increased H3K27ac and increased expression of EMT-related genes.

We also show that this high mitochondrial activity is fueled at least in part by heightened FAO in MICs. Considering that we also observed high levels of H3K27ac in MICs, we hypothesized that the increased FAO could contribute to heightened histone acetylation in MICs. Glucose has been canonically shown to be the primary nutrient that contributes to histone acetylation^39^, however, it has also been shown that medium-chain fatty acids are able to contribute up to 90% of the carbon for histone acetylation in a mouse hepatocyte cell line^40^. We now show that blocking the entry of LCFAs into the mitochondria by genetic or pharmacological means can not only reduce histone acetylation on H3K27, but also MIC frequency, endogenous metastatic potential, and the expression of EMT-related genes in breast cancer cells.

It has been shown recently that for EMT to be activated, only few histone marks are required to be altered, and these epigenetic changes occur quickly—within the first 6 h of EMT induction^15^. The fact that we observe global differences in histone acetylation that are in the order of percentage change rather than in the order of several fold changes, is therefore, expected. In addition, cells exhibiting a partial EMT phenotype, where they oscillate between mesenchymal and epithelial features, are most efficient at metastasizing due to their plasticity^41^, increased propensity to migrate and seed in clusters^42^, and their ability to re-epithelialize upon colonization of the target tissue^43^. Since our RNA-sequencing revealed partial EMT features in the endogenous MICs, it is likely that metabolism serves as a mechanism for MICs to precisely modulate and fine tune the extent of both epithelial and mesenchymal characteristics needed during the different steps of metastatic dissemination. 

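Among epithelial markers, the transcripts of Epcam, Cdh1, Krt8 and Krt18 differed little between the 2 populations, with log2 fold changes of -0.22, -0.21, -0.17 and -0.18 in MICs. Cdh1, the gene for E-cadherin, lies on chromosome 8 of GRCm38 from 106603351 to 106670246 and had a mean log2 value of 14.79 ± 0.62 (SD, n = 3) in MICs and 15.00 ± 0.55 (SD, n = 3) in non-MICs (exact permutation test, p = 0.6), a difference smaller than the spread between replicates. Each of these 4 genes changed sign when 1 library was left out of the fit without the block, Cdh1 ranging from -0.52 to 0.13. Within pairs, Epcam was lower in MICs in all 3, by less than the smallest printed digit in pair 3, and the other 3 were lower in pairs 1 and 2 and higher in pair 3. Krt5, a keratin of basal cells, lies on chromosome 15 from 101707070 to 101712898. It was higher in MICs in each pair, by 3.45, 2.04 and 1.20, and its log2 fold change was 2.23, with an adjusted p-value of 1 in limma (standard error 1.36) and of 0.0121 with the replicate block (standard error 0.31). Krt14, another basal keratin, had a log2 fold change of -0.10, and its pairs differed in direction, as did its sign when 1 library was left out.
Among mesenchymal markers, Snai2 on chromosome 16 had a log2 fold change of 1.31 (standard error 0.70, limma adjusted p = 1) and was higher in MICs in each pair. With the block its adjusted p-value was 0.139 over all genes of the table and 0.0027 over the 44 genes chosen in advance. Vim, Fn1, Zeb1, Zeb2, Snai1, Twist1 and Cdh2 had log2 fold changes between 0.035 and 0.43, and with the block their limma adjusted p-values over all genes lay between 0.434 and 0.965. Of these 7 genes, Fn1, Zeb1 and Cdh2 were higher in MICs in all 3 pairs, by 0.31, 0.02 and 0.34, by 0.84, 0.06 and 0.06 and by 0.88, 0.22 and 0.17. In the fit without the block, which does not keep the pairs together, Vim, Fn1, Snai1, Twist1 and Cdh2 changed sign when 1 library was left out.
The paper measured EMT-related transcripts by RT-qPCR in other cells, and the values of 12 of the genes in its primer list were also examined in the sorted cells. All 12 had a log2 fold change above 0. The largest were those of Postn, 2.50, and Acta2, 2.42. Acta2, which encodes smooth muscle actin, lies on chromosome 19 from 34241090 to 34255590, and the authors' counting could have split its reads with those of other actin genes. Acta2 is also a myoepithelial marker, so its rise could come from myoepithelial cells in the gate. Its recovered reads were 213831, 3385 and 14550 in MIC replicates 1, 2 and 3 and 45902, 685 and 2254 in the non-MIC replicates, so the differences within pairs (2.25, 2.38 and 2.64) were alike while replicates differed widely. Its adjusted p-value in limma was 1 without the block (standard error 1.88) and 3.12e-05 with it (standard error 0.17). Postn on chromosome 3 had an adjusted p-value of 3.25e-05 with the block. Adjusted over the 44 genes chosen in advance, Mmp3, Itga5, Itgb3, Col12a1 and Mmp10 also passed an adjusted p-value of 0.05 in limma with the block, with log2 fold changes of 1.22, 1.26, 0.68, 0.61 and 0.72, although Itga5 was lower in MICs in pair 2. Itgb3 and Mmp10, higher in all 3 pairs, changed sign when 1 library was left out of the fit without the block. Itgb6, Col1a1, Scube3, Sparc and Twist2 did not pass, and Itgb6, Col1a1 and Scube3 changed sign when 1 library was left out of that fit, although Scube3 was higher in all 3 pairs. Twist2 had at most 7 reads in any library.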

Other TCA cycle metabolites have been shown to regulate histone methylation of EMT genes, such as succinate^44^ and fumarate^45^. However, methylation is a relatively stable epigenetic modification^46^. Since acetylation turns over in the timescale of seconds to minutes, highly plastic MICs may exploit acetyl-CoA generating pathways to enable this rapid phenotypic switching.

We further show that sorting for cells with high lipid storage is sufficient to identify MICs, and this high level of lipid stores is enriched in early micrometastatic lesions. We also observed that MICs have a heightened flux of lipids through these stores and pharmacologically disrupting this flux inhibits metastasis. This suggests that lipid stores may act as buffers to maintain FAO when lipid uptake is insufficient in order to ensure a continuous supply of acetyl-CoA for EMT-like phenotypic switching. In addition, lipid droplets have been shown to limit reactive oxygen species by sequestering polyunsaturated fatty acids that are vulnerable to chain peroxidation reactions^47^. Considering the existing evidence that detachment from substrate causes increased ROS due to reduced antioxidant generation^19,48^, circulating tumor cells could also rely on lipid droplets to prevent peroxidation reactions by sequestering “excess” lipids and to battle heightened ROS through subsequent lipolysis and FAO for antioxidant (NADPH) generation.

We’ve now described several metabolic differences between MICs and non-MICs. What remains unknown is how these phenotypes arise and how they are maintained. Using an intracellular glucose biosensor, one study showed that intratumor metabolic heterogeneity can be maintained at least over one cell division^49^. It has also been shown that claudin-low, basal, and luminal breast cancer subtypes maintain the metabolic phenotype of their respective cells-of-origin (normal basal, luminal progenitor, and mature luminal mammary epithelial cells, respectively)^50^. These examples suggest that metabolic state is not only heritable but is also intrinsically regulated.

In this study, we show for the first time that acetate can induce EMT features, MIC frequency, and metastatic potential in breast cancer cells. Additionally, we demonstrate that the metastasis-promoting function of acetate can be blunted not just by blocking the direct enzymes that generate acetyl-CoA from acetate, ACSS1 and ACSS2^51^, but also by inhibiting FAO, ACLY, or readers of H3K27ac. Acetate is the most common short chain fatty acid produced by the gut microbiome and about 10% of human energy is estimated to stem from acetate metabolism^52^. While its concentration in the blood is between 50 to 200 µM, acetate concentration is known to increase 2 or 3-fold in response to dietary changes such as alcohol consumption (since alcohol is detoxified to acetate through alcohol dehydrogenases)^53^ and high fat diet (HFD; through HFD-induced overrepresentation of certain gut microbiota)^54^. As it has been reported that both alcohol consumption^55^ and HFD^56^ are associated with increased metastatic potential in breast cancer, it appears possible that acetate-induced histone alterations, at least in part, play a mechanistic role in these settings, and may therefore be a suitable therapeutic target for certain patients.

Finally, our work demonstrates that precise regulation of histone acetylation is crucial for metastasis. Others have shown how histone acetylation is also important in other cancer promoting phenotypes such as in DNA damage repair^57^ and resistance to conventional chemotherapy^58^, indicating that perturbing histone acetylation can be an effective and multimodal treatment strategy. Pan-histone deacetylase (HDAC) inhibitors have been used to increase histone acetylation, however, while these can cause cancer cell death in cells with very high histone acetylation levels, this may also cause an undesired conversion of non-MICs to MICs. We have also shown that due to the plurality of mechanisms for acetyl-CoA generation and the inherent plasticity of MICs, blocking one pathway may not always be sufficient due to compensatory mechanisms such as the upregulation of ACSS2 in the absence of ACLY^33,59^. It may therefore be essential to target multiple acetyl-CoA generating pathways and additionally target downstream epigenetic modifiers coupled to closely monitoring response to treatment for full and long-lasting efficacy.

## Methods

### Mice

All animal procedures were performed in accordance with the Swiss Animal Welfare Regulations and had been approved by the Cantonal Veterinary Service of Canton Vaud. MMTV-PyMT mice in the FVB/N background and the rag2^−/−^γc^−/−^ mice in the NMRI background were obtained from JAX and were described previously^60,61^. DEREG mice in the BALB/c background were used as GFP-tolerant recipients and were obtained by backcrossing DEREG mice in the C57BL/6J background^62^ to wildtype BALB/c mice for at least 10 generations. Wildtype FVB mice were bred inhouse, and wildtype BALB/c mice were purchased from Charles River Laboratories.

### Cell lines

The murine cancer cell line 4T1 was obtained from ATCC, the human cancer cell lines MDA-MB-231 and BT549 were a kind gift from Prof. Paloma Ordóñez Morán (University of Nottingham), and the human cancer cell lines, BT20 and HCC1806, were a kind gift from Prof. Cathrin Brisken (EPFL). Cell lines were maintained in Dulbecco’s Modified Eagle Medium (Gibco #31966021) supplemented with 10% fetal bovine serum (FBS; Sigma-Aldrich), 20 mM HEPES buffered to pH 7.4 (HEPES), and penicillin-streptomycin (pen/strep; Gibco #15140122).

### Tumor cell isolation from spontaneous PyMT tumors

MMTV-PyMT mice were sacrificed at ~12–18 weeks of age for tumor cell isolation. Tumors were minced then digested with 37.5 µg/ml Liberase TH (Roche #5401151001), 37.5 µg/ml Liberase TM (Roche #5401127001), and 25 µg/ml DNAse (Roche #11284932001) in DMEM/F12 (Gibco #31331028) supplemented with HEPES and pen/strep for 1 h at 37 °C. Cells were washed once in 4 °C 1x PBS supplemented with 0.5% BSA and 2 mM EDTA, then were passed through a 70 µm strainer, then washed an additional two times in DMEM/F12 supplemented with HEPES and pen/strep. At this point, cells were stained for flow cytometry or lysed for RNA isolation. Otherwise, cells were seeded onto collagen-coated plates with DMEM/F12 supplemented with 2% FBS, HEPES, pen/strep, 20 ng/ml hEGF (Gibco #PHG0313), and 10 µg/ml hInsulin (Sigma-Aldrich #I9278-5ML).

### In vitro treatments

#### Galactose supplementation

For PyMT cells, after overnight seeding in complete media as outlined above, media was changed to glucose- and glutamine-free DMEM (Gibco #A1443001) supplemented with 2% FBS, HEPES, pen/strep, 1x GlutaMAX (Gibco # 35050061), hEGF, hInsulin, 0.5x MEM Non-Essential Amino Acids Solution, and 20 mM galactose or 20 mM glucose. Cells were incubated in this medium for 36–72 h prior to trypsinization for flow cytometry. For 4T1 cells, after overnight seeding in complete media as outlined above, media was changed to glucose- and glutamine-free DMEM (Gibco #A1443001) supplemented with 10% FBS, HEPES, pen/strep, 1x GlutaMAX (Gibco # 35050061), and 20 mM galactose or 20 mM glucose. Cells were incubated in this medium for 48 h prior to trypsinization for TVIs.

#### Inhibitor treatments

After overnight seeding, media was changed to media containing inhibitors of interest the next day. PyMT cells were incubated with the treatments for 72 h and 4T1 cells and human cell lines were incubated with the treatments for 48 h. The list of inhibitors, including their catalog numbers and the concentrations at which they were used for each cell line can be found in Table 1.

**Table 1:** List of inhibitors used along with their respective catalog numbers and the concentrations at which they are used for the two mouse models

Treatment	Catalog number	PyMT	4T1
Oligomycin	Sigma-Aldrich #75351	1 µM	1 µM
Acetate	Sigma-Aldrich # S5636-250G	5 mM	5 mM
Fluoroacetate	Toronto Research Chemicals #S960143	5 mM	5 mM
Etomoxir	Sigma-Aldrich #E1905	40 µM	50 µM
ATGListatin	SAGECHEM Limited	20 µM	40 µM
T863	Cayman Chemical #25807	10 µM	20 µM
PF-06424439	Cayman Chemical #17680	20 µM	40 µM
SB204990	Tocris Bioscience #4962	30 µM	50 µM
JQ1	Sigma-Aldrich #SML0974	50 nM	500 nM
C646	Cayman Chemical #10549	1 µM	n/a

### Flow cytometry

#### PyMT CSC frequency

Biotin-conjugated antibodies used for lineage depletion are Ter119 (Biolegend #116203, clone Ter119), CD31 (Biolegend #102503, clone Mec13.3), and CD45 (Biolegend #103104, clone 30-F11). PyMT CSCs are then identified by staining for CD24 (Biolegend #101807, clone MI/69) and CD90.1 (Biolegend #202526, clone OX-7).

#### ALDEFLUOR assay

Staining was performed according to the manufacturer’s instructions (STEMCELL Technologies #01700). Briefly, cells were incubated with ALDEFLUOR reagent with or without DEAB for 30 min at 37 °C. Cells were washed with the provided assay buffer and kept on ice during acquisition.

#### Mitochondrial probes

Cells were stained with 20 nM MitoSpy Red CMXRos (Biolegend #424801) in media for mitochondrial membrane potential in live cells and 200 nM in fixed cells at 37 °C. Cells were stained with 50 nM MitoSpy Green FM (Biolegend #424806) for mitochondrial mass in live cells at 37 °C.

#### Lipid storage

Cells were stained according to a previously published protocol^63^. In brief, cells were washed twice with 1x PBS then were stained with 2 µm BODIPY 493/503 (Invitrogen #D3922) in 1x PBS for 15 min at 37 °C. Cells were no longer subjected to FBS after staining.

#### Lipid uptake

Cells were stained according to a previously published protocol^64^. In brief, attached cells were incubated with 37 °C 2 µm BODIPY FL C12 (Invitrogen #D3822) in 0.1% Fatty-Acid Free BSA (Sigma-Aldrich #126609) in 1x HBSS (Gibco #14175095) for 30 s to 5 min. Staining was quenched by addition of 4 °C 0.2% BSA in 1x PBS.

#### Histone marks

Cells in suspension were first stained for viability using LIVE/DEAD Fixable Dead Cell Stain Kit (Invitrogen #L23105). Cells were then fixed and permeabilized using the Foxp3/Transcription Factor Staining Kit (eBioscience #00-5523-00) according to the manufacturer’s protocol. Cells were then stained with antibodies against H3K27ac (CST #8173, clone D5E4) or Total H3 (Novus Biologicals #NBP2-59277, clone 1B1B2) at room temperature for 1 h, then stained with anti-rabbit (Thermo Fisher Scientific #A-21206) or anti-mouse (Thermo Fisher Scientific #A-11029) secondary antibody at room temperature for 1 h.

#### Cell death

Cells were stained for Annexin V (Biolegend #640905) according to manufacturer’s protocol and DAPI. Living cells were considered as Annexin V negative and DAPI negative.

#### Proliferation

Cells were stained using CellTrace Violet Proliferation Kit (Invitrogen #C34557) prior to plating and were measured 36 h later. If not otherwise specified, viability was measured by DAPI staining.

Measurements were analyzed using the FlowJo software v10.7.2.

### Seahorse assays

#### Tumorsphere generation

Single cells were seeded into polyHEMA coated plates^65^ with DMEM/F12 supplemented with 2% FBS, HEPES, pen/strep, 20 ng/ml hEGF, 10 µg/ml hInsulin, and 4 ng/ml of Heparin. Cells were cultured for 96 h prior to assay.

#### Mito stress test

Cells were grown on Seahorse XF96 cell culture dishes for a minimum of 4 h prior to media change. For the assay, cells were maintained in 1x KHB media supplemented with pen/strep, 20 ng/ml hEGF, 10 µg/ml hInsulin, and 0.5 mM L-Carnitine (Sigma-Aldrich #C0158), as described in the manufacturer’s protocol. OCR and ECAR were measured every 6 min, and treatments were administered every 30 min. Glucose to 10 mM final concentration was injected first, followed by oligomycin (Sigma-Aldrich #495455-10MG) to 1 µM final concentration, then FCCP (Sigma-Aldrich #C2920-10MG) to 2 µM final concentration, then finally Rotenone (Sigma-Aldrich #R8875-1G) and Antimycin A (Sigma-Aldrich #A8674-25MG) to a final concentration of 0.5 µM each.

#### Mito fuel flex test

Cells were grown on Seahorse XF96 cell culture dishes for a minimum of 4 h prior to media change. For the assay, cells were maintained in DMEM/F12 supplemented with 2% FBS, pen/strep, and HEPES. OCR was measured every 6 min, and treatments were administered every 30 min. Final concentrations for drug injections were 40 µM for etomoxir (Sigma-Aldrich #E1905-5MG), 10 µM for BPTES (Sigma-Aldrich #SML0601-5MG), and 20 µM for UK5099 (Sigma-Aldrich #PZ0160-5MG). Fuel dependence was calculated by the difference between the area under the curve (AUC) of basal OCR (timepoints 1–5) and after single inhibitor injection (timepoints 6–10) over the difference between the AUC of basal OCR and after double inhibitor injection (timepoints 11–15). Fuel capacity was calculated by the difference between the area under the curve (AUC) of basal OCR (timepoints 1–5) and after double inhibitor injection (timepoints 6–10) over the difference between the AUC of basal OCR and after single inhibitor injection (timepoints 11–15).

### Proliferation assay

Cells were treated for 48 to 72 h prior to trypsinization and plating for proliferation. If KDs were used, sufficient KD was first confirmed prior to plating for proliferation. For each measurement, MTT reagent was added to a final concentration of 0.5 mg/ml for 3.5 to 4 h. Media was aspirated from the plates, and MTT solvent (Isopropanol + 4 mM HCl + 0.1% NP40) was added. After 5 min on a benchtop shaker, the absorbance was read using a spectrophotometer (TECAN) at 590 nm wavelength.

### Metabolomics measurements

Adherent cells were washed twice in 1x PBS prior to snap freezing in liquid nitrogen. Cells were scraped in a 2:2:1 ratio of methanol, acetonitrile, and water supplemented with 0.1 M formic acid then homogenized in the Cryolys Precellys 24 sample Homogenizer (Bertin Technologies, Rockville, MD, US) with ceramic beads. Homogenized extracts were centrifuged and the resulting supernatant was collected and dried in a vacuum concentrator (LabConco, Missouri, US). Dried sample extracts were resuspended with 80% MeOH containing the internal standards and injected into the HILIC-MS/MS system. Extracted samples were analyzed by Hydrophilic Interaction Liquid Chromatography coupled to tandem mass spectrometry (HILIC—MS/MS)^66,67^ in negative ionization mode using a 6495 triple quadrupole system (QqQ) interfaced with 1290 UHPLC system (Agilent Technologies). Chromatographic separation was carried out on a SeQuant ZIC-pHILIC column (100 mm, 2.1 mm I.D. and 5 μm particle size, Merck, Damstadt, Germany). Raw LC-MS/MS data was processed using the Agilent Quantitative analysis software (version B.07.00, MassHunter Agilent technologies). For absolute quantification, calibration curves and the stable isotope-labeled internal standards (IS) were used to determine the response factor. Linearity of the standard curves was evaluated for each metabolite using a 10-point range; in addition, peak area integration was manually curated and corrected when necessary. Concentrations were normalized to protein content measured by BCA assay (Thermo Scientific #23225) following the metabolite extraction.

### Western blotting

Cells were washed twice in 1x PBS supplemented with 5 mM sodium butyrate, then lysed with 1x PBS supplemented with 1% Triton X, 5 mM sodium butyrate, anti-protease inhibitors (100 µM AEBSF, 10 µM bestatin, 10 µM E64, 10 µM leupeptin, 10 µM pepstatin A, 1 mM DTT), and anti-phosphotatse inhibitors (2.5 mM sodium pyrophosphate, 1 mM ß-glycerophosphate, 1 mM sodium orthovanadate, 2.5 mM sodium fluoride). Histones were precipitated using 0.2 N HCl overnight then quantified by BCA assay. Proteins were separated by electrophoresis, transferred to PVDF membranes, then blocked with 5% BSA prior to overnight incubation with primary antibodies (H3K27ac: CST #8173 clone D5E4, Total H3: CST #3638 clone 96C10) at 4 °C. Immunoreactive bands were visualized using HRP-conjugated secondary antibodies (Anti-Rabbit: Jackson Immunosearch #711-035-152, Anti-Mouse: Promega #W4021) and the detection reagent WesternBright Sirius HRP substrate (Advansta #K-12043-D10). For protein normalization, PVDF membranes were stripped with 2% SDS, 62.5 mM Tris HCl pH6.8, and 0.8% ß-mercaptoethanol, washed extensively, then reprobed.

### RNA isolation and sequencing

Primary PyMT cells were plated overnight, then sorted the next day for Lin^−^CD24^+^CD90^+^ and Lin^−^CD24^+^CD90^−^ cells. 

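The gene for CD90, Thy1, lies on chromosome 9 of GRCm38 from 44043384 to 44048579. It had 1399, 271 and 1117 recovered reads in MIC replicates 1, 2 and 3 and 16, 20 and 18 in non-MIC replicates 1, 2 and 3. On the log2 scale its mean was 9.45 ± 1.16 (SD, n = 3) in MICs and 4.13 ± 0.35 (SD, n = 3) in non-MICs, a log2 fold change of 5.32. Each MIC library had a higher value than each non-MIC library (exact two-sided permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). In limma the standard error of the change was 0.62 and the p-value 3.66e-05, which became 0.816 after adjustment over all 22310 genes and 0.00161 over the 44 genes chosen in advance. With the replicate number as a block the standard error was 0.41 and the adjusted p-value over all genes 5.31e-05. When each library was left out in turn, the change stayed between 4.77 and 5.93.
Cd24a, the gene for CD24, which both populations were sorted for, lies on chromosome 10 from 43578284 to 43584265 and had a mean log2 value of 13.93 ± 0.41 (SD, n = 3) in MICs and 13.94 ± 0.22 (SD, n = 3) in non-MICs (exact permutation test, p = 1). The lineage markers examined were low in each library. Ptprc, the gene for CD45, had between 0 and 14 reads and Pecam1, the gene for CD31, between 5 and 18. At these read numbers their log2 fold changes of 0.78 and 0.19 were within the spread between replicates (exact permutation tests, p = 0.6 and 0.9), and those of Cd24a and Pecam1 changed sign when 1 library was left out of the fit without the block.

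**Figure D3:**
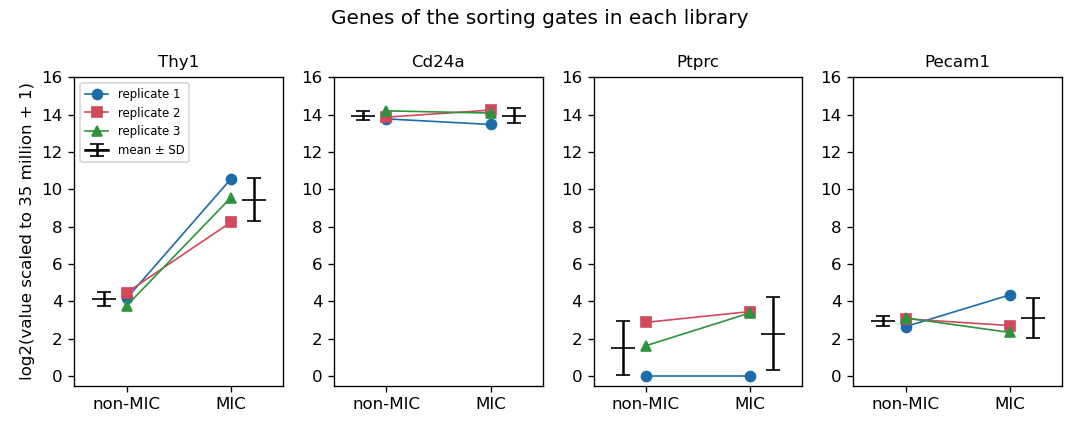
Values on the log2(value + 1) scale of Thy1, Cd24a, Ptprc and Pecam1 in the 6 libraries, with a line joining the libraries of the same replicate number and bars for the mean and SD of 3 libraries. Thy1 rises from between 3.77 and 4.47 in non-MICs to between 8.24 and 10.56 in MICs, and Cd24a stays near 13.9 in both.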

Cells were directly collected into lysis buffer, and RNA isolation was subsequently performed with the Qiagen RNeasy Mini Kit (Qiagen #74104) according to the manufacturer’s protocol. RNA quality was assessed using the Agilent DNF-472T33 HS RNA (15 nt) Kit (Agilent Technologies) on fragment analyzer (Qiaxcel). Library preparation was performed using the TruSeq mRNA stranded method (Illumina), then quality was checked using TapeStation TS4200 (Agilent). Libraries were then sequenced on a NextSeq500 sequencer (Illumina) for 75 cycles at 40 million reads per sample. Raw sequencing reads were aligned against the mouse transcriptome (GRCm38/mm10 release) and the quantification was done at the gene level using the Bowtie2/samtools pipeline. This data is deposited in GEO and can be accessed under GSE236222.

4T1 cells were plated overnight, then treated for 48 h. Cells were harvested by trypsinization, and the cell pellet was resuspended in lysis buffer. For sorted 4T1 cells, cells were stained for 30 min with 20 nM MitoSpy Red CMXRos, trypsinized, sorted for high and low MMP (5% each population), spun down, and resuspended in lysis buffer. RNA isolation was then performed using the High Pure RNA Isolation Kit (Roche #11828665001) according to the manufacturer’s protocol. RNA Quality was assessed by TapeStation TS4200, then libraries were prepared using the Illumina Stranded mRNA Prep Kit. Library quality was then assessed by TapeStation TS4200, then sequenced on the NextSeq500 (Illumina) for 75 cycles at 40 million reads per sample. Raw sequencing reads were aligned against the mouse transcriptome (GRCm38/mm10 release) and the quantification was done at the gene level using STAR^68^. These data are deposited in GEO and can be accessed under GSE220991 and GSE236185.

#### Gene set enrichment analysis

Count matrices were normalized to total library size, filtered for genes expressed by at least half of the samples, then were subjected to unbiased gene set enrichment analysis using the GSEA software v4.2.3^69–72^. Analysis was performed against the Hallmark Gene Set collection and the Gene Ontology Gene Set collection with 1000 gene set permutations. Gene set enrichment was considered significant after Signal2Noise gene ranking at a false discovery rate under 0.05 for sets containing at least 3 replicates per condition (PyMT MICs vs. non-MICs and 4T1 cells treated with vehicle vs. acetate). For the high vs. low MMP dataset, gene set enrichment was considered significant at a false discovery rate under 0.25 after log2 Ratio of Classes gene ranking.

### Real time qPCR

Complementary DNA was synthesized using the Maxima H Minus Reverse Transcriptase (Thermo Scientific #EP0752) and oligodT priming. Quantitative PCR was performed using the PowerUp SYBR Green Master Mix (Applied Biosystems #A25741) on a QuantStudio 6 Flex Real Time PCR Machine (Applied Biosystems). Primer sequences were either taken from the PrimerBank database^73–75^ or were designed in-house and can be found listed in Table 2.

**Table 2:** List of primers used to RT-qPCR genes of interest

Target gene	MGH primer ID	Forward primer	Reverse primer
*mHprt*	n/a	TGTATACCTAATCATTATGCCGAGG	CAGGTCAGCAAAGAACTTATAGC
*mRpl19*	n/a	CTGATCAAGGATGGGCTGAT	GGCAGTACCCTTCCTCTTCC
*mRpl22*	6677775a1	AGCAGGTTTTGAAGTTCACCC	CAGCTTTCCCATTCACCTTGA
*mYwhaz*	6756041a1	GAAAAGTTCTTGATCCCCAATGC	TGTGACTGGTCCACAATTCCTT
*mPolr2m*	30519919a1	TTGCCCGACAAAGGTAAAAAGA	TGTCTATTGAGGAACAGTCAGGA
*mAcly*	18204829a1	ACCCTTTCACTGGGGATCACA	GACAGGGATCAGGATTTCCTTG
*mAcss1*	18034773a1	GTTTGGGACACTCCTTACCATAC	AGGCAGTTGACAGACACATTC
*mAcss2*	31980996a1	AAACACGCTCAGGGAAAATCA	ACCGTAGATGTATCCCCCAGG
*mCpt1a*	n/a	TGCCTCTATGTGGTGTCCAA	ACAACCTCCATGGCTCAGAC
*mCpt2*	162138914c1	CAGCACAGCATCGTACCCA	TCCCAATGCCGTTCTCAAAAT
*mActa2*	6671507a1	GTCCCAGACATCAGGGAGTAA	TCGGATACTTCAGCGTCAGGA
*mPostn*	7657429a1	CCTGCCCTTATATGCTCTGCT	AAACATGGTCAATAGGCATCACT
*mItga5*	n/a	ATGGCTCAGACATCCACTCC	GGTCATCTAGCCCATCTCCA
*mItgb3*	7949057a1	CCACACGAGGCGTGAACTC	CTTCAGGTTACATCGGGGTGA
*mItgb6*	10946686a1	CAACTATCGGCCAACTCATTGA	GCAGTTCTTCATAAGCGGAGAT
*mCol1a1*	n/a	CTGCACGAGTCACACCGGAA	AGGCAGGGCCAATGTCTAGT
*mCol12a1*	6680960a1	AAGTTGACCCACCTTCCGAC	GGTCCACTGTTATTCTGTAACCC
*mMmp3*	6754714a1	ACATGGAGACTTTGTCCCTTTTG	TTGGCTGAGTGGTAGAGTCCC
*mMmp10*	n/a	TTTTAAAGGAAGTCAGTTCTGGG	ATGTCTTGTCTCATCAAATCTCC
*mScube3*	52138545c1	CATCTGCCAGAATACCCCACG	GTCCTCCCGTTCACACTCATC
*mSparc*	n/a	GCATCAAGGAGCAGGACATCAA	ACGGTGAGCTTATGCAACTCC
*mTwist2*	n/a	CTACAGCAAGAAATCGAGCG	GGCCTCGTTGAGCGACT
*hTBP*	n/a	CGAAACGCCGAATATAATCCCA	GACTGTTCTTCACTCTTGGCTC
*hACLY*	38569422c2	ATCGGTTCAAGTATGCTCGGG	GACCAAGTTTTCCACGACGTT
*hACSS2*	334724454c1	AAAGGAGCAACTACCAACATCTG	GCTGAACTGACACACTTGGAC

### Lentivirus production for miR-mediated KDs

Lentiviruses were generated in 293T cells using 3rd generation packaging vectors. Viral particles were concentrated by ultracentrifugation for 2 h and 30 min at 22,000 rpm. Titration was performed in 293Ts. Cells were then infected overnight with lentiviruses in the presence of 8 µg/ml polybrene. MicroRNA sequences for KDs are listed in Table 3.

**Table 3:** Sequences for the microRNAs used to knockdown genes of interest

Target gene	Sense	Anti-sense
*GFP*	CCAGCCACAACGTCTATATCA	TGATATAGACGTTGTGGCTGT
*mCherry*	TCGAGTTCATCTACAAGGTGA	TCACCTTGTAGATGAACTCGC
*mAcly*	GAAGCCAGACCAGTTAATCAA	TTGATTAACTGGTCTGGCTTG
*mAcss1*	GACAGTGGTATTTGCTGGCTT	AAGCCAGCAAATACCACTGTG
*mAcss2*	TCCAAGGAATTTTACTGGAAA	TTTCCAGTAAAATTCCTTGGC
*mCpt1a*	TCCGATCATGGTTAACAGCAA	TTGCTGTTAACCATGATCGGC
*mCpt2*	GAGAGCTCAGACAGAAGTTGA	TCAACTTCTGTCTGAGCTCTG
*hACLY*	CAGTCACAATCTTTGTCCGAA	TTCGGACAAAGATTGTGACTT
*hACSS2*	CAGCTTGGAGATAAAGTTGCT	AGCAACTTTATCTCCAAGCTT

### ChIP-seq

Chromatin immunoprecipitation was performed using the SimpleChIP Enzymatic Chromatin IP Kit (CST #9003) according to the manufacturer’s protocol. Briefly, adherent cells were washed then fixed in 1x PBS supplemented with 1% methanol-free PFA (Thermo Scientific #28908). The reaction was quenched with 1X glycine, cells were pelleted, then stored at −80 °C. Cells were lysed, and chromatin was sheared by adding 0.5 ul Micrococcal nuclease for 20 min at 37 °C. Nuclei were then lysed by sonication. After addition of 7.5% of human spike-in, sheared mouse chromatin was incubated overnight at 4 °C with 1:100 H3K27ac antibody (CST #8173). Protein G magnetic beads were used to pull down antibody-bound fragments then eluted at 65 °C for 30 min. Reverse crosslinking was done with NaCl and Proteinase K then purified with columns.

Libraries were prepared using the NEBNext Ultra II DNA Prep Kit (NEB #E765S) according to the manufacturer’s protocol then quality was assessed on the TapeStation TS4200. Libraries were then sequenced on NovaSeq6000 in a PE60 run with an average sequencing depth of 40 million reads per sample with Illumina protocol #1000000106351 v03.

Raw sequences were pre-processed and aligned to a merged GRCh38 and GRCmm10 reference genome through the nf-core/chipseq v1.2.2 workflow^76^. Scaling factors for the mouse library were computed by normalizing to the percentage of human spike-in then normalized to the highest scaling factor. BigWig files were generated using the BamCoverage tool from deepTools v3.5.1 then tracks were plotted using pyGenomeTracks v3.7^77^. The heatmap was generated using the computeMatrix (scaled mode; gene regions were scaled to 5000 bp) and plotHeatmap function from deepTools. The plotted EMT genes comes from the union of genes present in HALLMARK_EPITHELIAL_MESENCHYMAL_TRANSITION and GOBP_EPITHELIAL_TO_MESENCHYMAL_TRANSITION available from the Molecular Signature Database. The BED file can be found in Supplementary Data 1. The data is deposited in GEO and can be accessed under GSE236223.

### Lipid droplet measurements

Immunostaining on fresh frozen tissue was performed on 5 µm sections after 1 h fixation with 4% paraformaldehyde and a 10-min permeabilization with 0.1% Triton X-100. Primary antibody staining was done for 1 h. Sections were then stained for 30 min with Oil Red O then washed extensively with water. Nuclei were stained with DAPI, then mounted using Fluoromount G (SouthernBiotech #0100-01).

Images were analyzed by QuPath v0.4.2. Areas containing tumor cells were selected manually by annotating areas that were GFP positive and had enlarged nuclei. Lipid droplets and nuclei were detected by setting a size and intensity threshold using the pre-trained 2D_versatile_fluo 2D_paper_dsb2018 model from StarDist^78,79^.

### Experimental metastasis assay

Tumor cells were treated with inhibitors or supplements for 48 h for 4T1, BT20, and MDA-MB-231 or 72 h for PyMT cells. Cells were trypsinized, washed three times in cold 1x HBSS, then resuspended in 100 µl of 1x HBSS for TVIs. 5 × 10^5^ PyMT cells were injected into each wildtype FVB/N recipient mice, 5 × 10^4^ 4T1 cells were injected into each wildtype Balb/c, DEREG, or Rag2^−/−^γc^−/−^ recipient mice, 3 × 10^5^ BT20 cells were injected into each Rag2^−/−^γc^−/−^ mice, and 5 × 10^4^ MDA-MB-231 cells were injected into each Rag2^−/−^γc^−/−^ mice. Recipient mice were all around 8–20 weeks of age. Mice were euthanized at a fixed time point—Day 35 for PyMT, Day 14 for 4T1 (Day 8 if injected into Rag2^−/−^γc^−/−^ recipients), and Day 28 for BT20, and MDA-MB-231. Lung lobes were separated and macrometastases were counted using a brightfield stereomicroscope. If cells were expressing GFP, GFP+ nodules were counted by flattening each lung lobe between two microscope slides then taking images using a fluorescent stereomicroscope (Nikon SMZ18 stereomicroscope). Images were then analyzed using Fiji v2.9.0 by size and intensity threshold and using the “analyze particles” function. All animal procedures were in accordance with Swiss legislation on animal experimentation.

### Orthotopic experiments

3.5 × 10^5^ PyMT cells were resuspended in 30 µl of 2 mg/ml collagen I (Gibco #A1048301) and injected into the fourth mammary pad of wildtype FVB/N recipient mice (age between 8–20 weeks). Tumor size was determined by caliper measurements and calculated using the formula: *V* = (D*d^2^)/2, where *d* is the shorter and *D* is the longer tumor axis. Tumors were resected just before reaching 1 cm^3^. Thirty days after tumor resection, mice were euthanized, and the number of spontaneous lung metastases were counted. All animal procedures were in accordance with Swiss legislation on animal experimentation.

### CCLE dataset analysis

Chromatin profiling and metastasis potential datasets were downloaded from the CCLE depmap portal. Mean metastatic potential was calculated by averaging metastatic potential across the 5 different sites of metastatic colonization. Values were re-scaled to the TNBC subset using StandardScaler from the scikit-learn package (v1.2.1)^80^. Pearson coefficients and two tailed *p* values for the correlations between scaled abundances of histone marks and mean metastatic potential were calculated using the pearsonr function from the SciPy Stats package (v1.10.1; Supplementary Table 1)^81^. Plots were then generated using the mark_point function of Altair (v4.2.2)^82^.

### Kaplan-Meier

Kaplan-Meier plots for relapse-free survival were generated using the breast cancer cohort (mRNA gene chip) or the TCGA cohort (mRNA RNA-seq, breast cancer patients from the pan-cancer cohort) using KM-plotter^83^. Patients were stratified based on either the median or quartile cut-offs. For the microarray cohort, JetSet best probe sets were used for the genes of interest. 

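The leading edge of the hand-compiled OXPHOS list in PyMT MICs against non-MICs held 83 genes. They included 42 subunits of the respiratory chain, 21 of them from complex I and 9 from complex V, and 5 genes each of the tricarboxylic acid cycle and of fatty acid oxidation. Genes enter a leading edge because they rank high, so their direction over all libraries follows from the choice. Their values in single pairs show where it came from. In pair 1 all 83 genes were higher in MICs, in pair 2 there were 82 and in pair 3 there were 45. MICs were higher in all 3 pairs for 44 of the 83 genes, and 38 were higher in pairs 1 and 2 and lower in pair 3. The mean log2 difference of the 83 genes was 0.52 in pair 1 and 0.66 in pair 2, and it fell by 0.011 in pair 3. Ranked with the replicate number as a block, the leading edge had 98 genes and included all 83. Ranked without MIC replicate 1 and without the block, it had 89 genes and included 77 of the 83. The Gene Ontology set and the array probes of Supplementary Data 2 were not used here.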

The OXPHOS signature was generated from the genes that were identified as enriched from the HALLMARK_OXIDATIVE_PHOSPHORYLATION and GOBP_OXIDATIVE_PHOSPHORYLATION by GSEA in the sorted PyMT MICs compared to the non-MICs (Supplementary Data 2). Mean expression of all genes was used as input to stratify the patients.

### Statistical analysis

Processing and data analysis of microscopy images were performed in Fiji or QuPath. Flow cytometry files were analyzed using FlowJo. Experimental data are presented as mean ± SEM and statistical computations were performed using GraphPad Prism9 or SciPy stats. Statistical significance was assessed by two-tailed unpaired parametric *t-*test, two-tailed paired ratio *t*-test, or ordinary one-way ANOVA, data were considered significant at *p* ≤ 0.05.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Reporting Summary

Peer Review file

### Source data

Source data

## Data Availability

Data from the CCLE were downloaded from the depmap portal: https://depmap.org/portal/download/all/, specifically the files labeled “CCLE_GlobalChromatinProfiling_20181130.csv” and “Supplementary Table 02 basal breast cancer cohort met potential.xlsx”. Source data underlying each figure are provided with this paper. High-throughout data can be accessed under the GEO SuperSeries GSE220992 (RNA-seq data: GSE220991, GSE236185, and GSE236222; ChIP-Seq data: GSE236223). Source data are provided with this paper.

# Supplementary material for: Metabolic dependencies of metastasis-initiating cells in female breast cancer
**Source:** Nat Commun. 2023 Nov 4;14:7076. doi: 10.1038/s41467-023-42748-8
**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary Figure 1

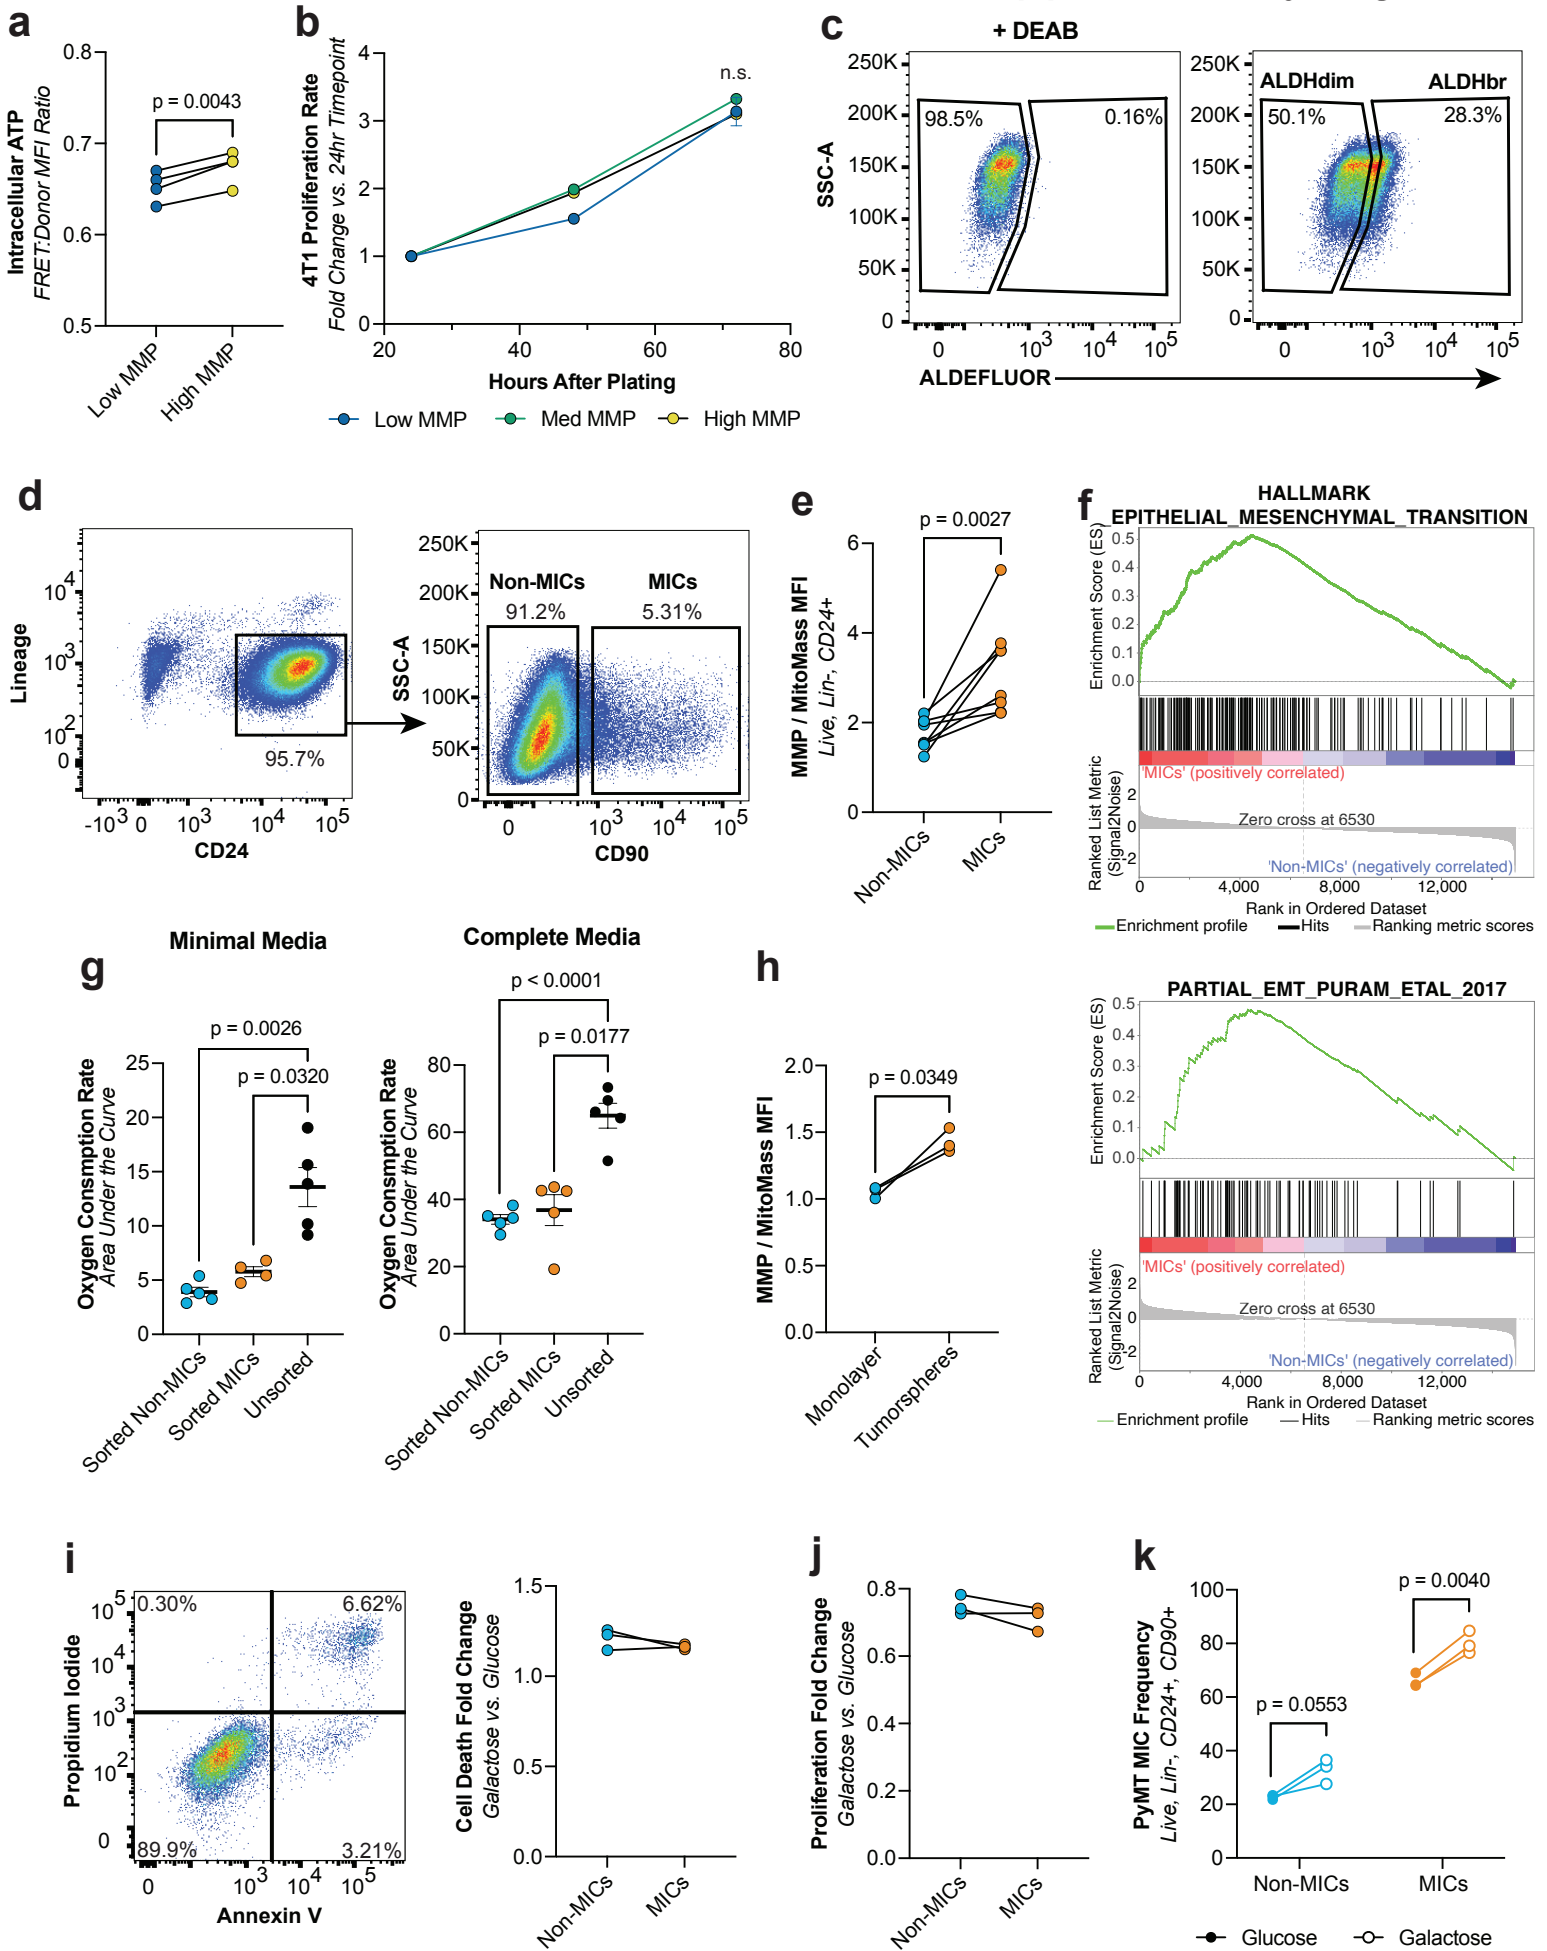

*Supplementary Figure 1: MICs have heightened mitochondrial activity*

- a) Intracellular ATP concentrations measured via FRET in high vs. low MMP 4T1 cells. (n=4<sup>a</sup>, paired t-test)
- b) Proliferation rate of 4T1 cells sorted for low, med, and high MMP normalized to the first measured timepoint. (n=3, ordinary one-way ANOVA)
- c) Gating strategy to identify ALDH<sup>bright</sup> (ALDHbr) vs. ALDH<sup>dim</sup> (ALDHbr) 4T1 cells. DEAB control is used to determine the boundary between ALDHbr vs. dim.
- d) Gating strategy for PyMT MICs and non-MICs. PyMT MICs are identified as CD45-CD31-Ter119-(Lin-), CD24+, and CD90+. PyMT non-MICs are Lin-, CD24+, and CD90-.
- e) MMP MFI normalized to mitochondrial mass (MitoMass) MFI in *ex vivo* PyMT non-MICs vs. MICs. (n=8<sup>a</sup>, paired t-test)
- f) Gene set enrichment plots for EMT and partial EMT in *ex vivo* PyMT MICs vs. non-MICs. (n=3<sup>a</sup>)
- g) OCR area under the curve (AUC) for sorted vs. unsorted cells, left: in conditions where only glucose is provided as fuel, right: in conditions where complete media is provided (n≥4<sup>a</sup>, paired t-test).
- h) MMP MFI normalized to MitoMass in monolayer vs. tumorspheres. (n=3<sup>a</sup>, paired t-test)
- i) Cell death frequency measured by AnnexinV and propidium iodide staining in sorted PyMT non-MICs or MICs cultured for 36 hours in galactose- vs. glucose-containing cell culture media. Left: cells were considered viable when negative for Annexin V and propidium iodide. Right: quantification; expressed as a fold change over the glucose condition. (n=3<sup>a</sup>, paired t-test)
- j) Proliferation measured by CellTrace Violet staining in sorted PyMT non-MICs or MICs cultured for 36 hours in galactose- vs. glucose-containing cell culture media. Expressed as a fold change over the glucose condition. (n=3<sup>a</sup>, paired t-test)
- k) MIC frequency in sorted PyMT non-MICs or MICs after 36 hours of culturing in galactose- vs. glucose-containing cell culture media. (n=3<sup>a</sup>, paired t-test)

MFI = mean fluorescence intensity. Paired t-test were two-tailed and by ratio. Values shown correspond to means +/- SEM. Source data are provided in the source data file. <sup>a</sup> signifies number of independent experiments or tumors.

# Supplementary Figure 2

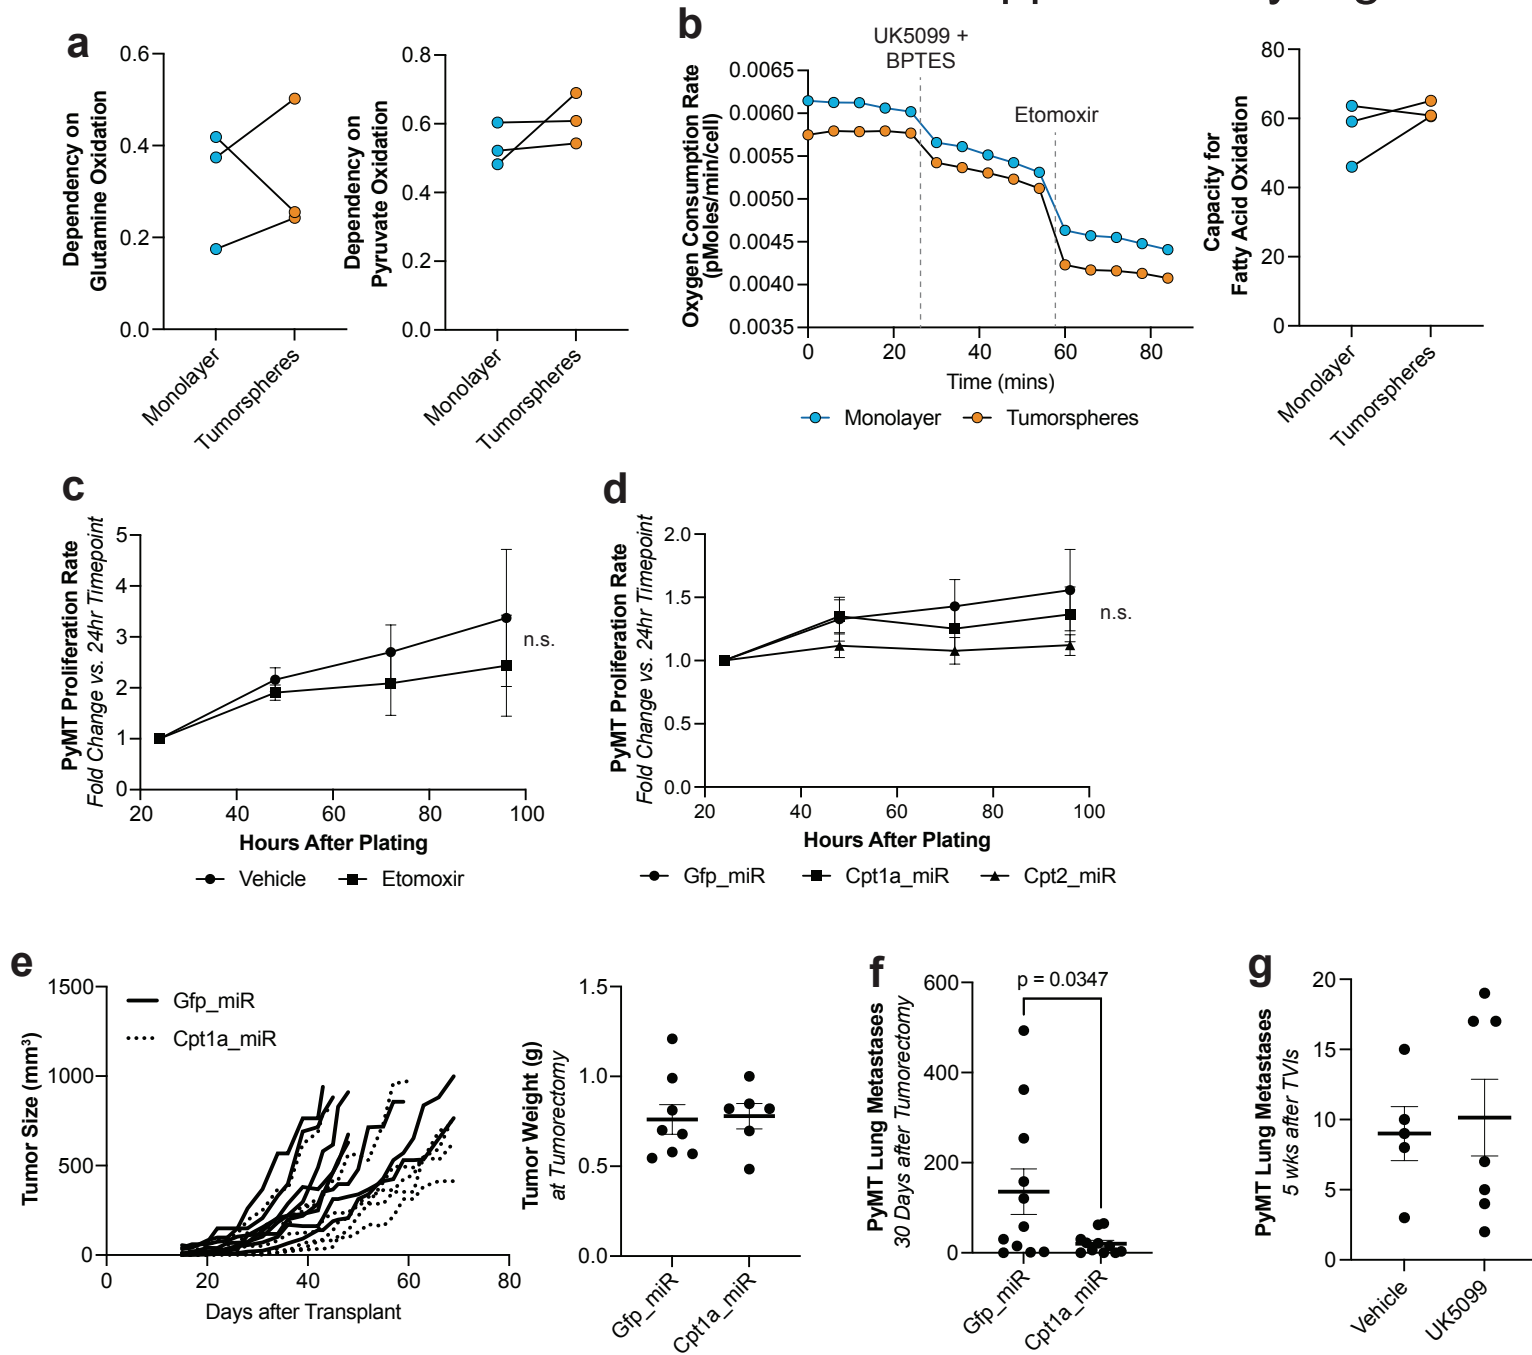

*Supplementary Figure 2: MICs specifically rely on fatty acid usage for metastasis and not for proliferation*

- a) Dependence on glutamine (left) and pyruvate (right) oxidation calculated as described in the methods. (n=3<sup>a</sup>, paired t-test)
- b) Left: OCR over time during a mito fuel flex test in tumorsphere- vs. monolayer-grown cells (normalized to cell number). Right: capacity to undergo LCFA oxidation calculated as described in the methods. (n=3<sup>a</sup>, paired t-test)
- c) Proliferation rates of PyMT cells after treatment with etomoxir. (n=3<sup>a</sup>, unpaired t-test)
- d) Proliferation rates of PyMT cells containing KDs of *Gfp*, *Cpt1a*, and *Cpt2*. (n=6<sup>a</sup>, unpaired t-test)
- e) Left: growth rates of tumors containing miR-mediated KDs of *Gfp* or *Cpt1a*. 72% KD efficiency for *Cpt1a*. Right: tumor weights at time of sacrifice. (n≥7, representative of two independent experiments, unpaired t-test)
- f) Resulting spontaneous macrometastases 30 days after removal of tumors containing miR-mediated KDs of *Gfp* or *Cpt1a*. (n=11, combination of two independent experiments, unpaired t-test)
- g) Lung metastases in recipient wildtype FVB/N mice after tail vein injection of PyMT cells treated with vehicle or UK5099. (n=5, n=7, respectively, unpaired t-test)

MFI = mean fluorescence intensity. Paired t-test were two-tailed and by ratio. Unpaired t-test were parametric and two-tailed. Values shown correspond to means +/- SEM. Source data are provided in the source data file. <sup>a</sup> signifies number of independent experiments or tumors.

# Supplementary Figure 3

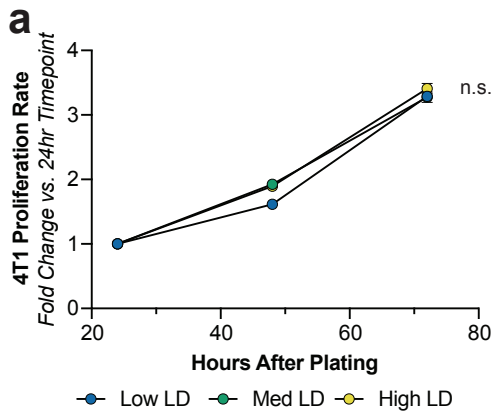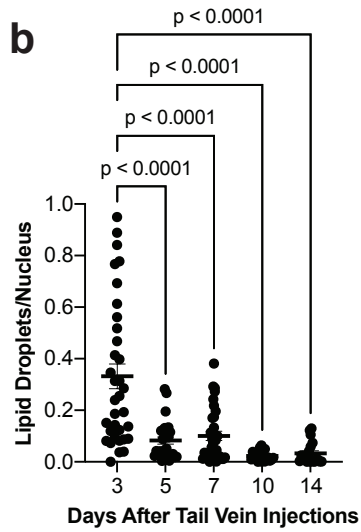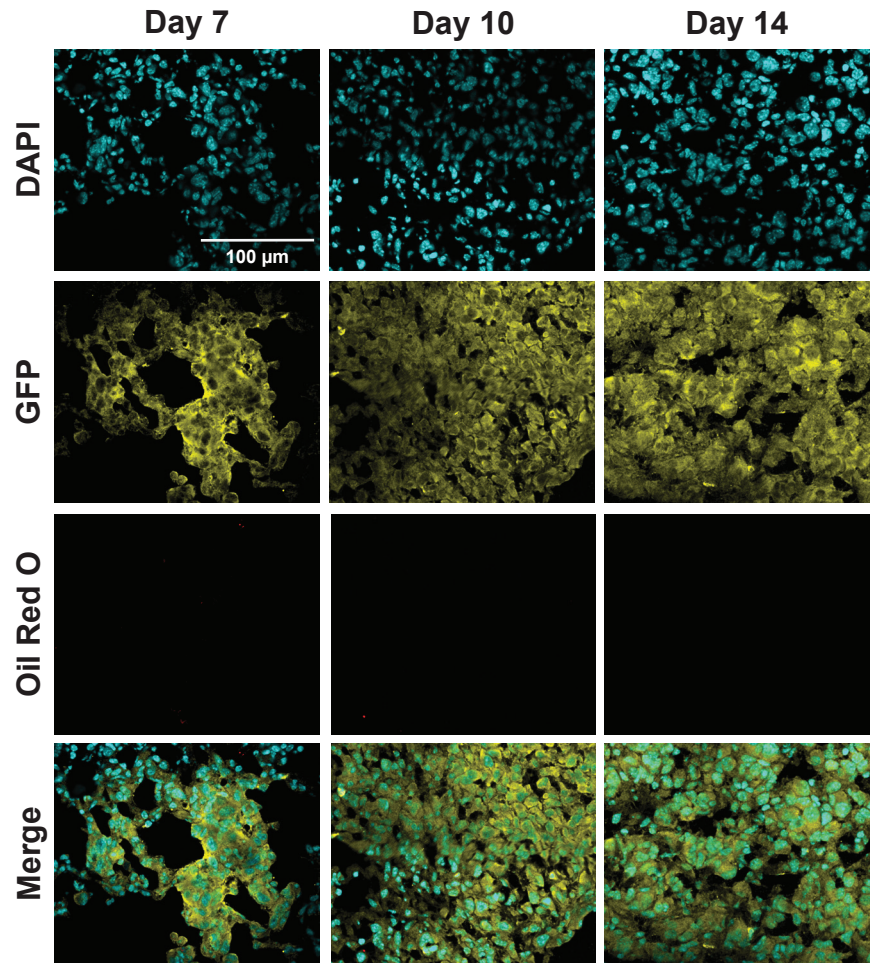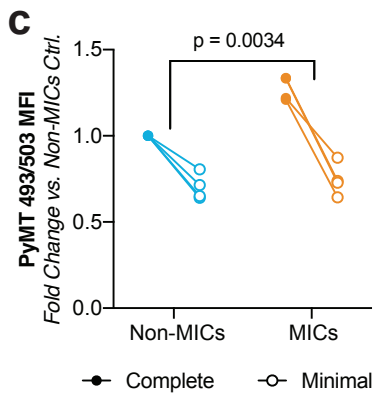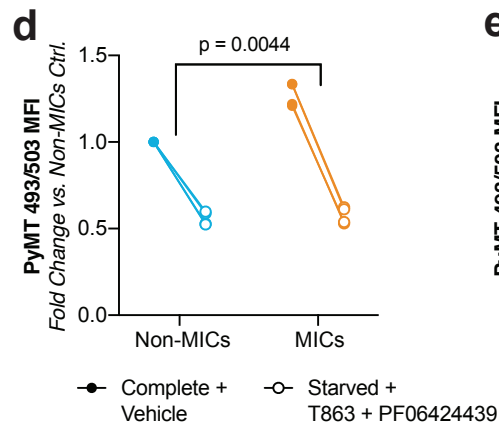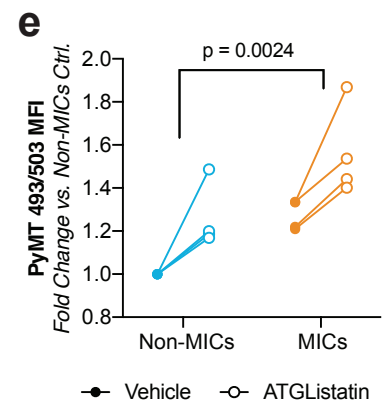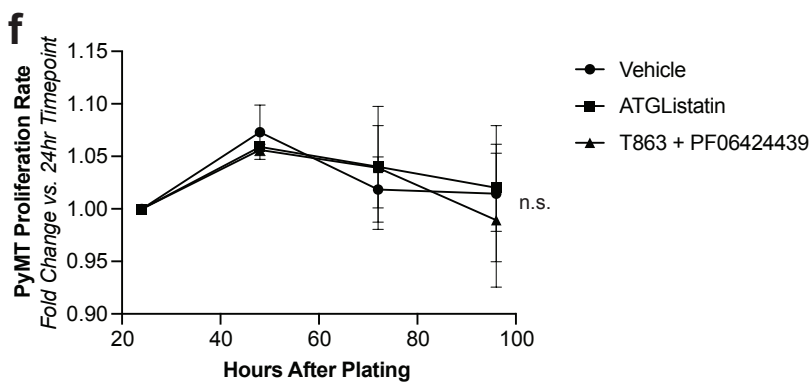

*Supplementary Figure 3: MICs have enhanced lipid droplet dynamics*

- a) Proliferation rates of 4T1 cells sorted for low, med, and high BODIPY 493/503 MFI normalized to the first measured timepoint. (n=3, ordinary one-way ANOVA)
- b) Number of lipid droplets, measured by oil red O staining, normalized to number of detected nuclei, measured by DAPI staining at specified timepoints after TVI of GFP+ 4T1 cells into recipient DERE mice. Right: representative images from each timepoint. (n≥18, ordinary one-way ANOVA followed by Dunnett's test)
- c) Change in lipid stores in PyMT MICs vs. non-MICs upon starvation for 48 hours. (n=4<sup>a</sup>, paired t-test of differences between minimal and complete media conditions)
- d) Change in lipid stores in PyMT MICs vs. non-MICs upon starvation and inhibition of lipid droplet generation (using T863 and PF-06424439) for 48 hours. (n=4<sup>a</sup>, paired t-test of differences between complete media with vehicle control and minimal media with inhibitor conditions)
- e) Change in lipid stores in PyMT MICs vs. non-MICs upon inhibition of lipolysis via treatment with ATGLinistatin for 48 hours. (n=4<sup>a</sup>, paired t-test of differences between complete media with vehicle control and minimal media with inhibitor conditions)
- f) Proliferation rates of PyMT cells after pre-treatment with vehicle, ATGLinistatin, or T863 and PF-06424439. (n=3<sup>a</sup>, unpaired t-test)

Paired t-test were two-tailed and by ratio. Unpaired t-test were parametric and two-tailed.

Values shown correspond to means +/- SEM. Source data are provided in the source data file.

<sup>a</sup> signifies number of independent experiments or tumors.

# Supplementary Figure 4

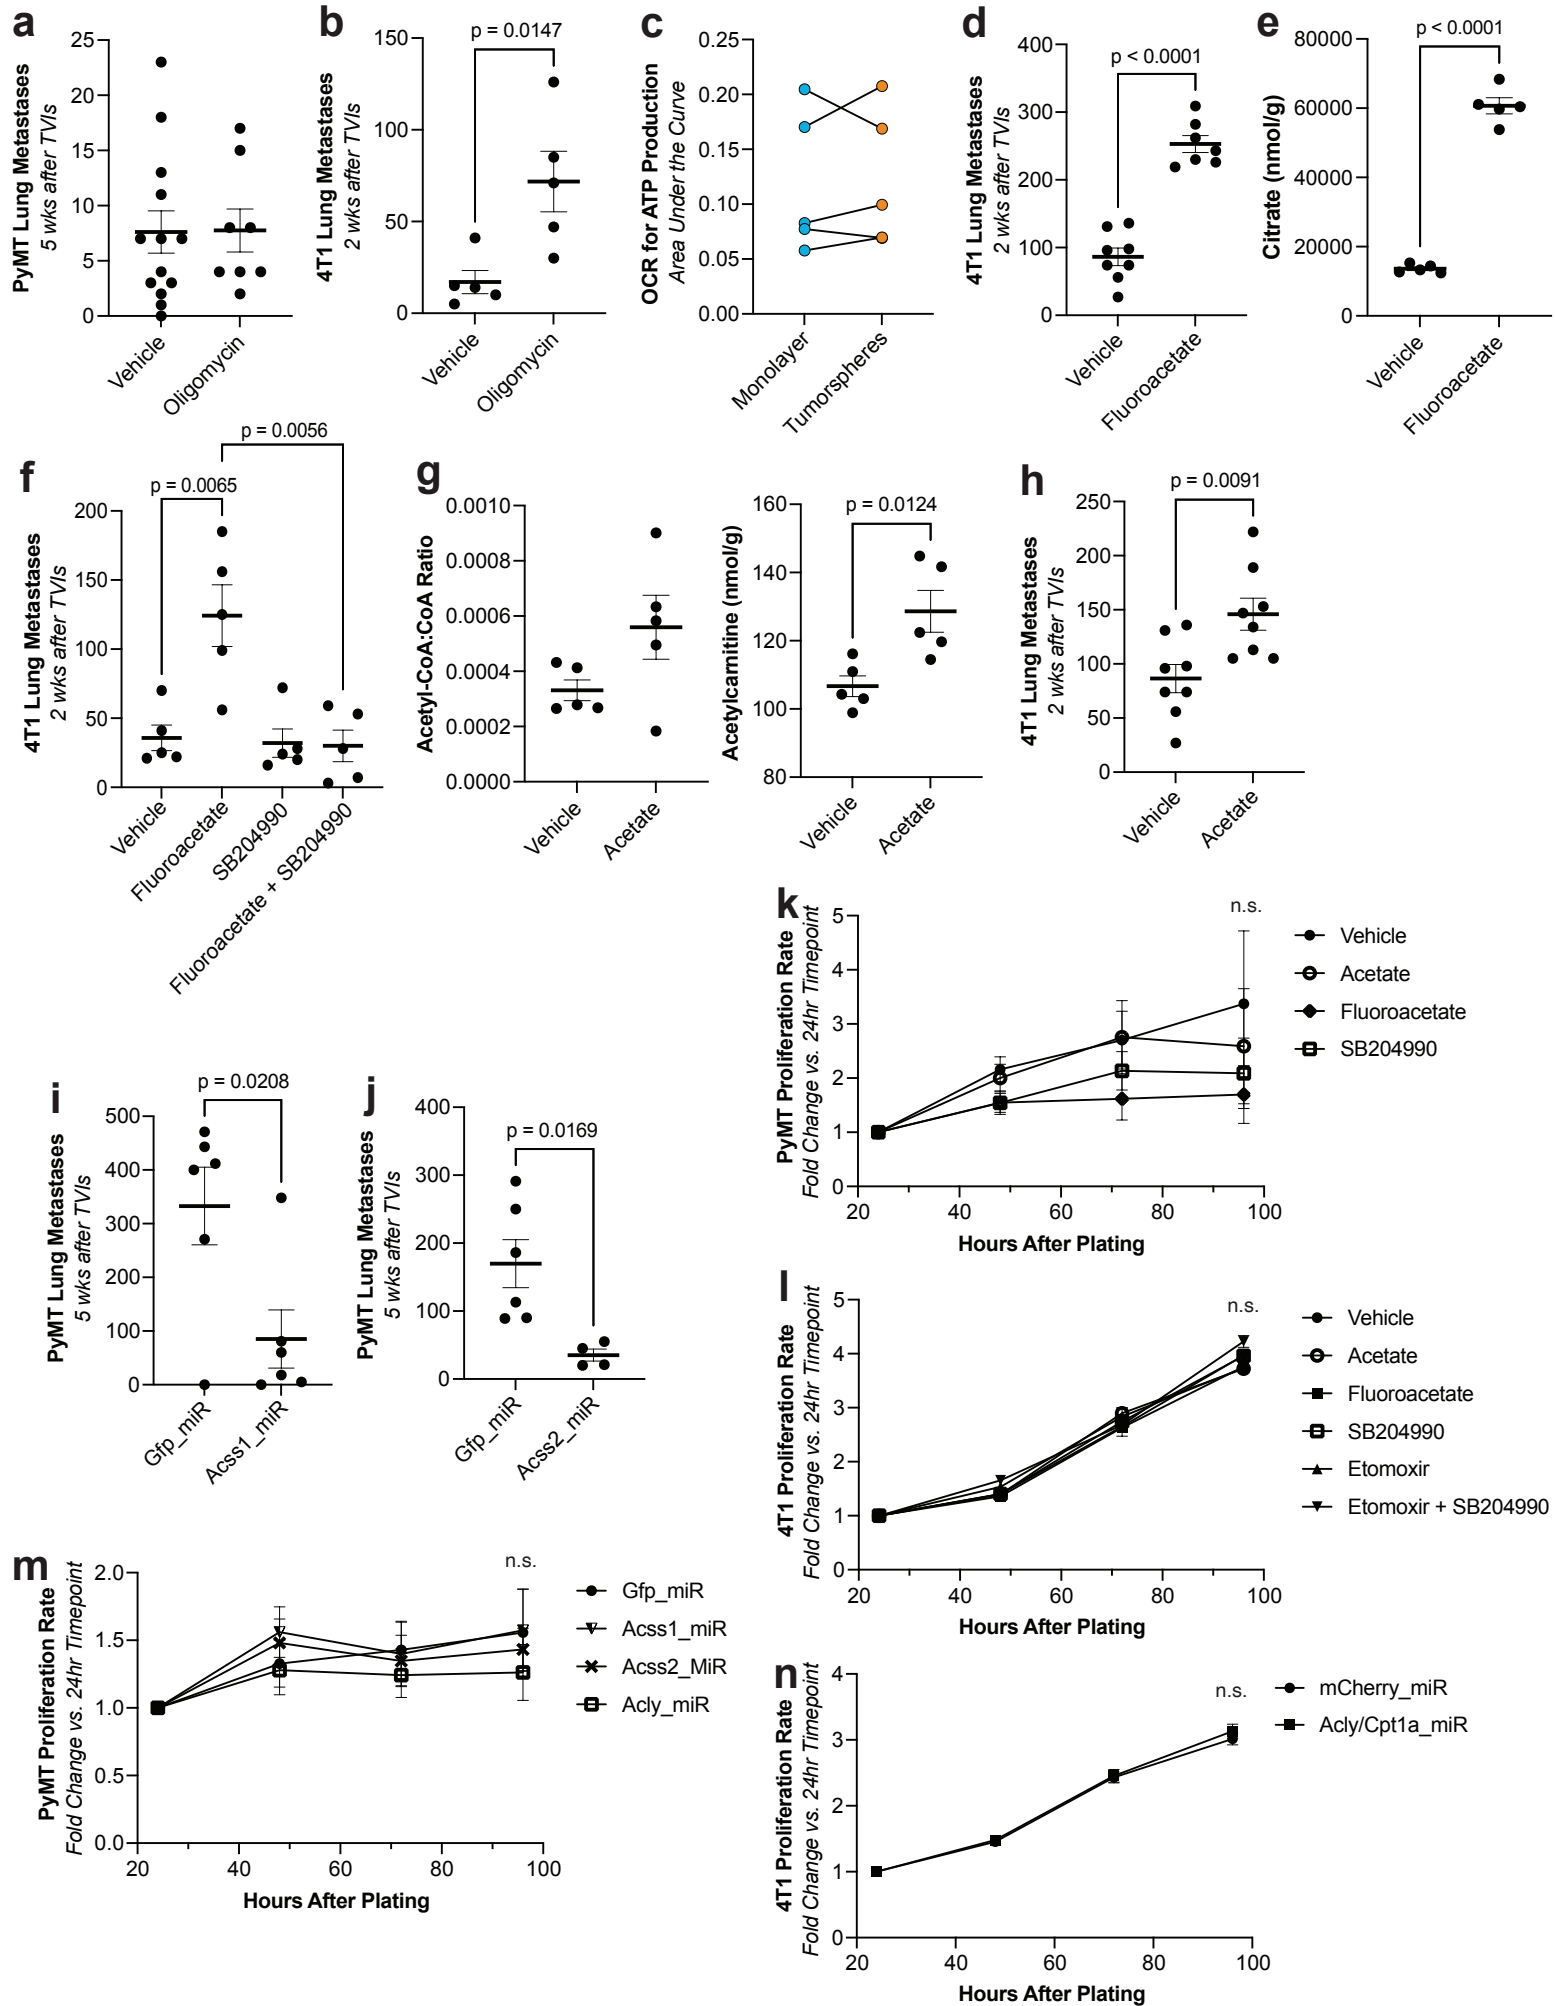

*Supplementary Figure 4: Dependence on acetyl-CoA generation pathways is not due to ATP production or proliferation*

- a) Lung metastases in recipient wildtype (wt) FVB/N mice after TVI of PyMT cells treated with oligomycin. (n=13, n=8, respectively, unpaired t-test)
- b) Lung metastases in recipient wt Balb/c mice after TVI of 4T1 cells treated with oligomycin. (n=5, unpaired t-test)
- c) Area under the OCR curve corresponding to ATP production for monolayer- vs. tumorsphere-grown cells during the mito stress test. (n=5<sup>a</sup>, paired t-test)
- d) Lung metastases in recipient wt Balb/c mice after TVI of 4T1 cells treated with fluoroacetate. (n=8, n=7, respectively, unpaired t-test)
- e) Citrate concentration in 4T1 cells after treatment with fluoroacetate. (n=5, unpaired t-test)
- f) Lung metastases in recipient wt Balb/c mice after TVI of 4T1 cells treated with fluoroacetate +/- SB204990. (n=5, unpaired t-test)
- g) Acetyl-CoA to CoA ratio (left) and acetylcarnitine concentration (right) in 4T1 cells after acetate treatment. (n=5, unpaired t-test)
- h) Lung metastases in recipient wt Balb/c mice after TVI of 4T1 cells treated with acetate. (n=8, unpaired t-test)
- i) Lung metastases in recipient wt FVB/N mice after TVI of PyMT cells containing miR-mediated KDs of *Gfp* or *Acss1*. 87% KD efficiency for *Acss1*. (n=6, unpaired t-test)
- j) Lung metastases in recipient wt FVB/N mice after TVI of PyMT cells containing miR-mediated KDs of *Gfp* or *Acss2*. 89% KD efficiency for *Acss2*. (n=6, n=4, respectively, unpaired t-test)
- k) Proliferation rate of PyMT cells after respective treatments normalized to the first timepoint. (n=3<sup>a</sup>, unpaired t-test)
- l) Proliferation rate of 4T1 cells after respective treatments normalized to the first timepoint. (n=6, unpaired t-test)
- m) Proliferation rate of PyMT cells containing miR-mediated KDs of listed genes normalized to the first timepoint. (n=6<sup>a</sup>, unpaired t-test)
- n) Proliferation rate of 4T1 cells containing miR-mediated KDs of *mCherry* or *Acly* and *Cpt1a* normalized to the first timepoint. 84% KD efficiency for *Acly*, 71% KD efficiency for *Cpt1a*. (n=6, unpaired t-test)

Paired t-test were two-tailed and by ratio. Unpaired t-test were parametric and two-tailed. Values shown correspond to means +/- SEM. Source data are provided in the source data file.

<sup>a</sup> signifies number of independent experiments or tumors.

# Supplementary Figure 5

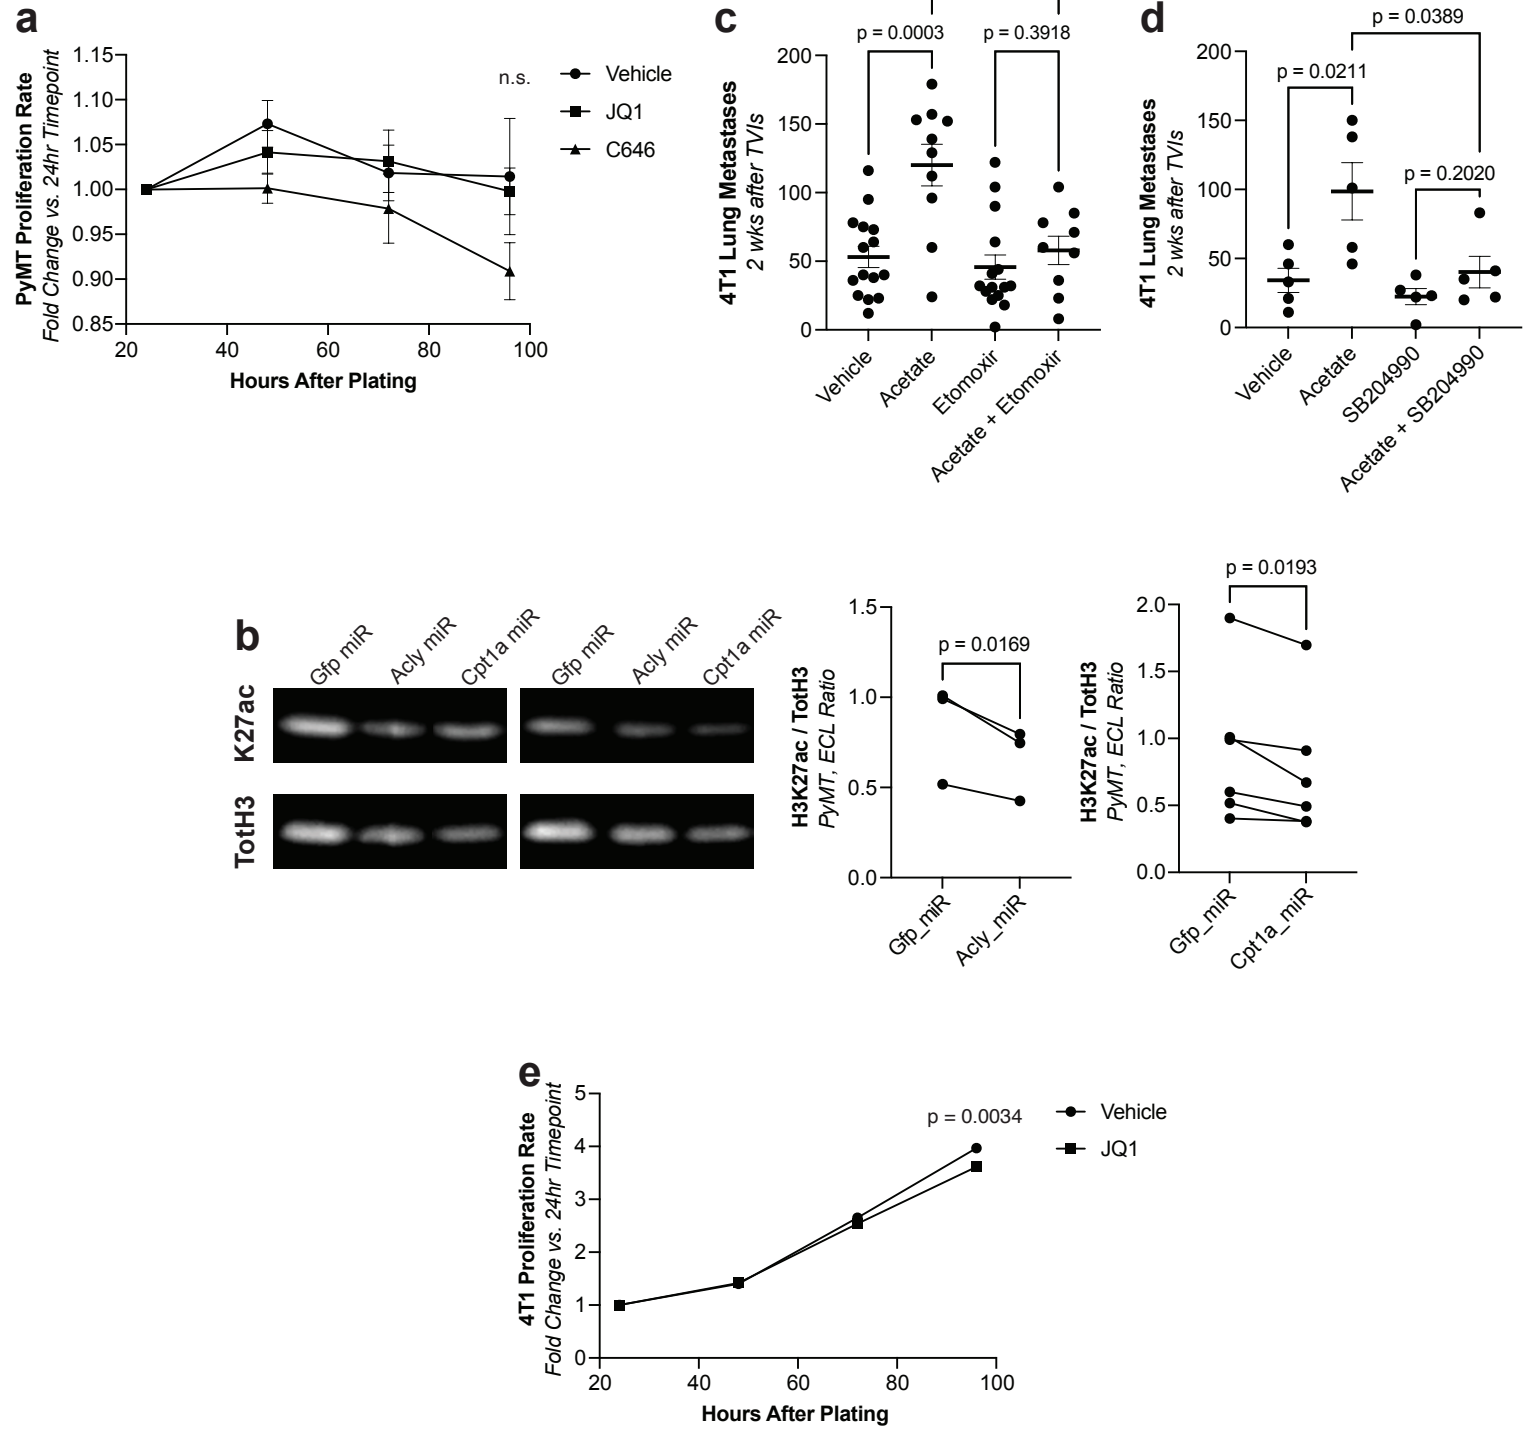

*Supplementary Figure 5: Blocking acetyl-CoA generation and writing and reading of H3K27ac reduces metastasis without affecting proliferative capacity*

- a) Proliferation rates of PyMT cells after treatment with vehicle, JQ1, or C646 normalized to the first measured timepoint. (n=3<sup>a</sup>, unpaired t-test)
- b) Left: Representative Western blots from PyMT cells containing miR-mediated KDs of *Gfp*, *Acly*, or *Cpt1a*. Right: Quantification of the ratio of H3K27ac (K27ac) signal vs. total histone 3 (TotH3) signal in PyMT cells containing miR-mediated KDs of *Acly* (left) or *Cpt1a* (right) vs. *Gfp* KD. (n=3<sup>a</sup>, n=6<sup>a</sup>, respectively, paired t-test). KD efficiencies are ≥70% and ≥60%, respectively.
- c) Lung metastases in recipient wt Balb/c mice after TVI of 4T1 cells after treatment with vehicle or acetate +/- etomoxir. (n≥9, unpaired t-test)
- d) Lung metastases in recipient wt Balb/c mice after TVI of 4T1 cells after treatment with vehicle or acetate +/- SB204990. (n=5, unpaired t-test)
- e) Proliferation rates of 4T1 cells after treatment with vehicle or JQ1 normalized to the first measured timepoint. (n≥6, unpaired t-test)

Paired t-test were two-tailed and by ratio. Unpaired t-test were parametric and two-tailed.

Values shown correspond to means +/- SEM. Source data are provided in the source data file.

<sup>a</sup> signifies number of independent experiments or tumors.

Supplementary Figure 6

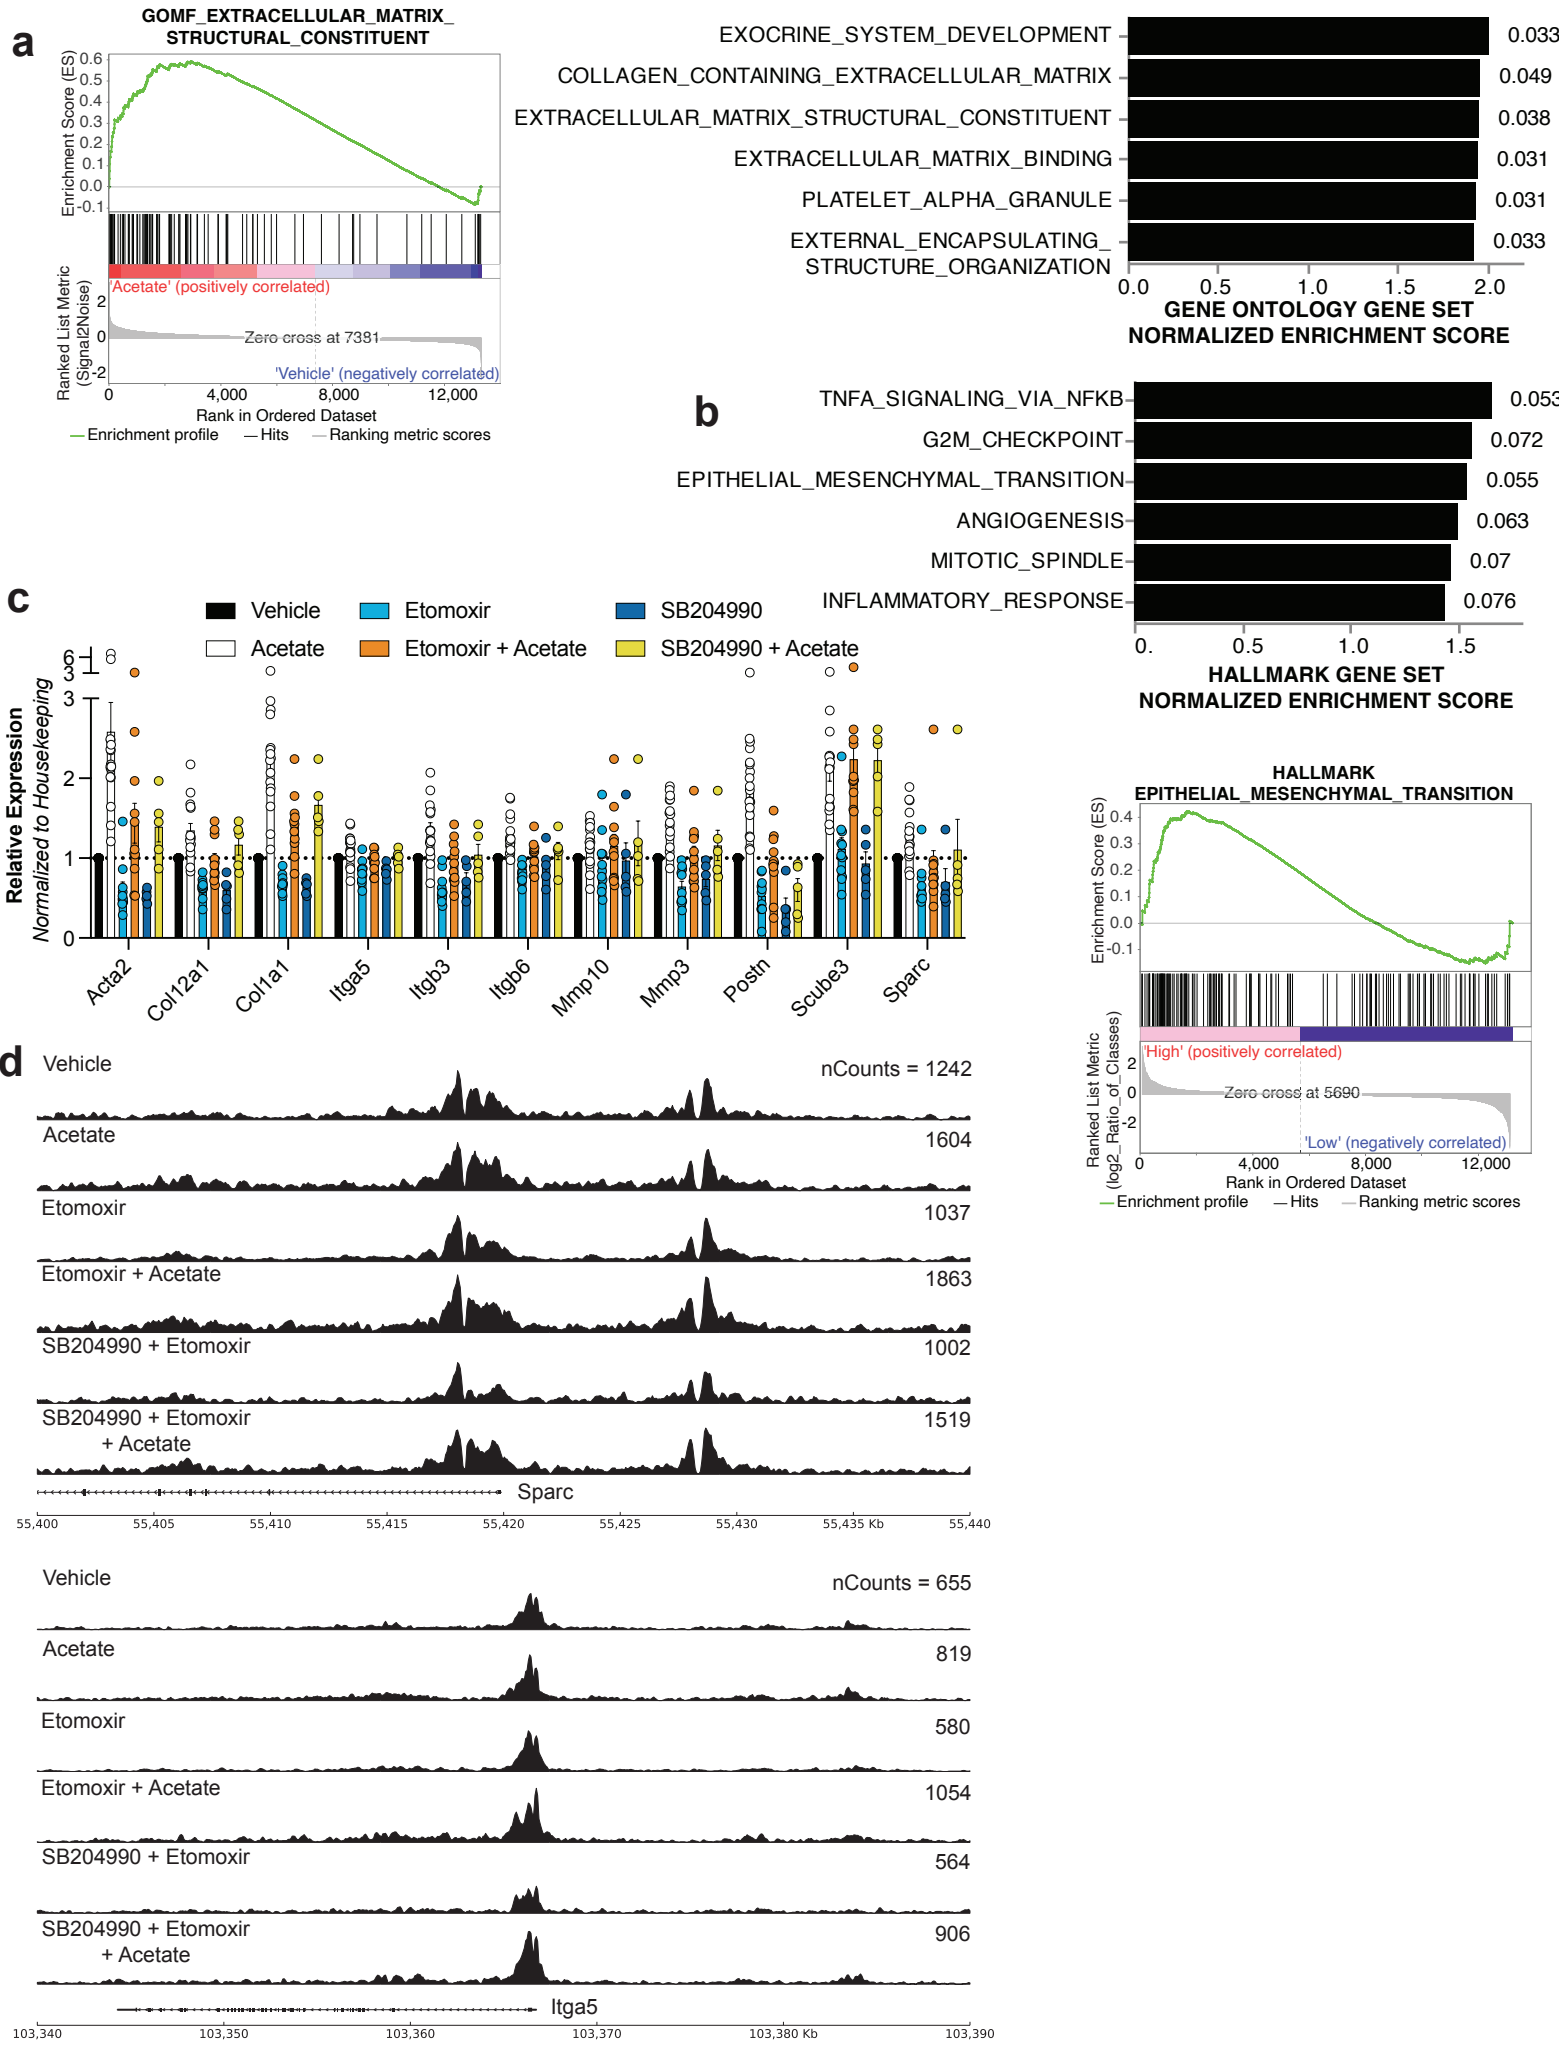

*Supplementary Figure 6: Additional data showing increased EMT gene expression mediated by acetyl-CoA generating pathways and histone acetylation*

- a) Left: gene set enrichment plot for the GOMF\_EXTRACELLULAR\_MATRIX\_STRUCTURAL\_COMPONENT signature in 5 mM acetate- vs. vehicle-treated 4T1. Right: top upregulated gene sets from the Gene Ontology Collection in the molecular signatures database (mSigDB) in acetate- vs. vehicle-treated 4T1 cells. Numbers beside the bars are the false discovery rates. (n=4<sup>a</sup>)
- b) Top: top upregulated gene sets from the Hallmark Collection in mSigDB in 4T1 cells sorted for high vs. low MMP. Numbers beside the bars are the false discovery rates. Bottom: gene set enrichment plot for the HALLMARK\_EPITHELIAL\_MESENCHYMAL\_TRANSITION in 4T1 cells sorted for high vs. low MMP. (n=2<sup>a</sup>)
- c) Relative expression of EMT-related genes in 4T1 cells in response to the indicated treatments normalized to housekeeping genes and plotted as a fold change against vehicle-treated. (n≥5<sup>a</sup>). Values shown correspond to means +/- SEM.
- d) H3K27ac ChIP-Seq tracks for *Sparc* (top) and *Itga5* (bottom) from 4T1 cells in response to the indicated treatments. Numbers on the right-hand side of the tracks indicate the associated scaled counts per gene.

Unpaired t-test were parametric and two-tailed. Values shown correspond to means +/- SEM. Source data are provided in the source data file. <sup>a</sup> signifies number of independent experiments or tumors.

# Supplementary Figure 7

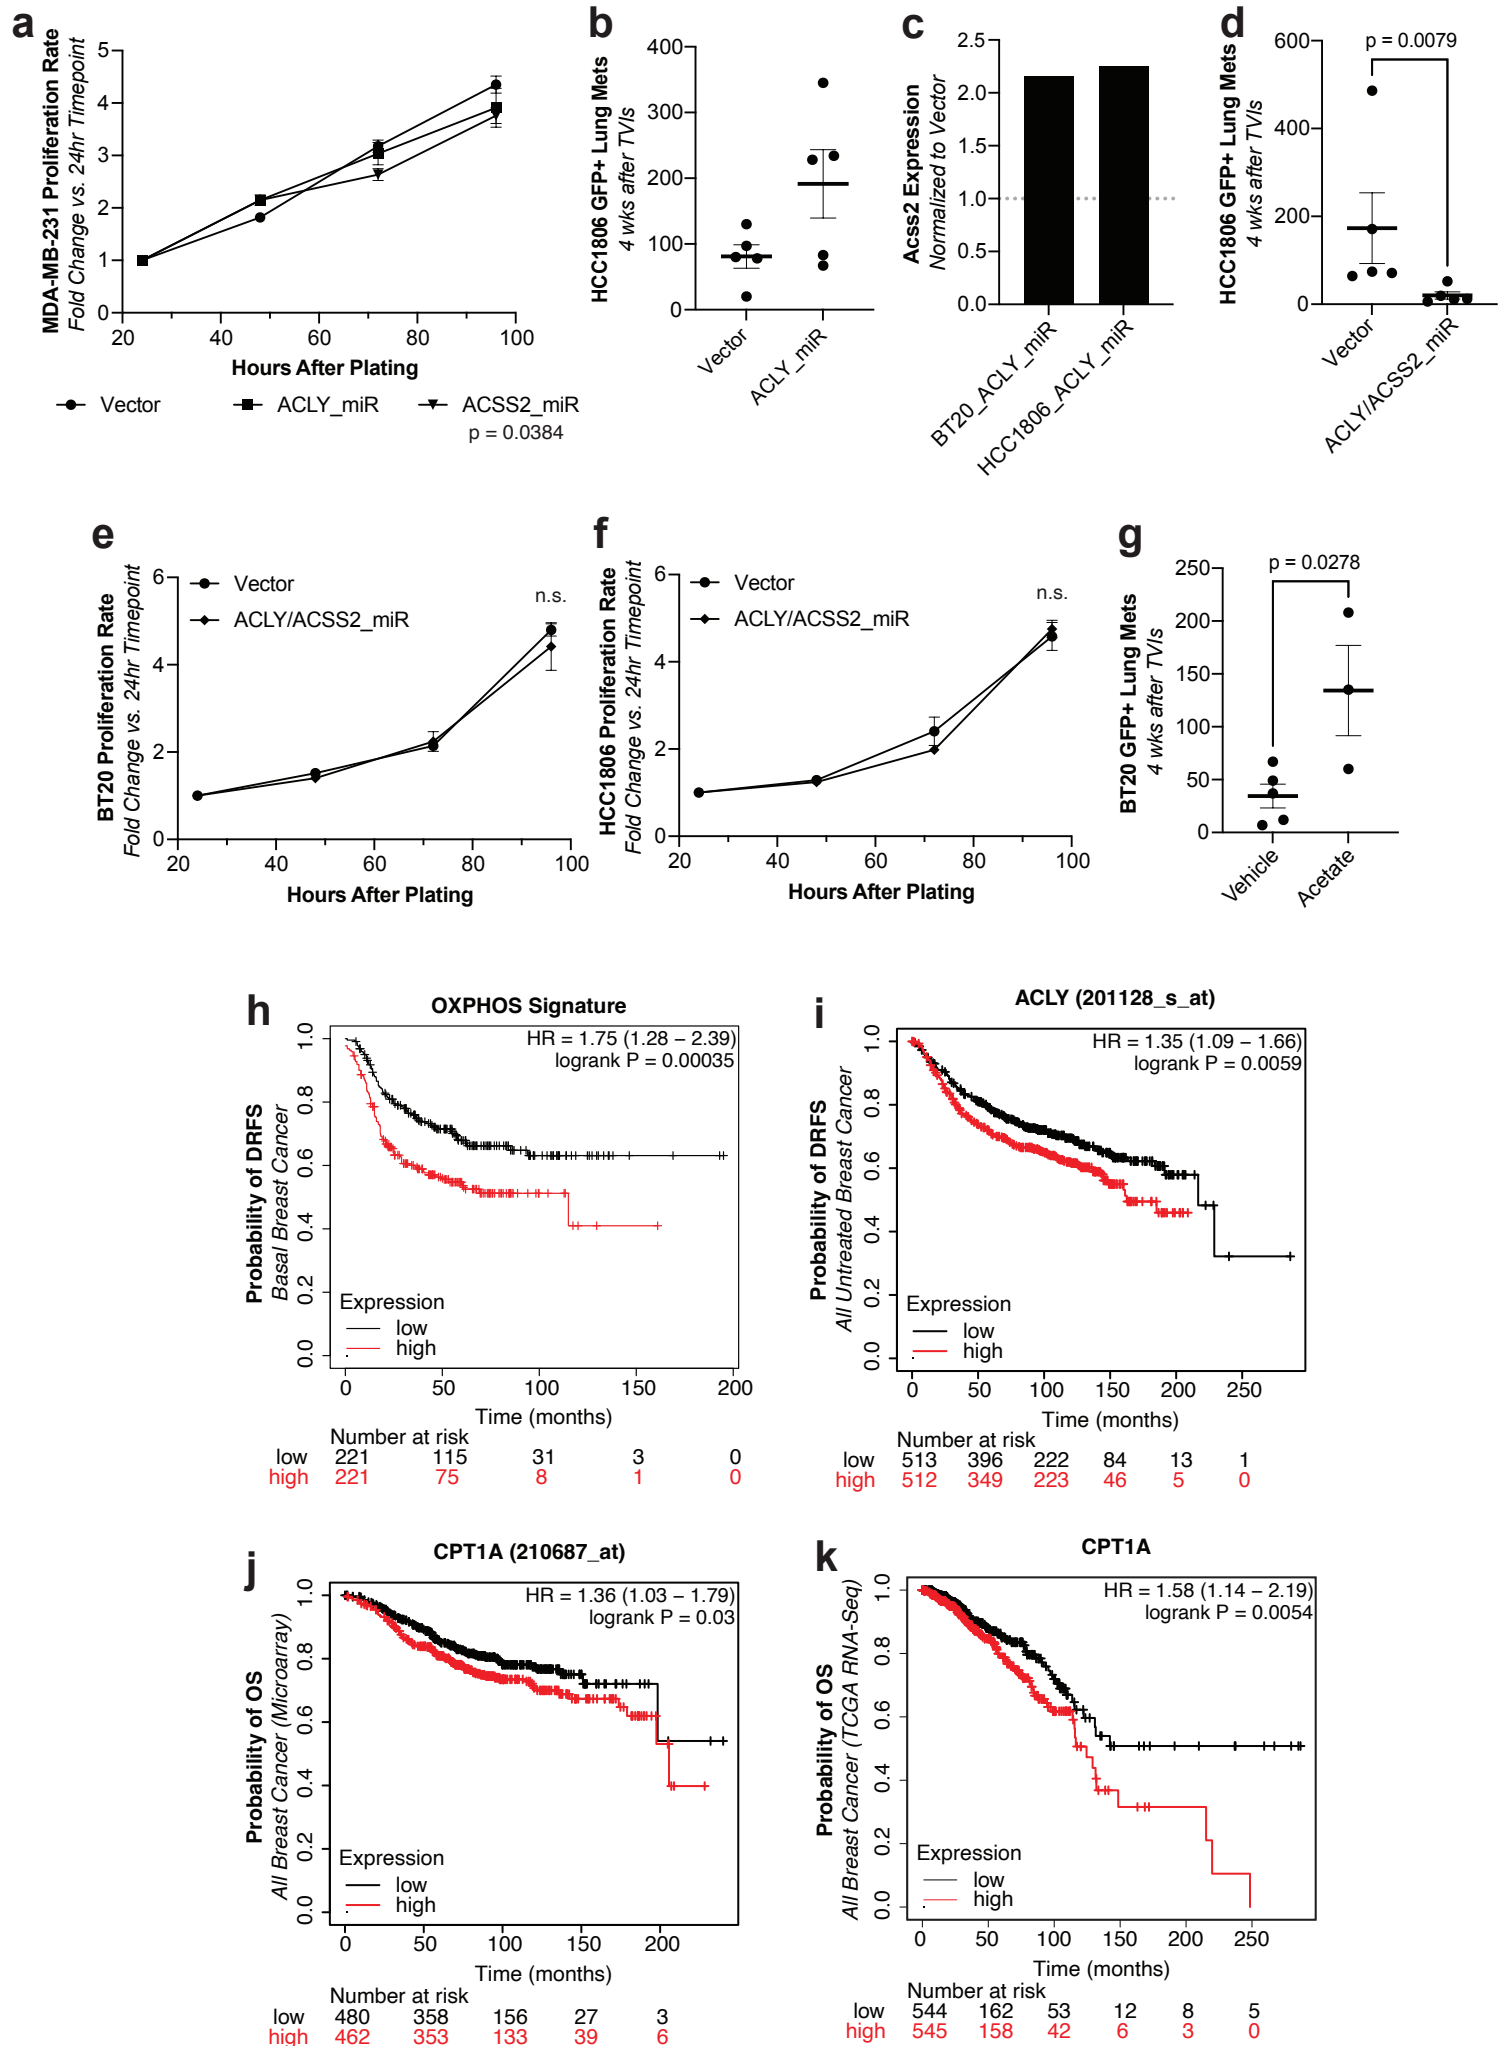

*Supplementary Figure 7: Similar dependence on mitochondrial activity and acetyl-CoA generation in human cell lines and patient cohorts*

- a) Proliferation of MDA-MB-231 cells expressing miR-mediated KDs of *ACLY* or *ACSS2*. 80% and 75% KD efficiencies, respectively. Shown as fold change of the first timepoint. (n=4, unpaired t-test)
- b) GFP+ metastases in recipient Rag2<sup>-/-</sup>γc<sup>-/-</sup> mice after TVI of HCC1806 cells expressing miR-mediated KD of *ACLY*. 83% KD efficiency (n=5, unpaired t-test)
- c) Relative expression of *ACSS2* upon miR-mediated KD of *ACLY* in BT20 and HCC1806 cells normalized to vector-only controls. 81% and 83% KD efficiencies, respectively.
- d) GFP+ metastases in recipient Rag2<sup>-/-</sup>γc<sup>-/-</sup> mice after TVI of HCC1806 cells expressing miR-mediated KDs of *ACLY* and *ACSS2*. 76% and 73% KD efficiencies, respectively. (n=5, unpaired t-test)
- e) Proliferation of BT20 cells containing miR-mediated KDs of *ACLY* and *ACSS2*. 78% and 73% KD efficiencies, respectively. Shown as fold change of the first timepoint. (n=6, unpaired t-test)
- f) Proliferation of HCC1806 cells containing miR-mediated KDs of *ACLY* and *ACSS2*. 76% and 73% KD efficiencies, respectively. Shown as fold change of the first timepoint. (n=6, unpaired t-test)
- g) GFP+ metastases in recipient rag2<sup>-/-</sup>γc<sup>-/-</sup> mice after TVI of BT20 cells treated with acetate (n≥3, unpaired t-test)
- h) Kaplan-Meier plots depicting distant relapse-free survival (DRFS) of PAM50-classified basal breast cancer patients derived from the microarray cohort of KM plotter, stratified based on mean expression of OXPHOS-related genes and segregated by median cut-off.
- i) Kaplan-Meier plots of DRFS of breast cancer patients that have not undergone systemic treatment derived from the microarray cohort of KM plotter. Patients were stratified by *ACLY* expression and segregated by median cut-off.
- j) Kaplan-Meier plots of overall survival (OS) of breast cancer derived from the microarray cohort of KM plotter. Patients were stratified by *CPT1A* expression, and the comparison is made between the upper and lower quartiles.
- k) Kaplan-Meier plots of OS of breast cancer patients derived from the TCGA dataset. Patients were stratified by *CPT1A* expression and segregated by median cut-off.

Unpaired t-test were parametric and two-tailed. Values shown correspond to means +/- SEM. Source data are provided in the source data file.

**Supplementary Table 1**

**Pearson scores and p-values when correlating the metastatic potential and histone profiles of 20 TNBC lines from the MetMap project.**

| <b>Histone Marks</b> | <b>P-Value</b> | <b>Pearson Correlation</b> |
|----------------------|----------------|----------------------------|
| H3K4me0              | 0.8448         | 0.0455                     |
| H3K4me1              | 0.9921         | -0.0023                    |
| H3K4me2              | 0.9452         | 0.016                      |
| H3K4ac1              | 0.9837         | 0.0048                     |
| H3K9me0K14ac0        | 0.4121         | 0.1889                     |
| H3K9me1K14ac0        | 0.9797         | -0.0059                    |
| H3K9me2K14ac0        | 0.8837         | 0.034                      |
| H3K9me3K14ac0        | 0.1731         | 0.3088                     |
| H3K9ac1K14ac0        | 0.2015         | 0.2905                     |
| H3K9me0K14ac1        | 0.5277         | 0.146                      |
| H3K9me1K14ac1        | 0.9272         | 0.0212                     |
| H3K9me2K14ac1        | 0.9791         | -0.0061                    |
| H3K9me3K14ac1        | 0.3429         | 0.2178                     |
| H3K9ac1K14ac1        | 0.3814         | 0.2014                     |
| H3K18ac0K23ac0       | 0.8652         | 0.0394                     |
| H3K18ac1K23ac0       | 0.1636         | 0.3155                     |
| H3K18ac0K23ac1       | 0.7065         | 0.0874                     |
| H3K18ac1K23ac1       | 0.3209         | 0.2277                     |
| H3K18ac0K23ub1       | 0.1603         | 0.3178                     |
| H3K27me0K36me0       | 0.704          | 0.0881                     |
| H3K27me0K36me1       | 0.1818         | 0.303                      |
| H3K27me0K36me2       | 0.4944         | 0.1578                     |
| H3K27me0K36me3       | 0.21           | 0.2853                     |
| H3K27me1K36me0       | 0.8268         | 0.0508                     |
| H3K27me1K36me1       | 0.0343         | 0.4636                     |
| H3K27me1K36me2       | 0.0607         | 0.4159                     |
| H3K27me1K36me3       | 0.1721         | 0.3095                     |
| H3K27me2K36me0       | 0.3307         | 0.2232                     |
| H3K27me2K36me1       | 0.0452         | 0.4413                     |
| H3K27me2K36me2       | 0.6122         | 0.1174                     |
| H3K27me3K36me0       | 0.8155         | -0.0542                    |
| H3K27me3K36me1       | 0.9607         | 0.0115                     |
| H3K27ac1K36me0       | 0.0547         | 0.4251                     |
| H3K27ac1K36me1       | 0.049          | 0.4346                     |
| H3K27ac1K36me2       | 0.0411         | 0.4491                     |
| H3K27ac1K36me3       | 0.0362         | 0.4594                     |
| H3.3K27me0K36me0     | 0.8008         | 0.0586                     |
| H3K56me0             | 0.0412         | 0.4489                     |
| H3K56me1             | 0.5709         | 0.1312                     |

|          |        |         |
|----------|--------|---------|
| H3K79me0 | 0.1624 | -0.3163 |
| H3K79me1 | 0.366  | -0.2078 |
| H3K79me2 | 0.2621 | -0.2563 |

# Supplementary material for: Metabolic dependencies of metastasis-initiating cells in female breast cancer
**Source:** Nat Commun. 2023 Nov 4;14:7076. doi: 10.1038/s41467-023-42748-8
**Supplement:** Supplementary file 4 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Data from the CCLE were downloaded from the depmap portal: <https://depmap.org/portal/download/all/>, specifically the files labelled "CCLE\_GlobalChromatinProfiling\_20181130.csv" and "Supplementary Table 02 basal breast cancer cohort met potential.xlsx". Source data underlying each figure are provided with this paper. High-throughput data can be accessed under the GEO SuperSeries GSE220992 (RNA-seq data: GSE220991, GSE236185, and GSE236222; ChIP-Seq data: GSE236223).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences      ☐ Behavioural & social sciences      ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

Did the study involve field work? ☐ Yes ☐ No

## Field work, collection and transport

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

## Methods

## Antibodies

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Palaeontology and Archaeology

## Dating methods

If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

## Ethics oversight

Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

MMTV-PyMT mice in the FVB/N background and the rag2-/-yc-/- mice in the NMRI background were obtained from JAX and were described previously. DERE mice in the BALB/c background were used as GFP-tolerant recipients and were obtained by backcrossing DERE mice in the C57BL/6J background to wildtype BALB/c mice for at least 10 generations. Wildtype FVB mice were bred inhouse, and wildtype BALB/c mice were purchased from Charles River Laboratories. MMTV-PyMT mice used within 12-18 weeks of age. Recipient mice were used between 8-20 weeks of age. All mouse strains were housed in pathogen-free facilities in Lausanne, Switzerland (AIVC at the Agora Cancer Research Center and CPG at EPFL). Mice were placed in IVC cages, 5 mice to a cage, with enrichment, and ad libitum food and water. The facility was on a 12hr dark/light cycle with controlled temperature (22 +/- 2 degrees Celsius) and humidity (55% +/- 10%).

## Wild animals

No wild animals were used in this study

## Reporting on sex

Since this is a breast cancer study, the experiments were performed in female mice

## Field-collected samples

No field collected samples were used in this study

## Ethics oversight

All mice were handled according to the Swiss guidelines for animal safety. All animal experiments were done in accordance to the licenses approved and issued by Service de la Consommation et des Affaires Vétérinaires, Canton de Vaud, Switzerland.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

## Clinical trial registration

Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.

## Study protocol

Note where the full trial protocol can be accessed OR if not available, explain why.

## Data collection

Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.

## Outcomes

Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.

## Dual use research of concern

Policy information about [dual use research of concern](#)

## Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

No | Yes

- ☒ ☐ Public health  
☒ ☐ National security  
☒ ☐ Crops and/or livestock  
☒ ☐ Ecosystems  
☒ ☐ Any other significant area

## Experiments of concern

Does the work involve any of these experiments of concern:

## Plants

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

### Methodology

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

## Magnetic resonance imaging

### Experimental design

### Acquisition

### Preprocessing

## Volume censoring

Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.

## Statistical modeling &amp; inference

## Model type and settings

Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).

## Effect(s) tested

Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

## Statistic type for inference

Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.

(See [Eklund et al. 2016](#))

## Correction

Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).

## Models &amp; analysis

n/a | Involved in the study

☐ ☐ Functional and/or effective connectivity

☐ ☐ Graph analysis

☐ ☐ Multivariate modeling or predictive analysis

## Functional and/or effective connectivity

Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).

## Graph analysis

Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).

## Multivariate modeling and predictive analysis

Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.

How the deposited data were processed for this re-analysis (not part of the article)

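RNA was sequenced from primary PyMT tumor cells that had been sorted into MICs (Lin−CD24+CD90+) and non-MICs (Lin−CD24+CD90−), with 3 libraries of each population. The authors made stranded mRNA libraries, aligned the reads to the mouse transcriptome, counted them per gene and normalized the counts to the total of each library, and the deposited signal is these scaled counts, which sum to between 34999999 and 35000001 in each library. The versions of the aligner and the annotation are not named in the paper's text. No other column of values was present in the deposited table. The expected form of the values, when the design was written, was a normalized unit, and limma was therefore kept as the main test; the test for raw counts was added on the recovered reads.

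The values of a library are whole multiples of what 1 read is worth in it, between 0.676 and 1.11. Dividing by that step gave whole reads, within 0.01 of a read, for between 99.97% and 100.0% of the values. The recovered reads numbered between 31467281 and 51759769 per library. The 10 most abundant genes took between 5.69% and 6.51% of a library. These numbers set the counting error only, and reads were not collapsed by molecular identifiers. At a value of 1 to 3 reads in a library a change cannot be told from counting error, so for such genes the reads are given in place of a fold change. Symbols, positions and gene types came from GENCODE vM21 on GRCm38, which held 22161 of the 22310 identifiers. Of the 149 others, 64 begin with ENSMUSG00002, and they were kept in the tests over all genes and named nowhere. The smallest number of libraries with a value above 0 was 3 over all genes, which meets the paper's filter on expressed genes, and no further filter was used.

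Differential expression was tested with limma 3.58.1 in R 4.3.3 on log2(value + 1), with lmFit and eBayes with a trend, without a block, and with Benjamini-Hochberg adjustment over 22310 genes at a threshold of 0.05. All 6 libraries entered the fit. The paper's methods rank genes by an unpaired measure, so the fit without a block is the one reported first. The pairing of libraries comes from the replicate numbers, which both populations share, and from the values: the departures of same-numbered libraries from their group means correlated at 0.791, 0.849 and 0.889 for numbers 1, 2 and 3, and those of libraries with different numbers at -0.414 on average. That average adds little, since the departures of a group sum to 0 for each gene and it largely follows from the same-numbered values. Results with the replicate number as a block are therefore given beside those without it. edgeR 4.0.16 (quasi-likelihood test) and DESeq2 1.42.0 were run on the recovered reads.

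Enrichment was computed with numpy 2.4.6 and pandas 2.3.3 in Python 3.11.15, after the paper's methods: Signal2Noise on linear values with the SD held to at least 0.2 of the mean, a running sum with weight 1, and 1000 random gene sets. A p-value is the share of random sets whose score had the same sign and was at least as large, with 1 added to both numbers, so the smallest it can be depends on how many random sets share the sign. Adjustment was by the Benjamini-Hochberg method over 19 lists. The lists were compiled by hand from general knowledge of each set, apart from subunits, ribosomal proteins and mitochondrial transcripts, which were picked by symbol, and from a pair of Reactome sets used as alternatives, of which 68 of 92 and 219 of 265 genes were in the table. Camera and the rotation test of limma, which allow for correlation between genes, were computed on the same log2 values. Means of log2(value + 1) over a list were compared by an exact two-sided permutation test, in which 0.1 is the smallest p-value for 3 against 3. The permutation test does not use the pairing of libraries.

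The genes named in the text were fixed by a rule: the genes of the sorting gates, the genes the paper names for metabolism and acetylation, the EMT genes of its primer list, 14 epithelial and mesenchymal markers, the 5 genes in each direction with the smallest limma p-value and the same direction in 3 pairs (no gene having passed the threshold), and the 5 genes with the highest Signal2Noise in each of the OXPHOS, EMT and partial EMT lists. The first 4 groups hold 44 genes, all of them in the table. Some genes that the rule covers are not used here. Genes outside the rule are said to have been chosen after their values were seen.

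The procedures were tested on simulated data with known answers. Among 21712 genes drawn from the real means and library sizes, of which 200 were changed, limma without a block recovered 190 (95%) with 0 false calls and limma with the block recovered 200 with 4 false calls. edgeR recovered 193 with 0 false calls and, with the block, 200 with 10. In this simulation the changes were large and the spread was set alike for all genes, so the rates do not hold for smaller changes. The enrichment procedure called 10 of 10 changed sets and 0 of 200 random sets after adjustment, with 11 of the random sets at an unadjusted p-value under 0.05.

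The alternatives tried were pseudocounts of 0.1 and 10, a filter at the median of the mean values, quantile normalization, rescaling by edgeR's TMM factors, limma without a trend, the replicate block, Signal2Noise on log2 values, the log2 ratio of classes, limma's moderated statistic, an unweighted running sum, random sets matched on mean expression in 20 bins, camera, other versions of the lists and leaving out each library in turn. Further ones were added after seeing the data: the tests on recovered reads, protein-coding genes, the rotation test, camera with the block, the block with each pair left out, the block with the filter, and the block with a correction of the paired differences for transcript length and GC content, with or without the mean value. The paper's other experiments were not analysed here.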

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

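The tests in this part were chosen only after the result they test was seen, apart from the count of splits for the comparison of genes without the block.

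The genes for cytosolic ribosomal proteins had an NES of 2.97 in MICs (84 genes, adjusted permutation p = 0.0059), and those for mitochondrial ribosomal proteins an NES of 2.42 (77 genes, adjusted permutation p = 0.0059). Their mean log2 differences were 0.30 and 0.21 (exact permutation test, p = 0.4 for both), and both lists were higher in MICs in 2 of the 3 pairs, with pair 3 at -0.09 for the cytosolic and -0.06 for the mitochondrial genes. Across the 3 pairs this is the course of the respiratory chain subunits, at 0.40, 0.49 and -0.05. The authors' scaling to a common total was tested by quantile normalization, after which the cytosolic list kept an NES of 2.74. Transcript length, GC content and mean expression were tested by correcting the paired differences for them, with the replicate block. With the block, the NES of the cytosolic list was 3.10 before the correction and 2.78 after it, so these properties did not fully account for it. That of the mitochondrial list was 2.62 before and 2.80 after, so the correction did not lower it. Many cytosolic ribosomal protein genes have processed pseudogenes that share their reads. The 22 genes with no pseudogene named after them had a mean difference of 0.288, against 0.304 for the 62 others, but pseudogenes are not all named after their parent gene, and this test leaves that explanation open. Of the 4 splits of the 6 libraries that part all 3 same-numbered pairs, the real one included, 1 gave an NES as large for the cytosolic list and 2 for the mitochondrial list. With 4 such splits the share can never be under 0.05, so the count leaves an accidental split undecided. The other 6 splits set libraries of one number against another in part, so they also measure differences between the numbers. Ribosomal and respiratory genes may rise together in MICs. Such a rise cannot be told apart here from a technical difference between the libraries of pairs 1 and 2 that favors the same transcripts.

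Myoepithelial markers had an NES of 1.83 in MICs (11 genes, adjusted permutation p = 0.0187), with a mean log2 difference of 1.56 (exact permutation test, p = 0.5) and higher values in MICs in 3 of 3 pairs, by 1.95, 1.21 and 1.53. The replicate block raised the NES to 2.51 (adjusted permutation p = 0.00474). If the CD90-positive gate held RNA from myoepithelial cells in place of luminal cells, luminal markers would be lower in MICs, and their mean difference was -0.307 (17 genes, exact permutation test, p = 0.6), lower in 3 of 3 pairs. The luminal list did not pass without the block (NES -1.57, adjusted permutation p = 0.0817) and passed with it (NES -1.83, adjusted permutation p = 0.00625). With the block and pair 1 left out, the luminal list did not pass (NES -1.49, adjusted permutation p = 0.076). It passed with pair 2 or pair 3 left out (NES -1.90 and -1.91, adjusted permutation p = 0.0103 and 0.00422). These values are consistent with more myoepithelial cells in the gate, and equally with tumor cells that express such genes, which the present data cannot separate. Of the 4 splits that part all 3 pairs, 3 gave an NES as large for myoepithelial markers. Without MIC replicate 1 the sign of this score was reversed (NES -0.882) in the fit without the block, whereas with the block and both libraries of pair 1 left out the NES was 2.39 (adjusted permutation p = 0.00362).

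In the fit with the replicate block, 29 genes had an adjusted p-value under 0.05 in limma, against 0 without it, where 322 had an unadjusted p-value under 0.05. They were examined because of these values. Of the 27 that were higher in MICs, the smallest adjusted p-values were those of Tagln, Acta2, Postn, Thy1, Cnn1, Myh11 and Myl9, with log2 fold changes between 1.90 and 5.32, each higher in MICs in 3 of 3 pairs. The 2 lower genes were Ltf, at -1.56, and Mir6236, at -1.19. Thy1 is the gene the gate was set on. Tagln, Acta2, Cnn1, Myh11, Myl9, Krt5 and Mylk are on the myoepithelial list, and Acta2, Acta1 and Actg2 are near-identical actin genes whose reads the authors' counting could have split. None of the 29 is on the OXPHOS list. After correction of the paired differences for transcript length, GC content and mean expression, 38 genes passed, 27 of them among the 29, so these properties did not fully account for the calls. Of the 4 splits that part all 3 pairs, 1, the real one, gave as many genes with the block, and the other 3 gave 0 each. The same 4 splits gave 0 genes each without the block, so 4 of 4 were as large as the real one there, with 322 genes at an unadjusted p-value under 0.05 in the real split and between 139 and 267 in the others. With 4 such splits the share can never be under 0.05, so this count could neither show nor rule out an accidental split. A library batch was not tested, since none is named. A candidate explanation is that contractile and basal genes differ between the CD90-positive and CD90-negative cells of one culture while cultures differ more widely from each other, which the 27 genes that still passed after the correction leave open as a hypothesis.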

How the results depend on the processing

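The alternatives listed without a remark were chosen before the data were examined, as were the gene lists, and those marked as added were chosen after seeing the data. An alternative without a filter on low values was not run as a separate setting, because each gene of the table was above 0 in at least 3 libraries and the filter removes none.

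The number of genes with an adjusted p-value under 0.05 was 0 without the block, with 322 at an unadjusted p-value under 0.05. It was also 0 with pseudocounts of 0.1 and 10, among genes with a mean at or above the median, with quantile normalization, with TMM factors, without a trend and in the 6 fits that each left out one library, and in the added fits on protein-coding genes and with edgeR on recovered reads (299, 250, 124, 331, 345 and 439 genes at an unadjusted p-value under 0.05, from 139 to 1201 across the 6 leave-one-out fits, and 170 and 295). With quantile normalization, 206 of the 331 genes were higher in MICs, against 158 of 322 without it. The replicate block gave 29 genes. Among the added fits, the number was 315 with edgeR and the replicate block, 1 (Thy1) with DESeq2, 47 with the replicate block among genes with a mean at or above the median (27 of them among the 29) 38 with the replicate block and the correction for length, GC content and mean value (27 of them among the 29) and 49 when only length and GC content were corrected for (28 of them among the 29). With the block and one pair left out, also added, it was 11, 59 and 0 without pair 1, 2 and 3, with 2274 genes at an unadjusted p-value under 0.05 in the last of these. The cause of these differences was not tested. Limma without a block recovered 95% of the changed genes in simulated data. The simulated changes were large, and the spread between replicates was set to the same size for all genes. The simulation therefore cannot tell whether the number of libraries accounts for the 0.

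The OXPHOS list and the respiratory chain subunits kept their direction and an adjusted permutation p-value under 0.05 in the 21 and 20 alternatives based on random gene sets, with an NES from 1.52 to 4.38 and from 1.71 to 5.20 and adjusted p-values from 0.00362 to 0.0264 and from 0.00362 to 0.0171. Assembly factors passed in 19 of 20 (adjusted p-values from 0.00362 to 0.105) and did not with Signal2Noise on log2 values (NES 1.40). EMT passed in 23 of 24 (adjusted p-values from 0.00362 to 0.347) and partial EMT in 19 of 21 (adjusted p-values from 0.00362 to 1). Across the 6 fits that each left out one library, the NES ranged from 1.12 without MIC replicate 1 to 2.52 for EMT and from 0.555 without MIC replicate 1 to 2.28 for partial EMT, and partial EMT was also weaker without non-MIC replicate 3 (NES 0.983). With the replicate block and both libraries of pair 1 or of pair 3 left out, partial EMT had an NES of 2.29 and 2.22 (adjusted permutation p = 0.00362 and 0.00422), so its enrichment was not carried by either of these pairs alone. In the tests that allow for correlation between genes, the direction was kept and none of the 5 lists passed. By camera the p-values of OXPHOS, EMT, partial EMT, subunits and assembly factors were 0.24, 0.0874, 0.221, 0.232 and 0.211 (adjusted p = 0.444 for each). With the replicate block, which was added for this test, camera gave 0.434, 0.15, 0.316, 0.32 and 0.418 (adjusted p = 0.704 for each). By limma's rotation test, also added, they were 0.278, 0.17, 0.324, 0.301 and 0.337, and with the replicate block 0.296, 0.0729, 0.176, 0.22 and 0.336 (adjusted p-values from 0.562 to 0.622 over both). The mean log2 difference was above 0 in each of the 12 alternatives, from 0.086 to 0.303 for OXPHOS, from 0.223 to 0.599 for EMT and from 0.085 to 0.455 for partial EMT. The replicate block leaves these means as they are, since each pair has 1 library per population.

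Of the 14 comparison lists, 3 passed: both ribosomal lists and the myoepithelial markers. The number was 8 with limma's moderated statistic, 7 with the replicate block, 7 with the unweighted running sum, 6 among genes with a mean at or above the median, 5 with random sets matched on mean expression, 8 with the replicate block and the correction for length and GC content, 9 when the mean value was also corrected for, and 7, 10 and 7 with the replicate block and pair 1, 2 or 3 left out. By camera, by the rotation test and by both with the replicate block it was 0, with 0 lists at an unadjusted p-value under 0.05 by camera with or without the block and 1 by the rotation test without the block, T cell markers, and 1 with it, myoepithelial markers. Across the 6 fits without one library it ranged from 2 to 7. The score of B cell markers, of which only 4 genes were in the table, was reversed with the replicate block (-0.764), with it and the corrections (-0.665 and -0.772) and with it and pair 2 or 3 left out (-1.354 and -0.512). With the replicate block and pair 1 left out, endothelial markers (-0.656), mitochondrial DNA transcripts (1.476) and the tricarboxylic acid cycle (-1.148) were reversed, and with pair 2 left out so were glycolysis (0.851), macrophage markers (-0.738) and proliferation markers (1.614). Macrophage markers were also reversed with quantile normalization (-0.547), proliferation markers among genes with a mean at or above the median (0.513) and the tricarboxylic acid cycle with the block and the correction for length and GC content (-0.79). Across the 6 fits without one library, the NES ranged from -0.741 to 1.322 for B cell markers, from -0.755 to 1.324 for endothelial markers, from -1.981 to 0.728 for glycolysis, from -2.05 to 0.888 for luminal markers, from -1.458 to 2.02 for macrophage markers, from -1.483 to 1.053 for mitochondrial DNA transcripts, from -0.882 to 2.293 for myoepithelial markers, from -1.616 to 2.083 for proliferation markers and from -0.671 to 1.666 for the tricarboxylic acid cycle. The cause of these reversals was not tested.

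Thy1 passed with the replicate block (log2 fold change 5.32, adjusted p = 5.31e-05) and not with the other pseudocounts, with quantile normalization or with 1 library left out. It was also called by DESeq2 and, with the block, by edgeR. Of the 44 genes chosen in advance, 1 passed when adjusted over these genes alone, and 13 with the replicate block. No gene reversed under another pseudocount, quantile normalization or the block, and 22 of the 66 genes named by the rule changed sign in some of the 6 fits without the block that each left out one library. Their log2 fold changes ranged from -0.17 to 0.22 for Cd24a, -0.42 to 0.58 for Pecam1, -0.77 to 0.63 for Cpt1a, -0.23 to 0.043 for Cpt2, -0.33 to 0.084 for Dgat1, -0.32 to 0.20 for Dgat2, -0.040 to 0.70 for Mpc1, -0.049 to 1.59 for Itgb3, -0.36 to 0.70 for Itgb6, -0.35 to 0.75 for Col1a1, -0.28 to 1.54 for Mmp10, -0.022 to 0.96 for Scube3, -0.56 to 0.13 for Epcam, -0.52 to 0.13 for Cdh1, -0.58 to 0.27 for Krt8, -0.57 to 0.25 for Krt18, -0.73 to 0.92 for Krt14, -0.28 to 1.39 for Vim, -0.43 to 0.83 for Fn1, -0.66 to 0.78 for Snai1, -1.65 to 1.76 for Twist1 and -1.06 to 2.01 for Cdh2. The depth limits genes with few reads, such as Ptprc and Twist2, whose changes were not detectable at 14 reads or fewer per library.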

Differences from the paper's values

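With the settings reported first, no value of the paper for the PyMT MICs differed from the corresponding value here by more than the limit that was set, 1.5 times. Some alternatives went past this limit. Among them, the OXPHOS NES was 1.52 with Signal2Noise on log2 values, 1.76 with the log2 ratio of classes, 4.38 with the unweighted running sum and 1.615 without MIC replicate 1. The EMT NES was 5.17 with the unweighted running sum, 1.12 without MIC replicate 1 and 1.52 without non-MIC replicate 3. With the settings reported first, the OXPHOS NES was 2.53 against the paper's 2.81, and the EMT NES was 2.31 against the paper's 2.66. The paper's Gene Ontology set for respiratory chain complex assembly had an NES of 2.73 against 1.99 here, and the lists differ. The partial EMT enrichment score was 0.457, against about 0.48 in Supplementary Fig. 1f, read by eye. These values come from hand-compiled lists, so their closeness to the paper's depends on the overlap of members, which was not tested.

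The paper presents OXPHOS sets as higher in MICs. Here the mean of the OXPHOS list was higher in pairs 1 and 2, by 0.30 and 0.23, and it fell by 0.05 in pair 3.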

Other observations

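In this part, the tests of short, highly expressed genes, of fibroblasts and of immune cells were set beforehand, and the others, including all those that divide the libraries differently for an enrichment, were chosen only after the result was seen.

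The OXPHOS enrichment was weighed against a bias toward short, highly expressed genes. Cytosolic ribosomal protein genes, with a median transcript length of 1076 bases, had a mean log2 difference of 0.30, against 0.28 for the respiratory chain subunits, with a median of 992. Such a bias could give this. Against random sets matched on mean expression, however, the OXPHOS list kept an NES of 2.70 (adjusted permutation p = 0.0264), so the tests point both ways. After correction of the paired differences for transcript length, GC content and mean expression, with the replicate block, the NES was 2.63 (adjusted permutation p = 0.00368), against 2.96 with the block before it, so these properties did not fully account for it. Whether the rise is particular to respiration or shared with the ribosomal genes for a technical reason cannot be told apart here.

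The EMT enrichment was weighed against RNA from fibroblasts in the CD90-positive gate, since fibroblasts can express CD90. The fibroblast markers were higher in MICs in 3 of 3 pairs, by 0.35, 0.26 and 1.39 (14 genes, exact permutation test, p = 0.2), with an NES of 1.62 (adjusted permutation p = 0.0509). The replicate block changed this call (NES 2.10, adjusted permutation p = 0.00474), as did ranking by the limma t without the block (1.92, adjusted permutation p = 0.00947). With the block and pair 3 left out, the NES of the fibroblast markers was 0.935 (adjusted permutation p = 0.592), so with the block their enrichment depended on pair 3. Without them the EMT list had an NES of 2.27 (adjusted permutation p = 0.00543), and without fibroblast and myoepithelial markers, an alternative added after seeing the data, 2.25 (adjusted permutation p = 0.00543). With the block and pair 3 left out, the EMT list had an NES of 2.415 (adjusted permutation p = 0.00422). It was 2.448 in that setting without fibroblast markers (adjusted permutation p = 0.004). The EMT list thus stayed enriched where the fibroblast markers were not. The fibroblast markers were still higher in MICs in pairs 1 and 2, however. The EMT list also holds other genes that fibroblasts may express, so these tests leave the explanation open. EMT was not enriched without MIC replicate 1 in the fit without the block. With the replicate block and both libraries of pair 1 left out, its NES was 2.83 (adjusted permutation p = 0.00362, against a range from 0.00362 to 0.347 over its alternatives), so the enrichment was not carried by pair 1 alone.

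RNA from immune cells was tested with T cell markers. Thy1, on which the cells were sorted, is itself one of them, and without it the mean log2 difference was 0.315 (exact permutation test, p = 0.2), higher in MICs in 2 of 3 pairs. Only 6 of the 14 markers were in the table, too few for this test to show whether T cells could explain the immune sets among the paper's results. The 16 macrophage markers, all in the table, had a mean log2 difference of 0.09 (exact permutation test, p = 1), were lower in MICs in 2 of 3 pairs and were not enriched (NES 0.916, adjusted permutation p = 0.61, and 0.844, adjusted permutation p = 0.692, with the block). This was not stable. The NES of the macrophage markers was -0.547 with quantile normalization, -0.682 without non-MIC replicate 1 and -1.46 without MIC replicate 2, and they passed without non-MIC replicate 2 (2.02, adjusted permutation p = 0.00483), so RNA from immune cells is left open.

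Other divisions of the 6 libraries also gave enriched lists. Of the 4 that part all 3 same-numbered pairs, the real one included, the number with an NES as large, in either direction, was 1 for OXPHOS, 2 for EMT, 2 for partial EMT, 1 for the subunits and 2 for the assembly factors, and 4 of the 4 had as many comparison lists past the threshold. The EMT and OXPHOS lists each had an adjusted permutation p-value under 0.05 in 3 of these 4 divisions. The largest NES in the other 3 was 2.28 for OXPHOS and 2.88 for EMT. In the remaining 6 divisions, which keep some same-numbered libraries together, none gave an NES as large for OXPHOS or EMT, 2 did for partial EMT, 1 for the subunits and 2 for the assembly factors, while 3 passed for OXPHOS and 4 for EMT. With 4 divisions the share can never fall under 0.05, so these counts leave an accidental division undecided. A p-value under 0.05 from random gene sets was also obtained for divisions that mix MICs with non-MICs. Each of the other 3 that part all pairs keeps the real contrast in 2 pairs, however, so it is not free of it. The NES of 2.28 came from exchanging the libraries of pair 3, where the OXPHOS list differed least (-0.05). That of 2.88 came from exchanging those of pair 2, where the EMT list differed least (0.17).

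Among the genes the paper names for metabolism and acetylation, Acss1 and Mpc2 were called with the replicate block when adjusted over the 44 genes chosen in advance. Acss1 (log2 fold change -1.36, standard error 0.43, adjusted p = 0.0261 in limma) was lower in MICs in 3 of 3 pairs, and Mpc2 (0.65, standard error 0.21, adjusted p = 0.0279 in limma) was higher in 3 of 3 pairs. Over all genes their adjusted p-value was 0.417 with the block and 1 without it. Cpt1a, Cpt2, Acly, Acss2, Dgat1, Dgat2, Pnpla2, Ep300 and Mpc1 had log2 fold changes between -0.42 and 0.33, and none of them passed in either fit. Within pairs, Acly, Pnpla2 and Cpt2 were lower in MICs in all 3 and Mpc1 was higher in all 3, while the others differed in direction between pairs.

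The genes with the smallest limma p-values and the same direction in 3 pairs, besides Thy1, were Pgpep1l, Lce1h, 4930506C21Rik and Igf1 among those higher in MICs and 4930465K10Rik, Gm13404, Gm44171, AC131756.1 and Wdr90 among those lower. Igf1 had 107, 52 and 93 reads in MICs and 6, 23 and 13 in non-MICs (log2 fold change 2.62, standard error 0.67), and Lce1h and Wdr90 had log2 fold changes of 0.99 and -0.88. Only Lce1h passed with the block (limma, adjusted p = 0.0398). The gene 4930506C21Rik, with at most 12 reads, overlaps Mpc1 on the other strand, and its reads are uncertain because the counting is not stated to use strand. Pgpep1l had at most 7 reads, and the 4 lower genes before Wdr90 had 0 reads in each MIC library and at most 4 in each non-MIC library.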
